# Alternative splicing–triggered mRNA decay informs splice-switching targets for neurodevelopmental disorders

**DOI:** 10.1172/JCI197271

**Published:** 2026-02-12

**Authors:** Kaining Hu, Runwei Yang, Jiaming Qiu, Xinran Feng, Kayleigh J. LaPre, Jessica Tanouye, Yalan Yang, Xiaochang Zhang

**Keywords:** Development, Neuroscience, Epilepsy, Neurodevelopment, RNA processing

## Abstract

Alternative splicing–triggered nonsense-mediated mRNA decay (AS-NMD) critically regulates gene expression, but the extent to which neuronal genes are regulated by AS-NMD remains understudied. Here, we identified over 3,000 developmentally regulated AS-NMD exons in mouse and human brains and validated them in cultured neurons. AS-NMD suppresses synaptic genes during brain development and differentially regulates more than 200 causal genes for neurodevelopmental disorders (NDDs). We detected a poison exon in *GRIA2* and identified splice-switching antisense oligonucleotides that suppressed *GRIA2* NMD and increased its functional isoforms. In summary, this study uncovers genes repressed by AS-NMD in the brain and nominates amenable splice-switching targets for treating dominant NDDs such as autism spectrum disorders and developmental epileptic encephalopathy.

## Abstract 2

This study reports alternatively spliced exons in the brain that trigger mRNA decay. Modulating such exons in disease-causal genes can potentially treat neurodevelopmental disorders.

## Introduction

Alternative splicing (AS) enables the production of multiple mRNA isoforms from a single gene, thus playing an important role in gene regulation (1–3). AS happens between different species, tissues, and cell types (4–9), and it is modulated by *cis*-regulatory sequences and their associated RNA-binding proteins (RBPs) (10–13). AS has been reported as a primary source of phenotypic variation (14), and dysregulation of AS causes neurodevelopmental and neurodegenerative diseases (15).

Premature translational termination codons located approximately 50 nt or further upstream of splice junctions can trigger nonsense-mediated mRNA decay (NMD) in eukaryotes, mitigating the production of potentially harmful transcripts and proteins (16). In the canonical exon junction complex model, NMD is triggered during the pioneering round of translation and mediated by Upf1/2 and their associated proteins (17, 18). NMD has been reported to play a pervasive role in gene regulation (19), and blocking NMD in *Upf2*-knockout mice impairs cortical development (20). AS-triggered NMD (AS-NMD) regulates homeostatic expression of splicing regulators such as the SR proteins (21, 22) and cross-regulation between splicing regulators (23, 24). AS-NMD has been reported to regulate genes, especially chromatin regulators, in the brain (25).

Multiple human and mouse genetic studies have shown that dysregulation of individual AS-NMD exons can cause neurodevelopmental deficits. Dominant *SNRPB* mutations promoting *SNRPB* AS-NMD exon inclusion have been reported to cause cerebrocostomandibular syndrome (26). Dysregulation of cell-type–specific AS-NMD in *FLNA* has been reported to cause structural brain malformation (27). Abnormal AS-NMD exon inclusion in *SCN1A* causes epilepsy in humans (28). Deletion of the *Bak1* AS-NMD exon induces abnormal neuron loss and lethality in mice (29). Furthermore, dysregulation of RBPs such as Rbfox1 and TDP-43 triggers abnormal AS-NMD in neuronal genes and causes neurodevelopmental and neurodegenerative disorders (30–32). These observations suggest critical functions of AS-NMD in the brain.

Since the success of splice-switching oligonucleotides in treating spinal muscular atrophy (33, 34), AS-NMD exons have been increasingly recognized as promising therapeutic targets (35, 36). Splice-switching oligonucleotides have been developed to suppress AS-NMD and target *SCN1A* haploinsufficiency, which is currently under clinical trial to treat Dravet syndrome (37, 38). *SYNGAP1* haploinsufficiency is associated with a number of neurodevelopmental symptoms (39). Recent studies from us and others suggest that converting *SYNGAP1* AS-NMD isoform to the functional splice isoform can alleviate haploinsufficient phenotypes in mice and human cells (37, 40, 41). Thus, naturally occurring AS-NMD exons are potential switches for up- or downregulation of gene expression.

Despite the importance of AS-NMD exons in gene regulation and their potential in therapeutics, current reference gene annotations do not specify whether and which alternative exon triggers NMD. Importantly, there are few bioinformatics tools to predict the NMD potential of AS events (42, 43), and existing tools do not comprehensively consider noncanonical features of NMD (44–47). To fill this gap, we developed EANMD (Exon Annotation for NMD) and systematically annotated AS-NMD in developing mouse brains. We found that neuronal genes were suppressed by AS-NMD during early brain development. Sequence feature analysis for skipped exon–NMD (SE-NMD) events uncovered RBP motifs and targets of PTBP1/2. We further annotated AS-NMD exons in developing and adult human brains, validated them in human induced pluripotent stem cell-derived (iPSC-derived) neurons, and nominated target exons for splicing modulation, such as the AS-NMD exon in *GRIA2*. Collectively, this study identifies AS-NMD events that critically regulate gene expression and nominates amenable targets for therapeutic intervention.

## Results

### Identification of AS-NMD events.

EANMD identifies NMD exons based on the 50 nt rule and additional transcript-level features (Figure 1A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI197271DS1) (48–50). Given the coordinates of an alternative exon and its flanking exons, EANMD retrieves all relevant transcripts, simulates transcript isoforms with or without the alternative exon, and computes the distance from the translational stop codon to the last exon-exon junction (distance junction [DJ]). After filtering out transcripts with non-ATG start codons or mutually exclusive exons (MXEs; see Methods and Discussion), AS events are classified as NMD_in (when the exon is included, poison exon) or NMD_ex (when excluded) when the DJ is greater than 50 nt or as customized. Non-NMD exons are also flagged based on their impact on the ORF and position in the untranslated regions (Supplemental Figure 1B). EANMD reconstructs isoforms in addition to reference transcripts, enabling the identification of previously unannotated AS-NMD events.

We evaluated a group of NMD-prone exons (25, 51), and EANMD correctly annotated all of them (Supplemental Table 1a). 

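Neuro2a is a mouse neuroblastoma cell line, and *Upf1* encodes an RNA helicase that NMD requires. RNA-seq libraries were made from Neuro2a cells 48 hours after transfection with an siRNA against *Upf1* (n = 2) or a control siRNA (n = 2). The authors aligned the reads to the mouse genome (GRCm38) with STAR, counted them on genes with featureCounts, and deposited the raw counts without normalization. The total counts were 88316382 and 70281181 in the control libraries and 78163521 and 71476495 in the *Upf1* siRNA libraries. For the values given here, the counts were scaled by the TMM method of edgeR, and genes with low counts were left out with edgeR's default filter, which left 17850 genes. The groups were compared by edgeR's quasi-likelihood test, and P values were adjusted by the Benjamini-Hochberg method. Expression is given in counts-per-million (CPM), and gene positions are those of GENCODE M21. Across genes, the biological coefficient of variation between replicates was 6.69%. The spread between replicates exceeded sampling noise, with a chi-squared statistic per degree of freedom of 17.5 between the control libraries and 16.1 between the *Upf1* siRNA libraries. Sampling noise alone gives a value of 1. With 2 libraries per group, each SD rests on a single difference.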

We further evaluated EANMD by blocking NMD with *Upf1* knockdown (KD) in Neuro2a cells (Figure 1B). 

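*Upf1* (ENSMUSG00000058301.8) lies on chromosome 8 from 70331525 to 70353278. Its expression fell from 118 ± 3.87 CPM (SD, n = 2) in the control to 21.0 ± 0.781 CPM (SD, n = 2) after *Upf1* siRNA, a log2 fold change of −2.49 (standard error 0.072, adjusted p = 1.91e-08 by edgeR). With each library left out in turn, this change stayed between −2.52 and −2.45. Ranked by P value among the lowered genes, *Upf1* was the second. The first was *C1ql1* (ENSMUSG00000045532.5, chromosome 11, 102939264 to 102946688), which fell from 129 ± 4.06 to 23.1 ± 0.726 CPM (SD, n = 2 each), a log2 fold change of −2.48 (standard error 0.070, adjusted p = 1.91e-08 by edgeR). *Upf1* ranked first when all 8 mouse libraries were fitted together. In all, 745 genes passed an adjusted P threshold of 0.001 and an absolute log2 fold change threshold of 1, 153 higher and 592 lower. DESeq2 gave 791 genes at the same thresholds, of which 737 were shared. At these thresholds the alternatives gave between 494 genes, with the 8 mouse libraries in 1 fit, and 1037 genes, with no filter on low counts. An adjusted P threshold of 0.05 gave 1298 genes. Other genes labeled in Supplemental Figure 1C had log2 fold changes of −2.15 (*Arhgef10l*), −1.77 (*Zwint*), 1.41 (*Ccdc137*), 1.66 (*Srp14*), and 1.91 (*Taf1a*). The raised gene with the smallest P value was *Snhg5* (ENSMUSG00000097195.10, chromosome 9, 88521050 to 88522929), a noncoding host of snoRNAs. It rose from 66.0 ± 2.92 to 232 ± 8.17 CPM (SD, n = 2 each), a log2 fold change of 1.82 (standard error 0.066, adjusted p = 5.49e-08 by edgeR). *Zfas1* and *Fkbp9* followed, with log2 fold changes of 1.70 and 1.75.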

*Upf1* KD significantly changed the expression for 732 genes, among which *Upf1* was the most significantly downregulated gene (Supplemental Figure 1C, |log_2_ fold change [log_2_FC]| > 1, adjusted *P* < 0.001). Among the 275 differentially spliced SEs upon *Upf1* KD (Supplemental Figure 1A; |Δ percent spliced in [ΔPSI]| > 0.1, FDR < 0.05), EANMD flagged 258 events (93.8%), including 44 NMD_in and 65 NMD_ex exons (Figure 1C, Supplemental Figure 1D, and Supplemental Table 1b). Transcripts for 52 out of the 109 EANMD-predicted AS-NMD events were annotated as NMD targets in the GENCODE M25 reference (Supplemental Table 1b). In addition to *Upf1* KD, we used 2 additional datasets to evaluate the accuracy of EANMD prediction (Figure 1B): (a) primary neurons treated with cycloheximide (CHX), a translation inhibitor (Supplemental Figure 1E; this study), and (b) E13.5 *Upf2*-knockout mouse brains (Supplemental Figure 1F; published dataset) (20). 

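Primary neurons from the dorsal cortex of E16.5 CD1 mice were treated on day 1 in culture with 50 μg/mL CHX for 8 hours (n = 2) or with DMSO (n = 2). CHX stops ribosomes during elongation, and NMD depends on translation. The authors deposited the counts of these libraries in the same table and unit as those of the Neuro2a cells. The total counts were 51242796 and 45803214 with DMSO and 56729784 and 54696020 with CHX. The default filter left 19885 genes, which were tested in a fit of these 4 libraries alone. The biological coefficient of variation was 14.5%. Relative to sampling noise, the DMSO libraries differed more than the CHX libraries, with chi-squared statistics per degree of freedom of 60.1 and 12.4. The TMM scaling factors were 0.881 and 0.907 with DMSO and 1.11 and 1.13 with CHX. The libraries of *Upf2*-knockout brains were not analyzed here.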

Across all 3 conditions, the inclusion of NMD_in exons was increased when NMD was blocked, while the inclusion of NMD_ex exons was decreased; the expression levels for both NMD_in and NMD_ex genes, but not non-NMD genes, were upregulated upon NMD inhibition (Figure 1C and Supplemental Figure 1G). These observations collectively suggest that EANMD is robust in identifying NMD exons.

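Host genes of the differentially spliced SEs of Supplemental Table 1b were grouped by their EANMD flag, and each gene was counted once. Genes with SEs of more than 1 of these flags were left out, and 243 of the table's 245 genes were matched to the gene counts. The SEs were selected by the authors on the Neuro2a libraries. For that dataset, neither the set and permutation tests nor the counts of these host genes are therefore independent evidence. In *Upf1* KD, the median log2 fold change was 0.30 for NMD_in host genes (26 of 39 higher) and 0.22 for NMD_ex host genes (40 of 56 higher). It was −0.091 for ORF-preserving host genes (34 of 85 higher) and −0.076 for ORF-changing host genes (7 of 16 higher). Against all other tested genes, the camera set test with a preset correlation of 0.01 gave adjusted p = 0.00147 for NMD_in and 0.00298 for NMD_ex. The same test gave adjusted p = 0.0995 for ORF-preserving and 0.253 for ORF-changing host genes. Taken singly at an adjusted P threshold of 0.05 over all genes, 23 NMD_in host genes were higher and 8 lower, with the same counts when adjusted over the list alone. For NMD_ex, 26 were higher and 6 lower, and 28 and 9 when adjusted over the list alone. For ORF-preserving host genes, 19 were higher and 31 lower, and 19 and 34 when adjusted over the list alone.

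In CHX-treated primary neurons, the median log2 fold change was 0.45 for NMD_in (31 of 39 higher), 0.27 for NMD_ex (35 of 55 higher), 0.27 for ORF-preserving (58 of 85 higher), and −0.38 for ORF-changing host genes (6 of 16 higher). Camera gave adjusted p = 0.00147, 0.0864, 0.0682, and 0.253 in the same order. Singly, 21 NMD_in host genes were higher and 4 lower, and 23 and 4 when adjusted over the list alone. For NMD_ex, 26 were higher and 16 lower, and 28 and 16 when adjusted over the list alone. For ORF-preserving host genes, 39 were higher and 15 lower, with the same counts when adjusted over the list alone. The 3 set calls at a threshold of 0.05 held under the fry test, but not under camera with an estimated correlation. Among the normalizations, library size alone moved the CHX medians most, to 0.77, 0.59, and 0.59 for NMD_in, NMD_ex, and ORF-preserving host genes, while the median of all genes rose to 0.33.

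NMD_in and NMD_ex host genes together had a higher median than ORF-preserving host genes by 0.32 in *Upf1* KD (95 and 85 genes, two-sided permutation test over genes, p = 1e-05, the smallest that 100000 permutations can give). In CHX-treated primary neurons the difference was 0.13 (94 and 85 genes, two-sided permutation test, p = 0.283), and without DMSO replicate 1 it was 0.0082. Genes are not independent replicates. The effect of CHX minus that of *Upf1* KD, tested by camera on the interaction in 1 fit, was 0.37 for NMD_in (adjusted p = 0.0349), −0.025 for NMD_ex (adjusted p = 0.702), and 0.43 for ORF-preserving host genes (adjusted p = 0.0109). The interaction calls for NMD_in and ORF-preserving host genes did not hold under camera with an estimated correlation. Cells and treatment both differ between these experiments. From the higher expression of NMD_in and NMD_ex host genes and the opposite changes in exon inclusion in its datasets, the paper proposes that EANMD is robust in identifying NMD exons.

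**Figure D1:**
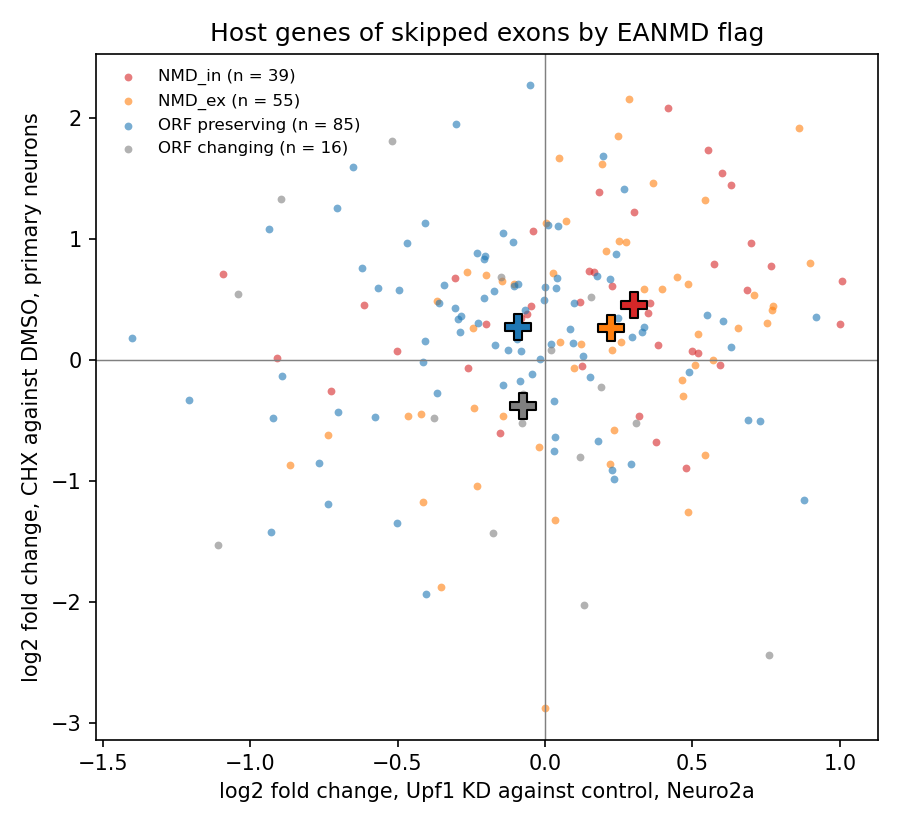
Log2 fold change of each host gene after *Upf1* KD in Neuro2a cells (x axis) and after CHX in primary neurons (y axis), colored by EANMD flag, with crosses at the medians. The NMD_in and NMD_ex crosses lie above 0 on both axes, and the ORF-preserving cross lies at −0.091 for *Upf1* KD and 0.27 for CHX.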

We developed a predictive model for NMD efficiency (mRNA level increase upon NMD inhibition) with splicing and transcript features (Supplemental Figure 1H and Supplemental Table 1c). The optimal machine learning model (XGBoost) explained approximately 80% of the variance. SHAP (Shapley additive explanation) analysis revealed that the most predictive feature was the interaction between the relative position of the stop codon in the transcript and the maximal distance between the stop codon and the last splice junction (Max DJ). The AS events were less likely to trigger NMD if the stop codons were closer to the 5′ end of the transcripts (Figure 1D). When the stop codons were located in the last exons (Max DJ < 0), longer 3′-UTRs (>1,150 nt) enhanced the probability of mRNA decay (Figure 1E and Supplemental Figure 1I). Additional features also contributed to NMD efficiency, such as secondary structures in the 3′-UTR and the length of SEs. 

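The NMD score is the efficiency that the model of the paper predicts for an event, and the paper trained the model on mRNA changes upon NMD inhibition. Supplemental Table 1b marks the NMD_in and NMD_ex exons that pass the filter on this score. In *Upf1* KD, 53 of 68 host genes of exons that passed had a log2 fold change above 0 (77.9%), against 13 of 27 host genes of exons that did not (48.1%). The difference of 29.8 percentage points was larger than chance gives by Fisher's exact test over genes (two-sided, p = 0.00661). In CHX-treated primary neurons, 57 of 67 host genes of passing exons were higher (85.1%), against 9 of 27 of the others (33.3%, Fisher's exact test, two-sided, p = 1.93e-06). The difference there was 51.7 percentage points. With only the passing exons, the median log2 fold change in *Upf1* KD was 0.20 for NMD_in host genes, lower than over all NMD_in exons, and 0.31 for NMD_ex host genes, higher than over all NMD_ex exons. In CHX-treated primary neurons it was 0.59 and 0.53, both higher than over all exons. The median difference between NMD and ORF-preserving host genes was then 0.36 in *Upf1* KD and 0.30 in CHX-treated primary neurons. Since the score was developed on mRNA changes of this kind, neither these shares nor these medians are an independent test of it.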

We determined the optimal cutoff based on NMD scores (the model-predicted NMD efficiency value) and improved NMD prediction (Figure 1, F and G).

We compared EANMD to 2 existing tools, SpliceTools-SETranslateNMD (42) and NMD Classifier (43) (based on Ensembl/NCBI annotations; Supplemental Table 1b), using the *Upf1*-KD dataset. The NMD Classifier annotated 18.2% of the 275 input events, in contrast to SpliceTools (85.8%) and EANMD (93.8%). While 23 NMD_in and 22 NMD_ex events were correctly predicted by all 3 tools (Supplemental Figure 2A), EANMD identified 2 NMD_in events missed by other methods (Supplemental Figure 2B). SpliceTools had 18 false positives, of which 12 were in-frame and 3 had DJ < 50 nt. EANMD showed the best precision-recall balance (F1 = 0.952 using the 50 nt rule; Supplemental Figure 2C and Supplemental Figure 3). In addition, EANMD identified 32 alternative 5′-splice site, 28 alternative 3′-splice site, and 87 intron retention events that could trigger NMD (Supplemental Figure 1A and Supplemental Table 1, d–f). Collectively, these results indicate that EANMD reliably identifies AS-NMD events.

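The 32 alternative 5′-splice site, 28 alternative 3′-splice site, and 87 intron retention events lie in 133 host genes, of which 128 have no flagged SE. In the *Upf1* KD libraries, 127 of these were tested, and 70 had a log2 fold change above 0. At an adjusted P threshold of 0.05 by edgeR, 48 were higher and 35 were lower. Their median log2 fold change was 0.11, which camera did not separate from that of all other genes (adjusted p = 0.669). Among 10000 random lists of as many genes matched on mean expression, the median lay at the percentile 99.8 (two-sided permutation over genes, p = 0.0036). Without control siRNA replicate 1, the median was 0.038. The events were detected in these same libraries, so these tests are not independent evidence.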

### Brain-specific and developmentally regulated AS-NMD.

We investigated dynamic AS-NMD events during mouse brain development at the beginning (E11.5), peak (E14.5), and end of neurogenesis (E18.5), together with 20 adult tissues such as the cortex, cerebellum, and non-brain tissues (2 biological replicates for each tissue/stage) (52) (Figure 2A). We identified 22,464 SE events across all samples using rMATS (0.03 <minimum PSI < 0.95 for each sample). Principal component analysis (PCA) of the SE PSI values demarcated different tissues (Figure 2A). The brain samples stood out on PC1, and brain tissues from different developmental time points were further segregated on PC2, suggesting brain-specific and developmentally regulated splicing events (Figure 2A and Supplemental Figure 4A).

We performed pairwise comparisons and identified differential SE events (|ΔPSI| > 0.1, FDR < 0.05). MXEs were frequently annotated as SEs and were filtered out by imbalanced upstream and downstream junction coverages (see Methods and Discussion). Overall, 3,078 SE events exhibited significant dynamic changes in embryonic brains (E11.5, E14.5, and E18.5), among which EANMD identified 307 (10.0%) NMD_in and 391 (12.7%) NMD_ex events (Figure 2B). Among the 7,275 differential SEs between adult brain (cortex, frontal lobe, and cerebellum) and non-brain tissues, EANMD predicted 798 (11.0%) NMD_in and 1,118 (15.4%) NMD_ex events. Altogether, 889 NMD_in and 1,262 NMD_ex events were predicted out of 8,144 SEs (Figure 2B). We further analyzed PacBio long-read sequencing from the E14.5 and E18.5 mouse brains and found that 14.4% (8,636/59,680) and 10.4% (4,790/45,868) of coding sequence–containing isoforms, respectively, were predicted to be NMD targets. We found that more than half (50.4%, 637/1,262) of the EANMD-predicted NMD_ex exons from short reads were also supported by long reads (Figure 2C and Supplemental Table 2a). Compared with previously reported AS-NMD events (25, 53–56), we nominate 1,360 additional SE-NMD events in the mouse brain (Supplemental Table 2a).

We filtered the AS-NMD events using predicted NMD scores (Supplemental Figure 4, B and C) and found a negative correlation between NMD_in exon inclusion and gene expression levels between E11.5 and E14.5; in contrast, NMD_ex events exhibited a positive correlation (Supplemental Figure 4D). Comparisons between E14.5 and E18.5 brain samples showed the same trend (Supplemental Figure 4E). We classified the splicing events into 12 clusters for downstream analysis (see Methods). The majority of NMD_in (67%) and non-NMD events (ORF preserving, 68%; ORF changing, 63%), but not NMD_ex (35%), showed increasing PSI values during brain development (Supplemental Figure 4F). In *Upf1*-KD, CHX-treated, and *Upf2* conditional knockout samples, we observed a clear trend of increased PSI values for embryonic NMD_in events and decreased PSI values for NMD_ex events (Supplemental Figure 4G). These results suggest that the predicted NMD events were subjected to mRNA decay.

Dynamic NMD events spanning E11.5 to E18.5 illustrated that inclusion of NMD_in exons in neuronal genes (Supplemental Figure 5A) such as *Gad1* were downregulated (Figure 2D), and the inclusion of NMD_ex exons in neuronal genes such as *Scn3a* were upregulated during brain development (Supplemental Figure 5B). Gene Ontology enrichment analysis showed that developmentally downregulated (Down) NMD_in exons were associated with chemical synaptic transmission and developmentally upregulated (Up) NMD_in exons were associated with terms such as basement membrane and mitotic cell cycle (Figure 2E and Supplemental Table 2, b–e). By contrast, NMD_ex (Up) events were enriched in chemical synaptic transmission (Supplemental Figure 5C). RT-PCR experiments validated dynamic AS-NMD events between E11.5 and E18.5 (Figure 2F), which anticorrelated with mRNA levels of their host genes (Supplemental Figure 5, D and E). We treated primary cortical neurons with CHX and found the predicted NMD_in exons were upregulated (Figure 2G and Supplemental Figure 5, F–H) while the NMD_ex events were downregulated (Supplemental Figure 6, A and B). These results indicate that neuronal genes, especially genes encoding synaptic proteins, are suppressed by AS-NMD during brain development (Supplemental Figure 6C and Supplemental Table 2).

### Cis-regulatory sequences for AS-NMD exons.

To identify potential splicing regulatory sequences that may be under selection pressure, we compared the conservation score (UCSC PhastCons 60) of the SE-NMD exons and their flanking introns and exons (Supplemental Figure 7). The upstream and downstream introns of SE-NMD_in events showed higher conservation than those in non-NMD SE events (Supplemental Figure 7, D and E), suggesting the presence of regulatory elements. Next, we performed motif enrichment analyses by contrasting NMD and non-NMD SE events using rMAPS2 (57). By comparing NMD_in Up/Down, NMD_ex Up/Down, ORF_preserving Up/Down, and nonsignificantly changed SEs between E11.5 and E18.5, we discovered 114 significant RBP motifs (Supplemental Figure 8; *P* < 0.05). These motifs corresponded to 93 distinct RBPs, the majority of which exhibited dynamic gene expression during mouse brain development (Figure 3A) and were hierarchically clustered into 6 groups based on expression patterns. Notably, most RBPs were downregulated during embryonic brain development (Figure 3A). These observations suggest that different combinations of RBPs may fine-tune gene expression through AS-NMD.

In the comparison of NMD_in Up to ORF_preserving Up exons, the most significantly enriched RBP motif in the upstream intron was A[AG]AG[AG][AG][AG] for SRSF10 (58) (Supplemental Figure 8 and Supplemental Figure 9A). The most significantly enriched motif in the downstream intron across all comparisons was [AT]C[AT][AT]C for SRSF3 (58) (Supplemental Figure 9B). These observations suggest that SR proteins synergistically regulate AS-NMD exons during brain development. The comparison of NMD_in Up to Down events indicated significant enrichment of the CUCUYY motif for PTBPs (Supplemental Figure 8). NMD_in Up events displayed a higher density of the PTBP1 motif upstream of SEs (Supplemental Figure 9C). *PTBP1* expression decreased during brain development (Figure 3A) and may act as a suppressor of certain NMD_in Up exons. Comparison of NMD_in Up to ORF_preserving Up exons showed that the PTBP1 motifs were significantly enriched inside SEs (Figure 3B; *P* < 0.01), suggesting that PTBPs may directly bind to and repress the target NMD_in exons. We also found enrichment of other motifs, such as ACAG, in the upstream intron (Supplemental Figure 9, D–F), implying additional sequence features in regulating NMD exons.

### AS-NMD exons regulated by Ptbp1 and Ptbp2.

Given their enriched motifs, we performed *Ptbp1/2* shRNA KD and RNA-seq in Neuro2a cells to evaluate their functions in regulating AS-NMD (Figure 3C and Supplemental Figure 10A). Differential gene expression analysis confirmed that *Ptbp1* and *Ptbp2* were significantly decreased after KD (Figure 3C and Supplemental Figure 10, B and C). *Ptbp1/2* double KD caused more genes to decrease expression than to increase. Several known *Ptbp1/2* target AS-NMD genes such as *Flna* were recapitulated (Figure 3C). We identified 604 differential SEs in *Ptbp1* KD, 16 SEs in *Ptbp2* KD, and 727 SE events in *Ptbp1/2* double KD, totaling 986 SE events across all comparisons (Figure 3D). The Ptbp binding motifs were significantly enriched for differentially spliced exons (Supplemental Figure 10D). We reanalyzed the *Ptbp1/2* cross-linking immunoprecipitation sequencing (CLIP-seq) datasets (see Methods) and found that *Ptbp1/2* CLIP peaks were significantly enriched in the upstream regions of these 986 differential exons (Supplemental Figure 10E). Applying EANMD to the *Ptbp1/2* shRNA KD samples uncovered 132 NMD_in and 88 NMD_ex events (Figure 3D). We examined the *Ptbp1/2*-responsive AS-NMD events in the *Upf1* KD dataset and found 137 of them showed increased transcripts per million reads (TPM) and consistent PSI changes when NMD was blocked (Supplemental Figure 10F and Supplemental Table 3a; NMD_in, 76; NMD_ex, 61). Among these, there were 22 AS-NMD genes associated with the synapse (Supplemental Table 3b). 

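Supplemental Table 3a lists 986 SEs, including these 132 NMD_in and 88 NMD_ex events, with PSI values in the *Upf1* KD libraries. PSI cannot be recomputed from gene counts, so its direction was taken from the paper's table, and expression was taken from the gene counts. Events of one gene share one expression value. The host gene had a log2 fold change above 0 in *Upf1* KD for 81 NMD_in and 57 NMD_ex events. It was higher at an adjusted P threshold of 0.05 by edgeR for 55 and 35 events. The PSI changed in the direction of blocked NMD for 76 NMD_in and 65 NMD_ex events. Both held for 49 NMD_in and 43 NMD_ex events, 92 in all, of which 64 had a host gene past the adjusted P threshold. For comparison, the host gene was higher for 178 of 476 ORF-preserving events (37.4%). Counting each gene once, the median log2 fold change was 0.13 for 115 NMD_in host genes, 0.18 for 80 NMD_ex host genes, and −0.10 for 374 ORF-preserving host genes. Camera gave adjusted p = 0.0123 for both NMD sets and 0.00721 for the ORF-preserving set, which lay below the other genes. These calls also held under the fry test, but not with an estimated correlation.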

Overall, we observed more NMD_in exons than NMD_ex in *Ptbp1/2* KD (Supplemental Figure 10G). These results suggest that Ptbp1/2 tends to promote NMD_in. We examined CLIP peaks within the 100 nt upstream or on the SE using the FIMO tool (59) and identified 57 NMD_in and 10 NMD_ex events that were associated with both Ptbp1/2 motifs and CLIP peaks (Supplemental Table 3a). Ptbp1/2-regulated NMD_in events were illustrated in *Iqgap1* (Figure 3E) and *Rock1* (Figure 3F), as well as the NMD_ex exon in *Gabbr1* (Supplemental Figure 10H). In summary, we identified dozens of AS-NMD events that were directly regulated by Ptbp1/2 proteins.

### Identification of AS-NMD exons in developing and adult human brains.

We applied EANMD to 32 human forebrain samples (European Nucleotide Archive, PRJEB26969) across 14 time points (gestation week 4 [GW4] to GW19, infant, toddler, school-age child, adolescent, young adult, middle-aged adult, and elderly). In total, 88,976 SEs were detected, and PCA of the PSI values suggested developmentally regulated splicing profiles in the human brain (Supplemental Figure 11A). After filtering out MXE events, we identified 6,861 dynamic SEs (Figure 4A; |ΔPSI| > 0.1, FDR < 0.01). EANMD flagged 785 NMD_in and 1,298 NMD_ex events in the dynamic SEs (Figure 4B, Supplemental Figure 11B, and Supplemental Table 4a). We identified 1,737 NMD-sensitive events based on NMD scores (cutoff: 0.131; Supplemental Figure 11, B and C). Comparing GW11–13 with infant-toddler groups, developmentally downregulated SE-NMD host genes (NMD_in ΔPSI < –0.1 or NMD_ex ΔPSI > 0.1) were enriched in the synapse (48 out of 333 genes, *P* < 0.001), particularly integral components of pre- or postsynaptic membranes (Figure 4C), such as *GRIA1*, *GRIA2*, *GRIA3*, *GRIK2*, *KCNC3*, *KCNC4*, *KCNN2*, *PTPRS*, *TRPC1*, *ABCC8*, and *CACNA1A*. The SynGO enrichment analysis suggested that synaptic genes were suppressed by AS-NMD in early brain development (Figure 4C).

We analyzed human brain samples in the GTEx v7 dataset (60), and EANMD identified 183 NMD transcripts that were annotated as protein-coding transcripts in GENCODE 38; conversely, 21 transcripts classified as NMD by GENCODE were predicted to be protein-coding transcripts by EANMD (Supplemental Figure 11D and Supplemental Table 5). Manual inspection showed that the majority (18/21) failed to meet the 50 nt rule, with the DJ ranging from 17 to 46 nt (33 ± 10). We annotated brain region–specific SEs and identified 1,574 NMD_in and 1,462 NMD_ex events (Supplemental Figure 11D and Supplemental Table 5a). We further investigated AS events detected by SUPPA2 from GENCODE v43 annotation and identified 10,277 SE-NMD_in and 6,479 SE-NMD_ex events (Supplemental Table 6). In total, we identified 1,653 SE-NMD targeted genes that had not been annotated as NMD targets in the GENCODE reference (Supplemental Figure 11E).

We lifted the mouse brain SE event coordinates (mm10) to the human genome hg38 (7,280, 89.4%) and identified conserved human SEs for 3,295 (45.3%) of the lifted mouse SE events (Supplemental Figure 11F). Notably, the majority of lifted SEs retained their AS-NMD annotation across species: 130 out of 151 NMD_in and 178 out of 191 NMD_ex SEs in humans were consistent with annotations in mice (Figure 4D, Supplemental Figure 11G, and Supplemental Table 4a). These human-mouse conserved AS-NMD events were enriched for genes associated with mRNA splicing (Figure 4E and Supplemental Table 5b). Human-specific SE-NMD genes were enriched for DNA repair and other processes (Supplemental Figure 11H and Supplemental Table 5c). In total, we identified 3,571 SE-NMD–regulated genes: 2,607 in the human brain (Supplemental Table 5d) and 1,697 in the mouse brain (Supplemental Table 2f), including 595 genes as neuronal genes, 308 genes with Gene4Epilepsy annotations, 96 genes associated with autism spectrum disorders (SFARI, score = 1 or syndromic = 1), and 353 genes associated with neurodevelopmental disorders (Figure 4F).

Suppressing naturally occurring AS-NMD exons has been shown to be a promising strategy to treat haploinsufficient diseases (37, 40). To identify AS-NMD in haploinsufficient genes, we first utilized the probability of loss-of-function intolerance (pLI) score, which measures the probability of being loss of function-intolerant based on large-scale whole-exome and whole-genome data (61, 62). For genes with pLI > 0.9, we identified 194 NMD_in and 217 NMD_ex events from human brain dynamic SEs (Supplemental Table 4a), including 83 events in 61 genes, such as *FOXP1* and *GRIA2*, that are causal for neurodevelopmental disorders (Supplemental Table 4b). The *FOXP1* NMD_in exon was expressed in early brain development and downregulated in later stages (Figure 4G and Supplemental Figure 11I), and 3 intronic *FOXP1* mutations may influence the NMD_in exon inclusion (Supplemental Figure 11J).

### Validation of AS-NMD exons in human iPSC-derived neurons.

We used iPSC-derived neurons to validate AS-NMD events identified in the human brain. Human iPSCs were induced to glutamatergic neurons (iNeurons) by NGN2 expression using an established protocol (63), treated with CHX, and subjected to RNA-seq (Figure 5A and Supplemental Figure 12, A and B). 

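iNeurons are neurons made from human iPSCs, and here they were treated on day 4 with 200 μg/mL CHX for 5 hours (n = 3) or with DMSO (n = 3). The authors aligned the reads to the human genome (GRCh38) with STAR and deposited the raw featureCounts counts with the length of each gene. Total counts per library ranged from 26950786 to 33063319 with DMSO (median 30206477) and from 28687377 to 29690225 with CHX (median 29260872). The same filter, TMM scaling, and quasi-likelihood test as for the mouse libraries were applied to the 6 libraries, and 16144 genes were tested. The biological coefficient of variation between replicates was 10.2%. Chi-squared statistics per degree of freedom lay between 4.49 and 25.3 for pairs of replicates. The TMM factors were 0.907 to 0.924 with DMSO and 1.09 to 1.11 with CHX. Positions of human genes are those of GENCODE 44 on GRCh38.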

Among the 1,620 differentially spliced SEs upon CHX treatment, 66% of them were predicted to trigger NMD, showed higher mRNA levels (Figure 5B), and were enriched in mRNA processing, RNA splicing, and other processes (Supplemental Figure 12C). The predicted NMD events in CHX-treated iNeurons in general showed higher gene expression levels than host genes of ORF-preserving exons, and the trends of PSI value changes were as expected (Supplemental Figure 12D).

Importantly, 445 predicted AS-NMD events (NMD_in, 141; NMD_ex, 304) in the human brain were validated in the iNeuron dataset: the PSI values of NMD_in and NMD_ex exons were significantly increased or decreased, respectively, and host genes of the 445 exons showed higher mRNA levels in CHX-treated iNeurons (Figure 5C). Similarly, a subset of NMD events identified in the GTEx brain samples was validated (Supplemental Figure 12E). 

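The copy of Supplemental Table 4a that could be read here holds 1775 events, and 5085 further events could not be read, so the values below do not cover all events of Fig. 5C. Among the events read, SEs with an FDR under 0.05 in iNeurons were kept, and NMD_in and NMD_ex events also needed an NMD score above 0.132. The legend of Fig. 5C gives this minimum for all of its events. Here it was dropped for ORF-preserving events, so that set is not a part of those in Fig. 5C. These events were selected on the same libraries, and the comparison was added after the data were examined. The NMD_in set had 41 events in 37 host genes, with a median log2 fold change of 0.19 by edgeR (24 higher). The NMD_ex set had 61 events in 57 host genes, with a median of 0.57 (47 higher). The ORF-preserving set had 82 events in 74 host genes, with a median of 0.14 (47 higher). In the first version that was run, the score minimum also applied to ORF-preserving events, and it was replaced after its values had been seen. That version left 23 ORF-preserving host genes, with a median of 0.17 (17 higher). A test of NMD against ORF-preserving host genes was first run under both versions. It passed a threshold of 0.05 only without the score minimum on ORF-preserving events. That test was dropped and no test between these sets is given, since the events that could be read may not stand for the whole table.

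The paper reports log2 fold changes of TPM. For the same events, the paper's medians are 0.75 (NMD_in), 1.03 (NMD_ex), and 0.68 (ORF preserving). TPM computed from the deposited counts and gene lengths gave medians of 0.70, 1.03, and 0.65. On this scale the median of all 16144 tested genes was 0.53, against 0.016 with TMM scaling. PSI values were not recomputed. The paper states that AS-NMD events predicted in the human brain were borne out in iNeurons by their PSI changes and by the higher mRNA levels of their host genes with CHX.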

SE-NMD events in disease-associated genes (enriched in DisGeNet) were validated in human and/or mouse RNA-seq datasets or RT-PCR of independent samples (Figure 5D and Supplemental Table 4c). For instance, the NMD_in exons in *FOXP1*, *SNRPB* (Figure 5E), and other genes (Supplemental Figure 12F) showed increased inclusion in CHX-treated iNeurons; the NMD_ex exon in *DLG4* (Figure 5F) and additional disease-associated genes (Supplemental Figure 12G) showed higher exon skipping in CHX-treated iNeurons. 

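The deposited gene counts do not measure the inclusion of single exons, so only the expression of these genes is given. *FOXP1* (ENSG00000114861.23, chromosome 3, 70954693 to 71583978) had 5.58 ± 1.34 CPM (SD, n = 3) with DMSO and 4.92 ± 0.833 CPM (SD, n = 3) with CHX, a log2 fold change of −0.19 (standard error 0.20, adjusted p = 0.454 by edgeR). The change was within the spread between replicates, and with library size alone it was 0.073. With each library left out, it lay between −0.39 and −0.071. *SNRPB* (ENSG00000125835.19, chromosome 20, 2461634 to 2470853) fell from 117 ± 11.4 to 85.6 ± 3.36 CPM (SD, n = 3 each), a log2 fold change of −0.45 (standard error 0.085, adjusted p = 0.000228 by edgeR). *DLG4* (ENSG00000132535.22, chromosome 17, 7187187 to 7219841) had 111 ± 9.70 CPM with DMSO and 111 ± 6.62 CPM with CHX (SD, n = 3 each, adjusted p = 0.946 by edgeR). Its log2 fold change of −0.0074 was 0.25 with library size alone (adjusted p = 0.0142 by edgeR). Under that scaling the median of all tested genes was 0.27. In TPM, the unit of the paper, the log2 fold changes of *FOXP1*, *SNRPB*, and *DLG4* were 0.33, 0.069, and 0.51. Of the 13 genes shown in Fig. 5, E and F, and Supplemental Figure 12, F and G, 10 were higher with CHX, with a median log2 fold change of 0.67 (adjusted p = 0.000262 by camera). At an adjusted P threshold of 0.05, 9 were higher and 1 lower, with the same counts when adjusted over the list alone. The paper chose these genes on these samples, so neither the camera test nor these counts are independent evidence. Increases past the thresholds included those of *RAD52* (1.99), *TNK2* (1.32), and *PRPF3* (1.13). *MFSD8*, *KCTD3*, *NSD1*, and *WDR11* rose by 0.90, 0.83, 0.67, and 0.57 on the log2 scale, *STAMBP* by 0.24 (adjusted p = 0.0176 by edgeR), and *HEXA* by 0.16 (adjusted p = 0.276 by edgeR, between 0.036 and 0.26 with each library left out).

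**Figure D2:**
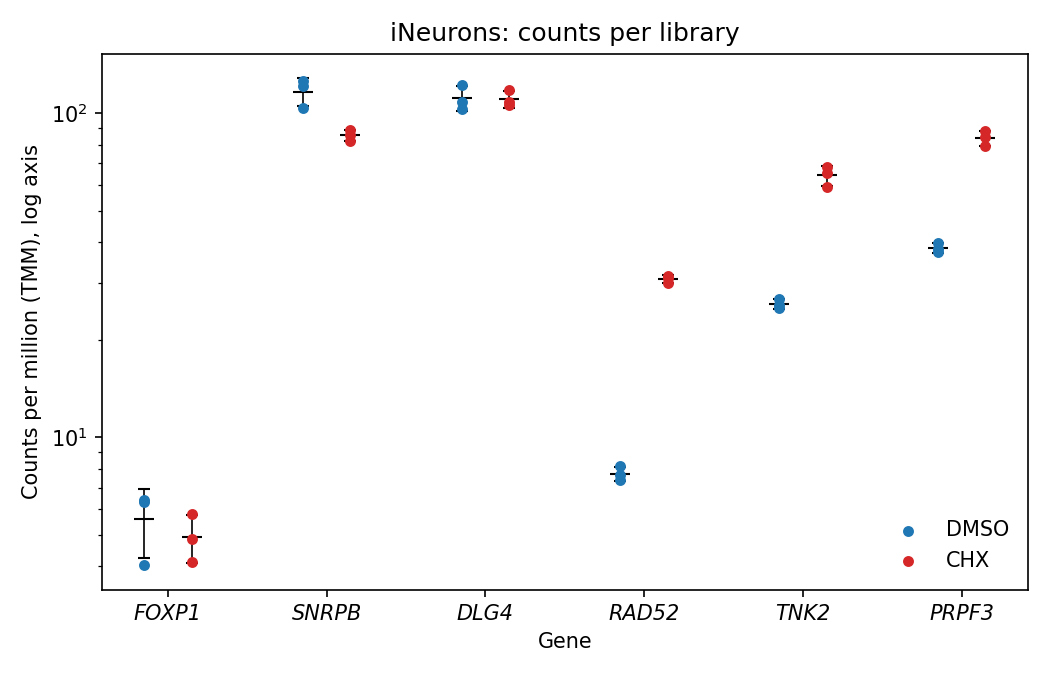
Expression of 6 of these genes in CPM (log axis) in each DMSO and CHX library of iNeurons, with the mean and SD (n = 3). The DMSO and CHX libraries overlap for *FOXP1* and *DLG4*, lie lower with CHX for *SNRPB*, and lie higher with CHX for *RAD52*, *TNK2*, and *PRPF3*.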

We have deployed EANMDnet, an interactive online web portal, to make the results of this study accessible (Supplemental Figure 12H).

### Upregulation of GRIA2 by suppressing a poison exon.

The *GRIA2* gene encodes the glutamate ionotropic receptor AMPA type subunit 2, and de novo *GRIA2* mutations have been reported to cause intellectual disability and neurodevelopmental deficits (64). Our analysis of the developing brains uncovered the developmentally regulated AS-NMD exon 14N, which is upstream of the flip-flop exons 14a/14b and introduces premature translational termination codons (Figure 2, F and G, Figure 6A, and Supplemental Figure 13, A–C). We constructed a stable cell line, HEK293T-GRIA2, that expressed the *GRIA2* minigene and recapitulated exon 14N inclusion (Figure 6B and Supplemental Figure 13, D and E). The exon 14N inclusion was increased upon CHX treatment, suggesting exon 14N inclusion triggers mRNA decay (Figure 2G and Figure 6).

Because multiple pathogenic *GRIA2* mutations cause loss of function (64), we sought to restore its expression by suppressing the AS-NMD exon 14N splicing/inclusion with antisense oligonucleotides (ASOs; Supplemental Table 7). Using window-sliding and BWA alignment filtering (65), we designed and screened 24 ASOs that uniquely mapped to the human genome (Figure 6B). ASOs 1136, 1137, 1149, and 1150 reduced exon 14N inclusion and increased the ratio of non-NMD transcripts in the stable cell line (Figure 6C and Supplemental Figure 13E). ASOs 1136 and 1137 targeted the upstream intron of exon 14N and overlapped with core PTBP motifs, suggesting the ASOs may interfere with PTBP1/2 binding. The top 2 ASOs, 1137 and 1150, were further validated in the HEK293T-GRIA2 stable cells and the SH-SY5Y cell line, where both ASOs suppressed exon 14N inclusion and significantly increased the ratio of non-NMD isoforms (Figure 6, D and E, and Supplemental Figure 13F). The RT-qPCR results showed that the functional non-NMD isoforms were increased up to 3.8-fold (ASO1150), with the non-NMD isoforms using more exon 14a than exon 14b (Figure 6F). Additionally, ASOs 1137 and 1150 showed dose-dependent effects: higher ASO doses resulted in higher ratios of functional isoforms in both HEK293T-GRIA2 stable cells and SH-SY5Y cells (Supplemental Figure 13, G–J). These results suggest that ASOs 1137 and 1150 redirect *GRIA2* splicing to functional isoforms and can potentially alleviate *GRIA2* haploinsufficient conditions.

## Discussion

We present a bioinformatic tool, EANMD, to identify AS events that trigger NMD. We analyzed developing mouse and human brains and uncovered thousands of developmentally regulated AS-NMD events. Interestingly, AS-NMD suppresses neuronal genes during brain development and is regulated by RBPs such as Ptbp1/2 and SR proteins. We further nominate potential therapeutic targets for haploinsufficient diseases and report ASOs that upregulate *GRIA2* expression by redirecting splicing.

Analyses of NMD exons in the developing brains indicated that AS-NMD critically regulates synaptic genes. The EANMD analysis recapitulated previously reported AS-NMD exons in *Psd95* (*Dlg4*) and *Syngap1* (40, 66). This study significantly expanded this group of genes related to the synapse. Further enrichment analyses showed that AS-NMD targets cellular components such as transporter complex and neuronal cell body and regulates biological processes such as trans-synaptic signaling and second messenger–mediated signaling. GSEA showed that NMD substantially regulates channel activity (Supplemental Table 2). Conversely, we also recapitulate AS-NMD exons in genes such as *Flna* (27) and *Bak1* (29) that were increasingly included during brain development. Additionally, we found 24 NMD_in genes related to chromosome organization (Figure 2E), which is consistent with a previous report (25). While AS-NMD was suggested to suppress non-neuronal genes in cultured neurons (53), our analyses of mouse and human brains indicate that AS-NMD plays an important role in suppressing neuronal genes during development. Taken together, developmentally regulated AS-NMD shapes the transcriptome in brain cells.

SR proteins are master splicing regulators, and most SR genes harbor ultraconserved AS-NMD exons for homeostatic or epistatic gene regulation (22, 67). Interestingly, SR protein binding motifs, such as those of Srsf10, Srsf3, and Srsf5, were enriched for AS-NMD events in the developing mouse brain. These observations suggest that SR proteins may function as hub regulators to selectively control neuronal genes through AS-NMD. Our analysis identified dozens of AS-NMD exons, such as the ones in *Iqgap1* and *Rock1*, that are directly targeted by Ptbp1/2 proteins. Interestingly, the Ptbp1/2 binding motifs are enriched inside the AS-NMD exons instead of their upstream introns. Our results also suggest additional *cis*-regulatory sequences of AS-NMD.

The presence of MXEs can introduce ambiguity for NMD prediction. We incorporated MXE references and employed an upstream-downstream count balance approach to mitigate their impact. However, multiple MXE events were still predicted to trigger NMD, such as *Dlg1* (chr16:31847635-31847669), *Gria2* (chr3:80690403-80690518), and *Gria4* (chr9:4424319-4424454). Close examination of RNA-seq reads and RT-PCR validation showed that MXE exons could be simultaneously included and trigger NMD (such as the *Gira2* and *Gria4* downstream MXEs in Figure 2, F and G). Indeed, the MXE exons in *Pkm2* have been reported to trigger NMD when both were included (68). MXEs are frequently seen in neuronal genes, and our observations indicate that their simultaneous inclusion can induce NMD and may be targeted for gene regulation.

Analysis of human brains identified thousands of AS-NMD events, some of which were region specific. Independent prediction of conserved mouse and human NMD exons showed high concordance, suggesting the reliability of EANMD. We identified AS-NMD exons in haploinsufficient genes, such as *GRIA2*, as potential therapeutic targets to treat human diseases. We identified ASOs that upregulated *GRIA2* expression by redirecting NMD isoforms to functional forms in cultured cells. In summary, this work presents a resource for investigating the functions of AS-NMD in brain development and nominates splice-switching targets for the treatment of neurodevelopmental disorders.

Our study has limitations. (a) Distant and coordinated splicing events in the same gene may be inaccurately annotated as AS-NMD exons. The challenge posed by complex isoforms, such as coordinated splicing events and alternative start codons, may be addressed by long reads that cover full-length transcripts. Our recent long-read analysis of human cerebral organoids identified coordinately spliced exons that are far apart in the same transcript (8), and in this study, long-read sequencing confirmed a subset of nonannotated AS-NMD events. Future computational and experimental investigations are needed to fully understand the functions of complex splice isoforms. (b) The *GRIA2* ASOs reported here would benefit from in vivo testing in human disease models to assess their safety, efficacy in gene regulation, and rescue effects on animal phenotypes.

## Methods

### Sex as a biological variant.

Sex was not considered a biological variable in this study.

### RNA-seq of Upf1-KD, Ptbp1/2-KD, and iPSC-derived neuron samples.

We knocked down *Upf1* using siRNAs in Neuro2a cells, as reported before (27). We performed RNA-seq on both control and *Upf1*-KD cells, using 2 biological replicates for each condition. Briefly, RNA was extracted from cultured cells using RNeasy Mini Kits (Qiagen, 74104). Sequencing libraries were built using the Illumina TruSeq Stranded Total RNA Library Prep Kit and sequenced on the Illumina HiSeq 2500 with 75 bp paired-end reactions.

Primary neurons from E16.5 CD1 mouse dorsal cortices were dissociated with papain (Worthington), resuspended, and cultured in neurobasal medium with GlutaMax, N2, and B27 supplements. On the first day in vitro, primary neurons were treated with 50 μg/mL CHX (Sigma-Aldrich, C4859) or an equal concentration of DMSO as control for 8 hours before RNA extraction with the Quick-RNA MiniPrep Kit (Zymo) and sequencing (75 bp paired end). We knocked down *Ptbp1* and *Ptbp2* genes separately and in combination using shRNAs (lentivirus) in Neuro2a cells, as reported before (27). Cells were harvested 5 days after transduction for RNA extraction with the Quick-RNA MiniPrep Kit. RNA-seq libraries (2 biological replicates for each) were prepared using the Illumina TruSeq Stranded mRNA Library Prep Kit and Illumina NextSeq 500 (100 bp paired end).

Human iPSCs (69) were cultured and induced into neurons as reported before (8). iNeurons (day 4) were treated with CHX (200 μg/mL for 5 hours, 3 replicates in parallel with 3 DMSO controls) in 12-well plates with 1 mL culture media in each well, followed by RNA extraction and RNA-seq library preparation (Illumina Stranded mRNA Prep Ligation Kit, 20040534). RNA-seq libraries were sequenced on an Illumina NovaSeq (50 bp paired end) at the University of Chicago.

### Long-read sequencing of E14.5 and E18.5 mouse brains.

The full-length cDNAs (SMART RT and amplification) (70) of E14.5 and E18.5 C57BL/6J mouse brains were first captured using Drop-seq, and the untagmented cDNA libraries were subjected to long-read sequencing with PacBio Sequel I. PacBio libraries were prepared with 1 μg amplified cDNA using the SMRTbell Express Template Prep Kit V2.0. The E14.5 dataset was published previously (24). The E18.5 dataset is available in the NCBI Sequence Read Archive (SRR29089092).

### Detection of dynamic SEs during brain development.

The mouse ENCODE RNA-seq dataset was used to study splicing profiles of the embryonic central nervous systems (E11.5, E14.5, and E18.5) and 20 adult (8 weeks) tissues, including the adrenal glands, bladder, colon, brain (cortex, frontal lobe, and cerebellum), genital fat pad, heart, kidney, large intestine, liver, lung, mammary gland, ovary, placenta, subcutaneous fat pad, small intestine, spleen, testis, and thymus (2 replicates each, GEO accession GSE36025) (52). The raw FASTQ files were cleaned using fastp (71). We mapped the reads to the mouse reference genome (GRCm38/mm10) using the STAR v2.7.9 aligner (72) and identified splicing events using the rMATS default parameters (--chimSegmentMin 2 --outFilterMismatchNmax 3 --alignEndsType EndToEnd --outSAMstrandField intronMotif --alignSJDBoverhangMin 3 --alignIntronMax 299999) (73). We used a branch version of rMATS turbo v4.1.1 (individual counts) to count reads supporting the upstream junction (UJC), downstream junction (DJC), and skipping junction separately. We applied a filter of |ΔPSI| > 0.10, FDR < 0.05, and excluded MXEs by (a) ensuring the average minimum reads of UJC and DJC counts were ≥ 2 and (b) setting the ratio of Min(UJC, DJC)/Max(UJC, DJC) > 0.05. We applied the same parameters to the human forebrain samples (PRJEB26969). There were 32 human forebrain samples across 14 time points after quality control (GW4, GW7, GW8, GW9, GW11, GW13, GW19, infant, toddler, school-age child, adolescent, young adult, middle-aged adult, and elderly).

### Annotation of AS-NMD events.

We developed EANMD to predict AS-NMD events (https://github.com/dontkme/EANMD; commit ID 86a6496). EANMD accepts GENCODE-style GTFs as reference input (other GTFs could be adapted with the GTFaddExonNums.pl script) and supports AS-NMD annotation using multiple threads. For input AS events, rMATS output (SE.JCEC.txt) was processed using the GetSEinput script, and SUPPA2 output was converted using the TransIOE2SEinput script. The EANMD combined output was filtered with the EANMDFilterOut script to exclude noncanonical start codons (non-ATG) and MXE events. Final annotation summaries were generated using the EANMDflagcount.R script. Known MXEs were annotated using the MISO MXE reference (version 2) (74). We used the GRCh38 and GENCODE v38 annotations (75) for human SE identification and the GENCODE v43 annotation for SUPPA2 AS detection and NMD prediction. Cross-species exon coordinate conversions were performed using UCSC LiftOver (76).

### Machine learning model for NMD efficiency.

The EANMD intermediate outputs were used to train a machine learning model for predicting NMD efficiency. The XGBoost model was constructed with the R xgboost package with the following parameters: seed = 321, max_depth = 7, eta = 0.05, subsample = 0.5495662, colsample_bytree = 0.8133278, nthread = 4, nrounds = 50000, early_stopping_rounds = 100, alpha = 0, lambda = 1, gamma = 0.2, min_child_weight = 1, eval_metric = “rmse,” and objective = “reg:squarederror.” Optimal parameters were determined using the ParBayesianOptimization R package. The dataset was randomly split into training and testing sets with a ratio of 0.85:0.15 (seed = 321). As the training dataset was balanced (NMD, 102; non-NMD, 94), only the area under the ROC curve (AUC) was evaluated by ROCR (77) and pROC (78) packages. The final model incorporated 9 features from 21 tested features, including (a) minimum stop codon position fraction of isoform (Min stop Pos F), (b) maximum stop codon distance to the last exon-exon junction (Max DJ), (c) interaction between Min stop Pos F and Max DJ (Min stop Pos F * Max DJ), (d) 3′-UTR length, (e) SE length, (f) last exon number minus SE number (SE Pos to LE), (g) minimum stop codon position to the isoform end (Min stop Pos to End), (h) exon number of the start codon exon (Start_exon), and (i) average minimum free energy per nucleotide of the original 3′-UTR (Ori 3′-UTR3seq MFE per nt). Minimum free energy was calculated by RNAfold (79). Our EANMDflagcount_withUTRMFE.R script applied the XGBoost model to generate the NMD score for each AS event.

### EANMD performance evaluations.

We used the *Upf1*-KD dataset to evaluate EANMD results. We manually confirmed the SE events’ NMD flags by the 50 nt rule and the GENCODE M25 transcript_type (nonsense_mediated_decay). NMD Classifier analysis (43) was performed with the HISAT2-Stringtie-NMD Classifier workflow (80). Because the NMD Classifier only uses the Ensembl and NCBI annotations, we used the Ensembl-release 102 Mus_musculus GTF as the reference (81). SpliceTools prediction was done by querying the same SE rMATS output file to the server (42). Processed rates (coverage), precision (true positive [TP]/(TP + false positive)), recall (TP/(TP + false negative)), and F1 scores ((2 × precision × recall)/(precision + recall)) were calculated to evaluate performances.

### RNA-seq downstream analysis.

Differentially expressed gene analysis was performed using the STAR-FeatureCounts-DESeq2 workflow (72, 82, 83). Briefly, short reads were aligned to the reference genome using the STAR aligner with the same parameters as AS event detection, and the gene expression quantification was performed using FeatureCounts. DESeq2 was then used to identify differentially expressed genes based on the criteria of adjusted *P* < 0.001 and |log_2_FC|> 1 as default. TPMs were calculated using TBtools (84). Intron retention analysis was performed using IRFinder (85). The original transcript and modified transcript expression level (TPM) was quantified with the salmon-tximport workflow. PSI pattern clustering was based on pairwise FCs between near time points, where FC > 1.1 was defined as increased, FC < 0.9 as decreased, and 0.9 ≤ FC ≤ 1.1 as unchanged. Trends across developmental stages from E11.5 to E18.5 were also incorporated into the clustering. The raw long-read sequences generated by PacBio were processed as previously reported (8). The NMD status of long-read isoforms was predicted with SQANTI3 (86) and EANMDcheckGTFNMD.pl script (this study). Long-read AS events were detected by FLAIR align, correct, collapse (87), and the SUPPA2 generateEvents workflow (88). Sashimi plots were generated using the Integrative Genomics Viewer (89) and ggshashimi (90). Gene Ontology enrichment analysis was performed using the PANTHER online tool (91). Synaptic gene enrichment analysis was performed with SynGO (92). GSEA was performed on WebGestalt (93) using ΔPSI as the ranking value; NMD_ex ΔPSI was reversed in all NMD analysis. Disease enrichment analyses were performed with Enrichr (94) using the DisGeNET database (95). Coordinates of SEs and their flanking 20-nt intronic sequences were intersected with the ClinVar pathogenic/likely pathogenic de novo mutation list (SNP/Indel, 17910, July 22, 2024). Disease causal genes were annotated by OMIM (May 19, 2025), Genes4Epilepsy (v2025-03) (96), and SFARI (v2025-04-03, score = 1 and syndromic = 1).

### Sequence feature analysis.

Dynamic SE events in mice were analyzed by retrieving the SE, upstream exon, downstream exon, upstream intron, and downstream intron sequences using BEDTools (97). The UCSC bigWigAverageOverBed tool was used to obtain the phastCons conservation score.

### CLIP-seq peak calling and RBP motif enrichment analysis.

To identify the binding targets of Ptbp1 and Ptbp2, we reanalyzed CLIP-seq data using previously published datasets for iCLIP of Ptbp1 in mouse embryonic stem cell (GEO GSM1828887), mouse neural progenitor cells (GEO GSM1828888), HITS-CLIP of Ptbp2 in mouse neural progenitor cells (GEO GSE47564), and human PTBP2 eCLIP (41). CLIP-seq data analysis was conducted using the CTK pipeline (98). To identify the distribution of CLIP peaks on SE upstream and downstream regions, we used rMAPS2 CLIP map analysis (57). Other RBP motif enrichment of SE-NMD events was analyzed using rMAPS2 with the default settings (intron, 250; exon, 50; sliding window size, 50; interval, 1). XSTREME was used for motif discovery and enrichment analysis (99) using the second group as background in each comparison.

### Cell culture.

HEK293T (CRL-3216) and SH-SY5Y (CRL-2266) cell lines were obtained from the American Type Culture Collection. HEK293T cells were cultured in DMEM (Gibco, catalog 11965-092) supplemented with 10% FBS (Gibco, catalog A31605-01) and 100 U/mL penicillin-streptomycin (Gibco, catalog 15140-122) at 37°C in a humidified incubator with 5% CO_2_. SH-SY5Y cells were cultured in a 1:1 mixture of DMEM and Ham’s F12 (Gibco, catalog 11320-033) supplemented with 10% FBS and 100 U/mL penicillin-streptomycin.

### The GRIA2 minigene reporter in HEK293T cells.

To generate a *GRIA2* minigene splicing reporter construct, a genomic fragment spanning exons 13 to 16 of the human *GRIA2* gene was amplified (primers CH1131 and CH1132) and cloned into the pZ070 plasmid using Gibson Assembly (New England Biolabs, catalog E2611L). The construct was verified by Sanger sequencing and transfected into HEK293T cells using Lipofectamine 3000 (Thermo Fisher Scientific, catalog L3000-008) according to the manufacturer’s instructions. Stable cells were selected with 2 μg/mL puromycin for 7 days prior to downstream analysis.

### ASO design and screening.

ASO window sliding was designed with 20 nt length and 6 nt offsets. ASO sequences were aligned to the human genome (hg38) with BWA (aln -n 0.06), and only uniquely mapped sequences were kept (65). All ASOs were chemically modified with 2′-*O*-methoxyethyl with the phosphorothioate backbone (IDT). ASOs were dissolved in Dulbecco’s PBS (Gibco, catalog 14190-144). HEK293T-GRIA2 and SH-SY5Y cells were seeded in 24-well plates and transfected with Lipofectamine RNAiMAX (Thermo Fisher Scientific, catalog 13778-150) according to the manufacturer’s instructions. After 18 hours of incubation, CHX (Sigma-Aldrich, catalog C4859) was added to the culture medium at a final concentration of 100 μg/mL, and cells were incubated for an additional 6 hours. Cells were harvested after a total of 24 hours for downstream analysis. ASO sequences are listed in Supplemental Table 7.

### RNA extraction and RT-PCR/qPCR.

Total RNA was extracted using TRIzol reagent (Thermo Fisher Scientific, catalog 15596018) and the Direct-zol RNA Microprep Kit (Zymo Research, catalog 11-330MB), following the manufacturers’ protocols. Reverse transcription was performed using SuperScript IV (Thermo Fisher Scientific, catalog 18-090-050). qPCR was performed on a QuantStudio 3 Real-Time PCR System (Applied Biosystems) using Luna Universal qPCR Master Mix (New England Biolabs, catalog M3003E). Primers for PCR are listed in Supplemental Table 7.

### Statistics.

Statistical analysis was performed using R (v4.2.3) and GraphPad (v8.0.2). Heatmaps were generated using the pheatmap and ComplexHeatmap R packages (100). UpSet plots were created using the UpSet R package (101). Other figures were plotted with ggplot2 (102) and ggpubr (103). Pearson’s correlation was used to analyze correlations between variables. Pairwise comparisons were performed using a 2-sided Student’s *t* test or 2-sided Wilcoxon’s rank-sum test. ANOVA, followed by Tukey’s multiple comparisons, was used for comparisons of multiple groups. *P* values are presented as follows: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001.

### Study approval.

Analyses of deidentified RNA-seq samples were approved (exempted) by the University of Chicago Institutional Review Board.

### Data availability.

RNA-seq data reported in this study are available under NCBI BioProject ID PRJNA1079809 and NCBI GEO GSE324908. The EANMD software is available on GitHub: (https://github.com/dontkme/EANMD; commit ID 86a6496) and CodeOcean (http://codeocean.com/capsule/3402124/tree). The interactive EANMDnet web page is https://zlab1.shinyapps.io/EANMDnet. Values of reported data points are provided in the Supporting Data Values file. Raw gel images are available in the supplemental materials.

## Author contributions

KH led the EANMD program development, ASO design, and data analyses. RY validated AS-NMD events and prepared samples from iPSC-induced neurons for RNA-seq. JQ performed the ASO screening and ASO-associated experiments. XF prepared the *siUpf1*, CHX, and *shPtbp1/2* RNA-seq libraries. KJL and JT validated the *GRIA2* NMD exon. YY processed the long-read data. XZ conceived and supervised the project. KH and XZ wrote the manuscript with input from all coauthors.

## Conflict of interest 

Findings in this work are included in a provisional patent, “Antisense Oligonucleotides and Uses Thereof for Splicing Regulation,” authored by XZ, KH, JQ.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- Simons Foundation Autism Research Initiative (Pilot Progression 00008999) to XZ.
- National Institute of Mental Health (R01 MH130594) to XZ.
- National Institute of General Medical Sciences (R35 GM152177) to XZ.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supporting data values

## Figures and Tables

**Figure 1:**
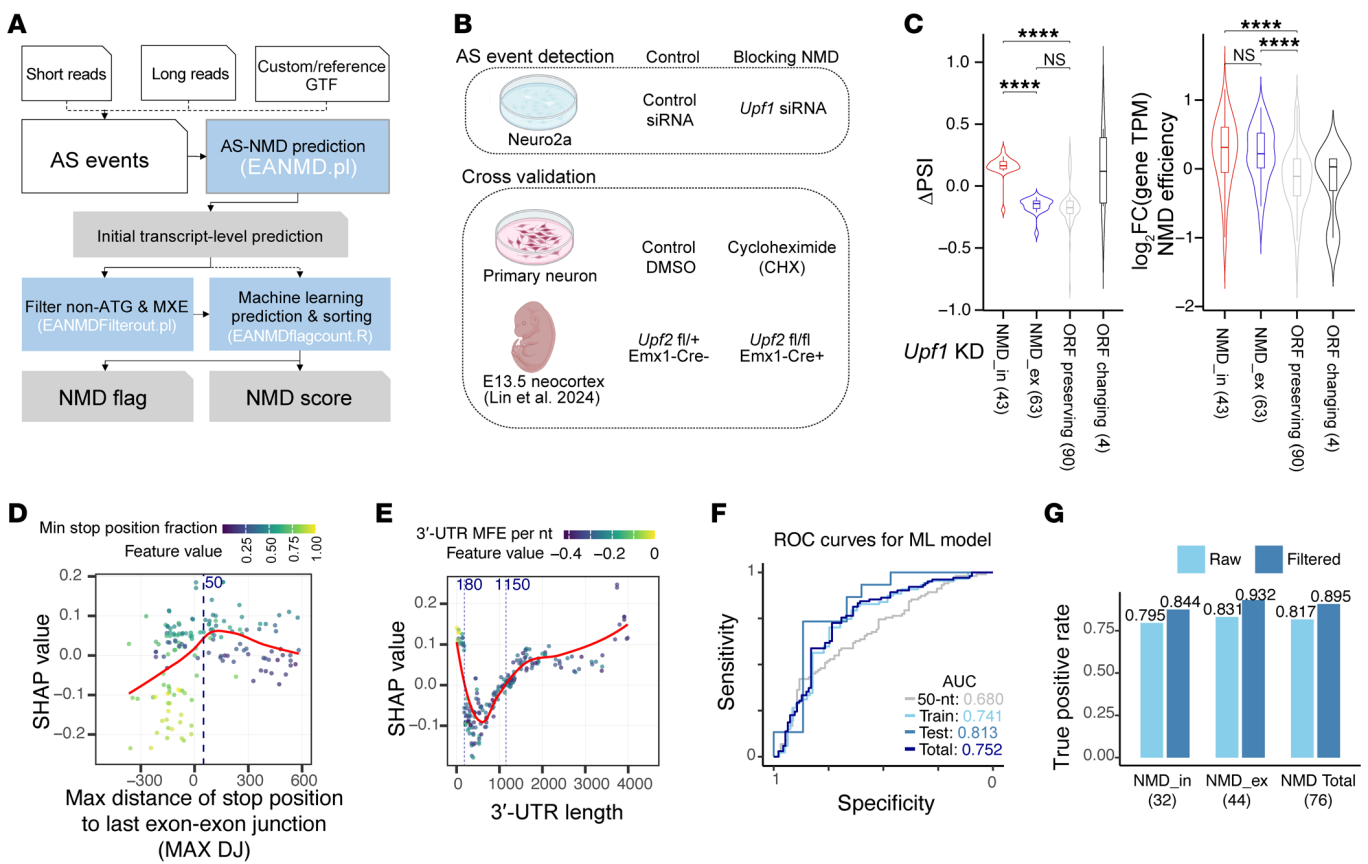
Identifying AS-NMD exons with EANMD. (**A**) An outline of the EANMD pipeline. AS events are identified from long- or short-read data, followed by transcript-level NMD prediction. The XGBoost machine learning model is applied to classify NMD flags and assign NMD scores. (**B**) Experimental datasets used for AS-NMD validation, including (a) *Neuro2a* cells with *Upf1* KD (*n* = 2 biological replicates), (b) primary mouse neurons treated with CHX (*n* = 2), and (c) *Upf2* conditional knockout in embryonic mouse neocortex (*n* = 2) (Lin et al., ref. 20). (**C**) Violin plots showing ΔPSI (left) and log_2_FC in gene expression (right) for NMD versus non-NMD SE events upon *Upf1* KD. Events triggering NMD exhibit increased transcript abundance after NMD inhibition, serving as a proxy for NMD efficiency. NMD_in (*n* = 43), NMD_ex (*n* = 63), ORF preserving (*n* = 90), and ORF changing (*n* = 4) events (1-way ANOVA followed by Tukey’s multiple-comparison test). (**D**) SHAP values of the minimum stop codon position fraction (Min stop Pos F) and the maximum stop codon distance to the last exon-exon junction (Max DJ), highlighting their interaction effect on NMD efficiency. (**E**) SHAP analysis of 3′-UTR length. NMD efficiency increased when 3′ UTRs were either longer than 1,150 nt or shorter than 180 nt. MFE, minimum free energy. (**F**) Receiver operating characteristic (ROC) curves for NMD classification. Using the 50 nt rule, the ROC-AUC is 0.680 (gray line). Incorporating the machine learning–predicted NMD score improves classification performance (AUC = 0.752, total SE events, navy blue line). ML, machine learning. (**G**) Filtering events based on NMD scores enhances AS-NMD detection.

**Figure 2:**
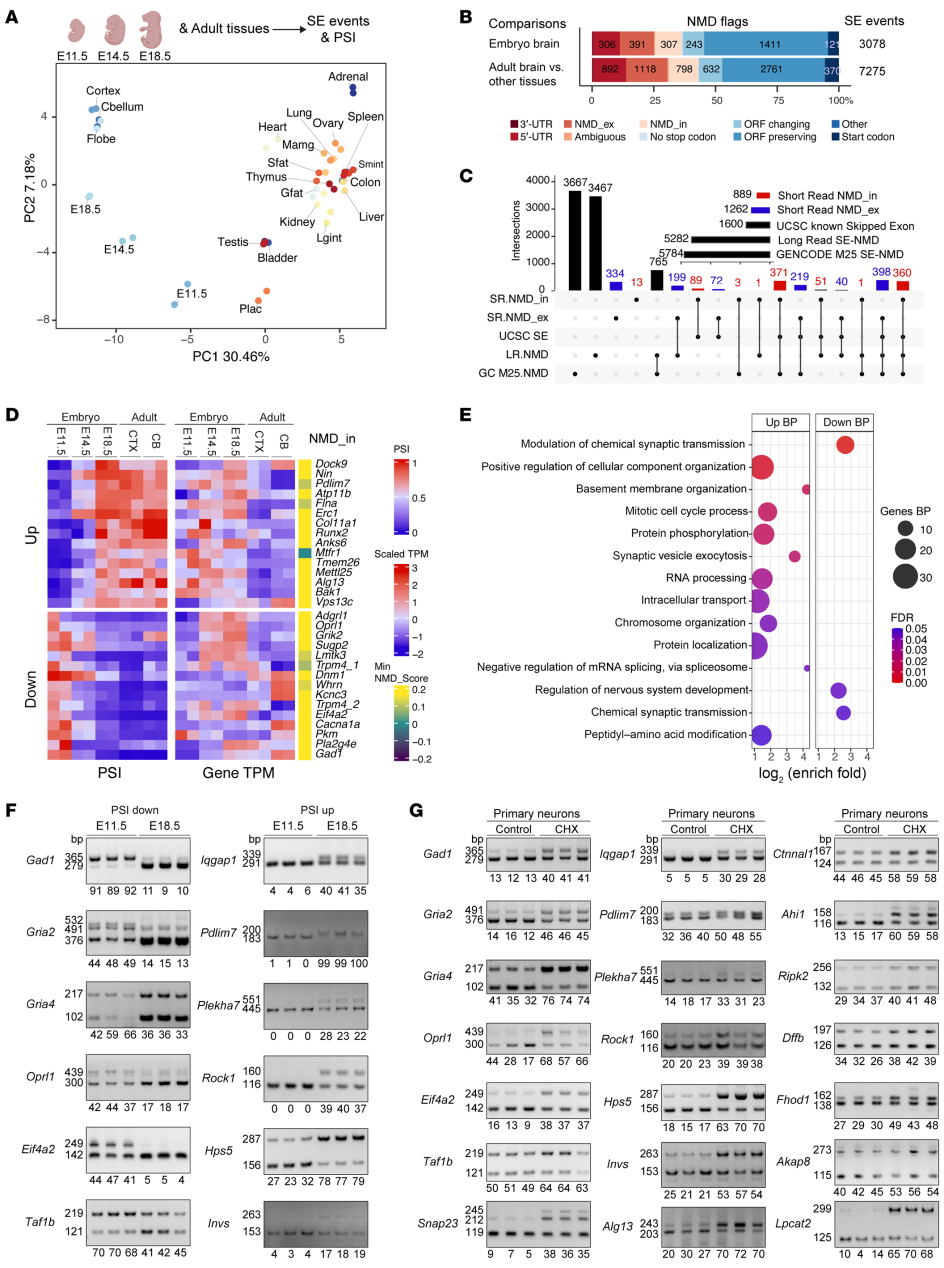
Dynamic AS-NMD in the developing mouse brain. (**A**) PCA of PSI values from dynamic SE events (0.03 < minimum PSI of all samples < 0.95, *n* = 22,464) across the developing and adult mouse brains and other adult tissues (2 biological replicates for each group). (**B**) Predicted AS-NMD events that were differentially spliced across different embryonic stages or between the adult mouse brain and other adult tissues. (**C**) UpSet plot summarizing SE-NMD events in developing and adult mouse brains, as well as long read–supported SE-NMD events (E14.5/E18.5), GENCODE M25, and UCSC cassette exons. (**D**) Heatmap of the top 15 developmentally upregulated (from E11.5 to E18.5 brains) and top 15 downregulated NMD_in SE exons showing their PSI (splicing, left) and TPM (gene expression, right) changes during mouse brain development. CTX, cortex; CB, cerebellum. (**E**) Gene Ontology and biological process (BP) term enrichment of genes carrying NMD_in exons. (**F**) RT-PCR validation and quantification of NMD_in events in mouse E11.5 and E18.5 dorsal forebrains. Numbers indicate PSI values. For all shown events, 2-tailed *t* test *P* < 0.05, *n* = 3 biological replicates per group. (**G**) RT-PCR validation and quantification of NMD_in events in mouse primary neurons treated with CHX. Numbers indicate PSI values. For events, 2-tailed *t* test *P* < 0.05, *n* = 3 biological replicates per group.

**Figure 3:**
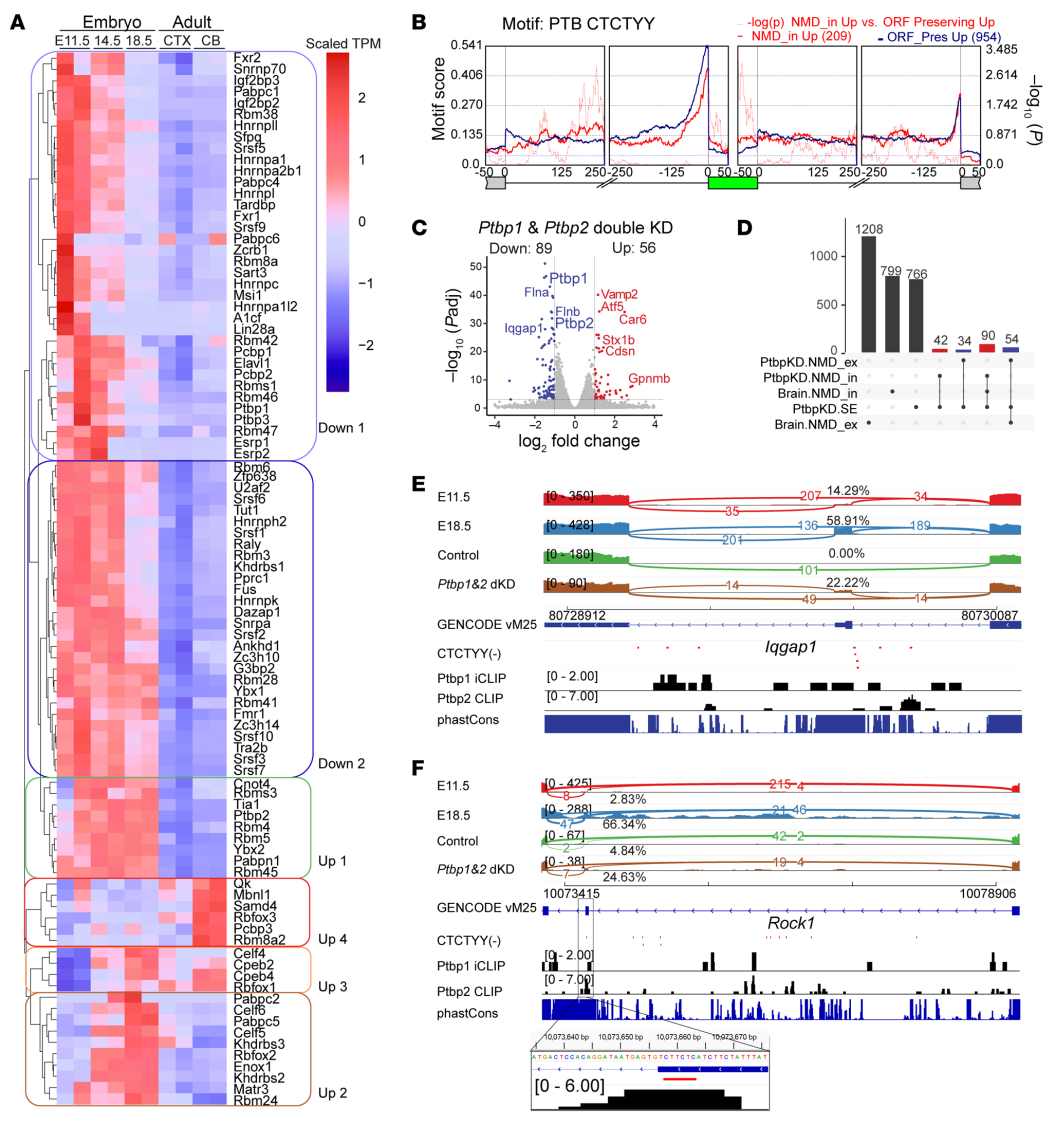
RBPs and sequence motifs associated with AS-NMD exons. (**A**) Heatmap showing expression levels of 93 RBPs, binding motifs of which were significantly enriched in flanking sequences of SE-NMD events (Supplemental Figure 8). RBPs were grouped into 6 clusters based on their expression patterns during brain development. (**B**) PTBP binding motifs were significantly enriched within the SEs compared with the ORF_preserving Up exons. Red, test group; blue, background; dashed line, –log_10_ (*P*) from Wilcoxon’s rank-sum test. (**C**) Volcano plot showing differentially expressed genes upon *Ptbp1/2* double KD in Neuro2a cells (*n* = 2 biological replicates for each condition, |log_2_FC| ≥ 1, adjusted *P* < 0.001). (**D**) UpSet plot illustrating the AS-NMD events that were differentially spliced in the developing mouse brain and significantly affected upon *Ptbp1/2* KD. (**E**) The AS-NMD_in exon in *Iqgap1* (chr7:80729643–80729691, mm10) showed higher inclusion in E18.5 and in sh*Ptbp1/2* cells. (**F**) The AS-NMD_ex *Rock1* exon 28 (chr18:10073656–10073700) showed higher inclusion in sh*Ptbp1/2* cells, Ptbp1/2 binding motifs, and Ptbp1/2 CLIP-seq tags.

**Figure 4:**
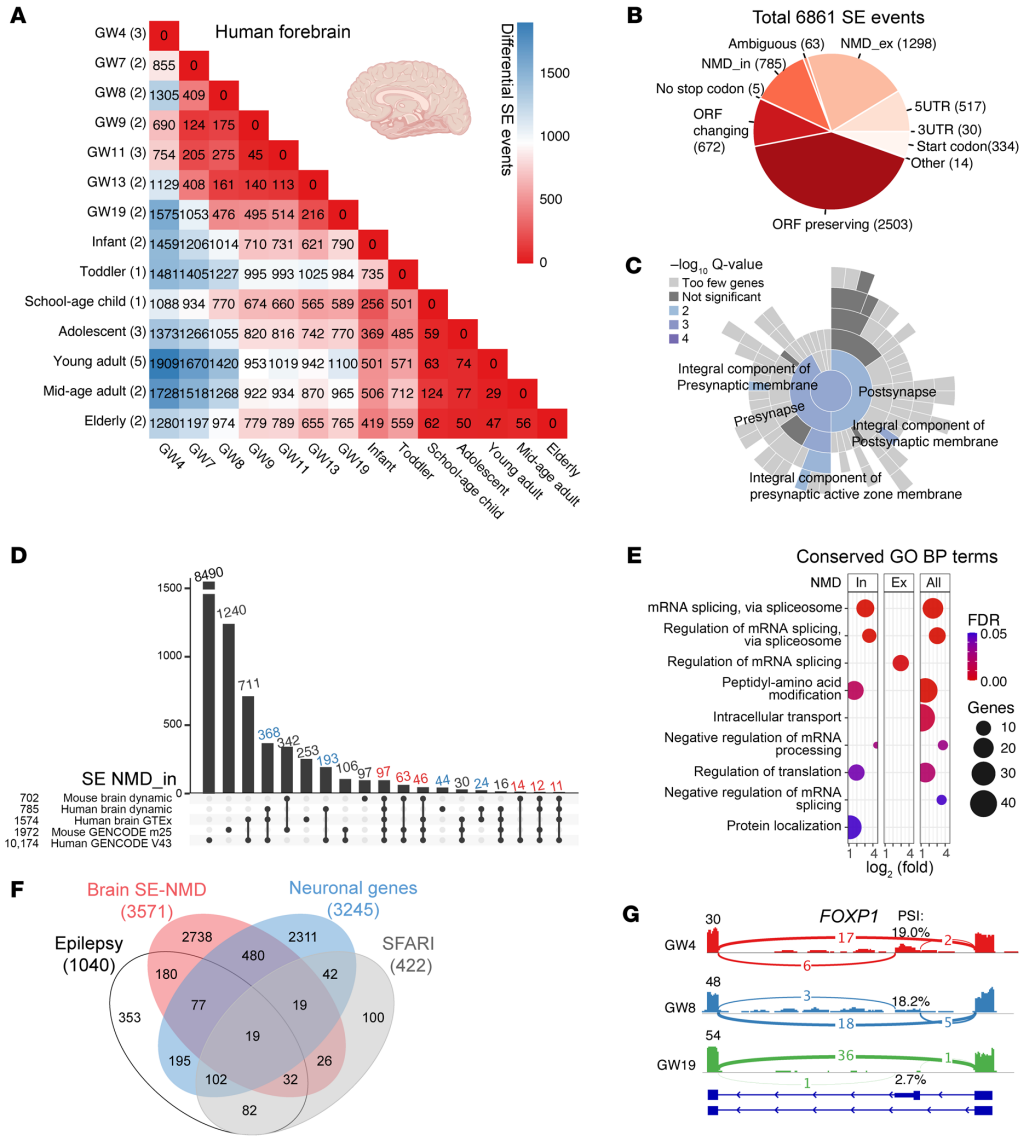
Developmentally regulated AS-NMD in the human brain. (**A**) Heatmap showing the number of differentially spliced SEs across 14 developmental time points in the human forebrain (numbers of samples are indicated in parentheses; see Methods). (**B**) A pie chart showing over 2,000 dynamic AS-NMD events detected in the human brain. (**C**) SynGO enrichment of NMD suppressed genes (ΔPSI < –0.1) in the GW11–13 group compared with the infant-toddler group. Developmentally downregulated NMD_in and upregulated NMD_ex targets were enriched in synapse, especially the presynaptic and postsynaptic membranes. (**D**) UpSet plot showing conserved SE-NMD_in events between human and mouse datasets. (**E**) Enriched biological processes for human-mouse conserved SE-NMD genes. GO, Gene Ontology; BP, biological process. (**F**) Venn diagram showing the intersection of human and mouse brain SE-NMD–targeted genes with neuronal genes (GO), Gene4Epilepsy-annotated genes, and autism spectrum disorder genes (SFARI). (**G**) Sashimi plot showing a representative AS-NMD_in exon in *FOXP1* (GRCh38, chr3:70972010–70972180).

**Figure 5:**
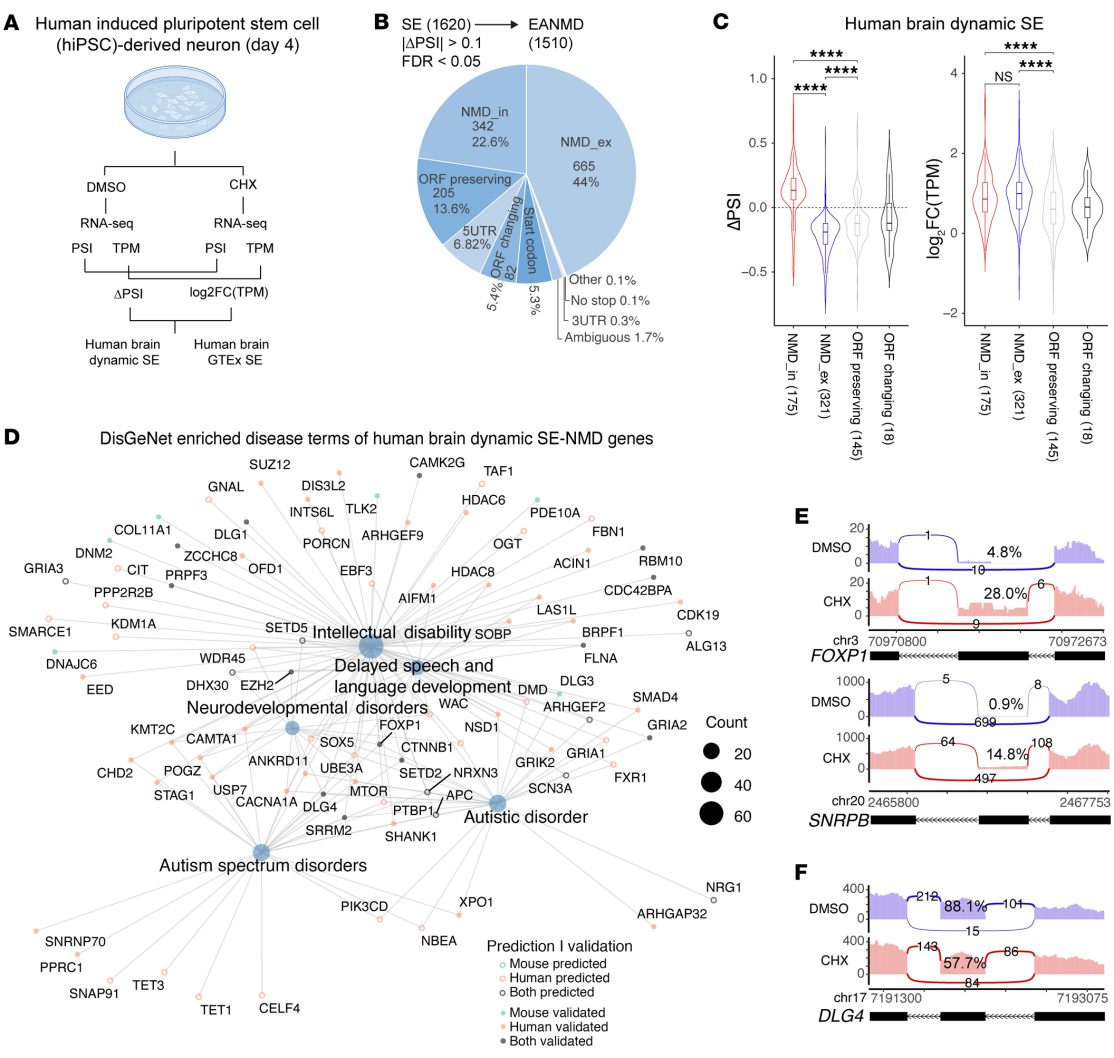
Validation of AS-NMD exons in human iPSC-derived neurons. (**A**) Human iPSC-derived neurons (iNeurons) were treated with DMSO (*n* = 3 biological replicates) or CHX (*n* = 3) for splicing analyses. (**B**) A pie chart showing differentially spliced SEs and the fractions of predicted AS-NMD exons when iNeurons were treated with CHX. (**C**) Violin plot of PSI and TPM for EANMD-predicted human brain SEs with significantly changed SEs (FDR < 0.05, minimum NMD score > 0.132) in iNeurons (NMD_in, *n* = 175; NMD_ex, *n* = 321; ORF preserving, *n* = 145; ORF changing, *n* = 18; 1-way ANOVA followed by Tukey’s multiple-comparison test); 141 NMD_in and 302 NMD_ex events had expected changes in CHX-treated iNeurons. (**D**) DisGeNET enrichment analysis for haploinsufficient genes (pLI > 0.9) regulated by SE-NMD exons in the human brain. Solid dots indicate that AS-NMD exons were validated with RNA-seq and/or RT-PCR. (**E**) Sashimi plots showing validated NMD_in exons in *FOXP1* and *SNRPB* (hg38). (**F**) Sashimi plot showing the NMD_ex exon in *DLG4* had decreased PSI in CHX-treated iNeurons (hg38).

**Figure 6:**
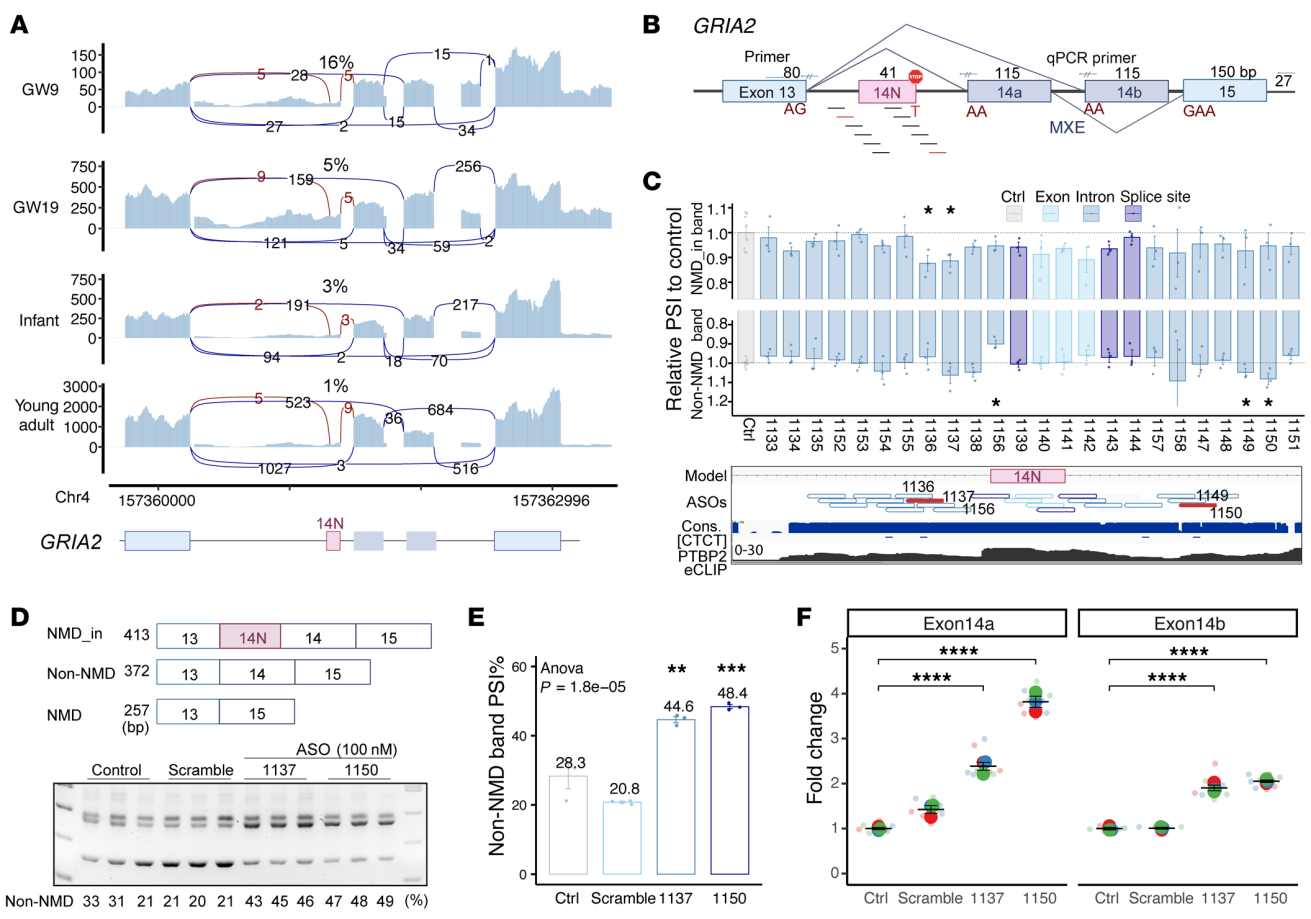
Upregulation of *GRIA2* expression by suppressing a poison exon. (**A**) Sashimi plots showing the *GRIA2* AS-NMD exon 14N inclusion in human brains (hg38). (**B**) Schematic of the *GRIA2* AS-NMD exon 14N locus, the minigene construct spanning exons 13–15, and the splice-switching ASOs. Exons 14a and 14b are the MXEs. (**C**) Effects of ASOs on *GRIA2* exon 14N inclusion in the HEK293T-GRIA2 stable cell line. Bar plots show FCs of PSI for NMD_in and non-NMD isoforms (with CHX treatment). Data represent mean ± SE, Wilcoxon’s rank-sum tests (control, *n* = 8; ASO, *n* = 3 biological replicates). The bottom tracks illustrate the positions of ASOs, PTBP1/2 binding motifs, and PTBP2 eCLIP tags. (**D** and **E**) RT-PCR (**D**) and quantification (**E**) results showing that ASO1137 and ASO1150 significantly increased the expression of the non-NMD *GRIA2* isoform. Data represent mean ± SE, 1-way ANOVA followed by Tukey’s multiple-comparison test, *n* = 3 biological replicates per group. (**F**) qPCR results showing that ASO1137 and ASO1150 significantly increased levels of functional *GRIA2* transcripts, for both exon 13-14a– and exon 13-14b–containing isoforms. Data represent mean ± SE, *n* = 3 biological replicates per group (3 technical replicates for each biological replicate), 1-way ANOVA followed by Tukey’s multiple-comparison test.

# Supplementary material for: Alternative splicing–triggered mRNA decay informs splice-switching targets for neurodevelopmental disorders
**Source:** J Clin Invest. 2026 Feb 12;136(8):e197271. doi: 10.1172/JCI197271
**Supplement:** Supplemental data

# **Alternative Splicing-triggered mRNA Decay Informs Splice-switching Targets for Neurodevelopmental Disorders**

Kaining Hu<sup>1</sup>, Runwei Yang<sup>1</sup>, Jiaming Qiu<sup>1</sup>, Xinran Feng<sup>1</sup>, Kayleigh J. LaPre<sup>1</sup>, Jessica Tanouye<sup>1</sup>, Yalan Yang<sup>1</sup>,  
Xiaochang Zhang<sup>1,\*</sup>

## **Supplemental Figures 1-13 and Figure Legends**

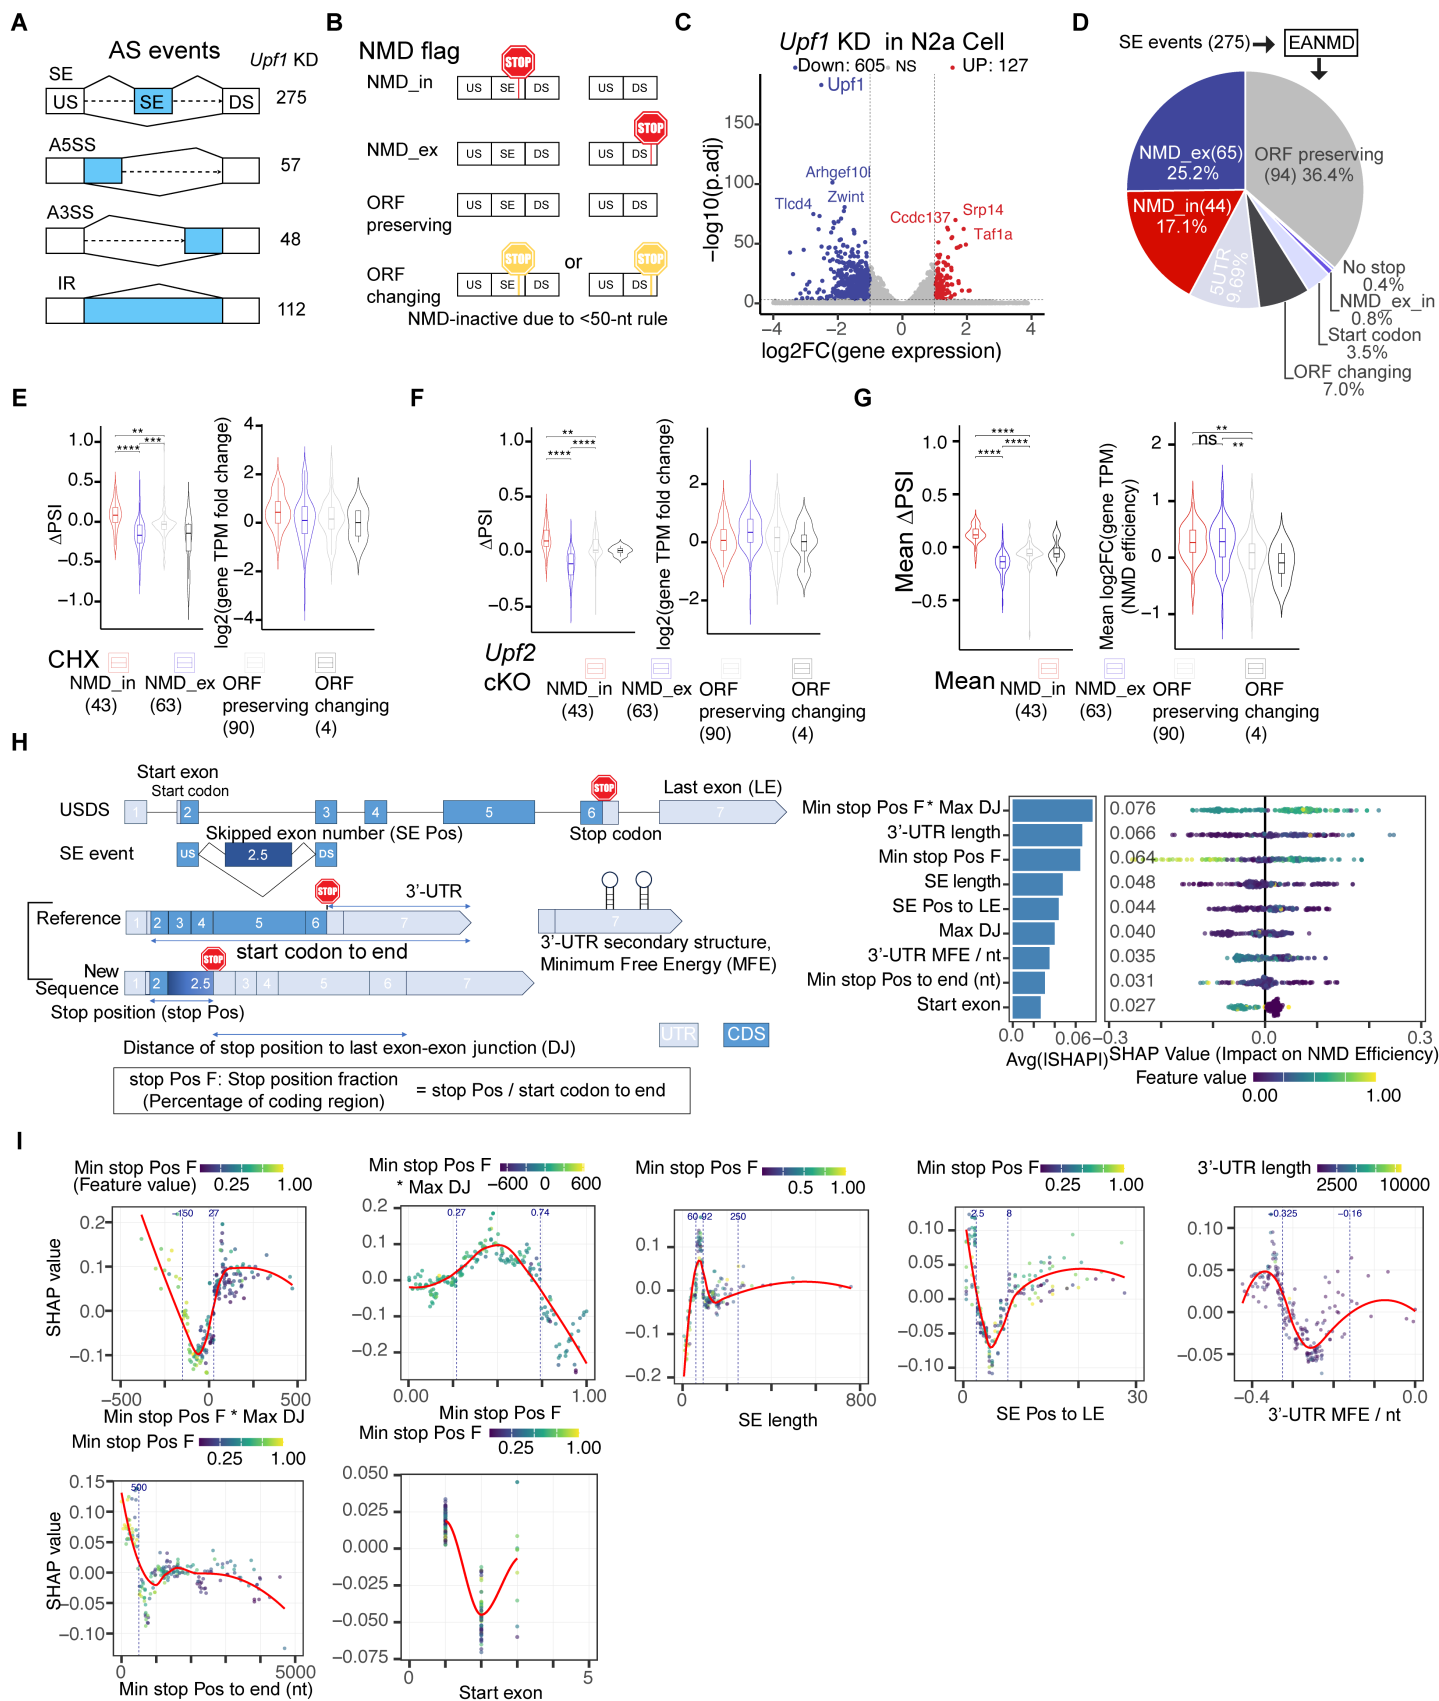

**Supplemental Figure 1. Identifying AS-NMD events with EANMD.**

(A) Alternative splicing (AS) events used for EANMD prediction. Right side: numbers of AS events detected in Neuro2a *Upf1* KD samples. SE: skipped exons. A5SS: alternative 5' splice site. A3SS: alternative 3' splice site. IR: intron retention.

- (B) Schematic illustration of the four main AS-NMD flags: NMD\_in, NMD\_ex, ORF preserving, and ORF changing.
- (C) Volcano plot showing differentially expressed genes (DEGs) in Neuro2a cells following *Upf1* KD (2 biological replicates per group,  $|\log_2FC| > 1$  and adjusted  $p < 0.001$ ).
- (D) Pie chart showing the distribution of AS-NMD flags among differentially spliced SEs upon *Upf1* KD.
- (E)  $\Delta$ PSI (left, percent spliced in) and  $\log_2FC$  in gene expression (TPM, right) for SE events in primary neurons treated with cycloheximide (CHX). One-way ANOVA followed by Tukey's multiple comparisons tests in E-G t, NMD\_in:  $n = 43$ , NMD\_ex:  $n = 63$ , ORF preserving:  $n = 90$ , and ORF changing:  $n = 4$ .
- (F)  $\Delta$ PSI (left) and  $\log_2FC$  in gene expression (TPM, right) for SE events in E13.5 *Upf2* conditional knockout (cKO) mouse brains (1). NMD\_in:  $n = 43$ , NMD\_ex:  $n = 63$ , ORF preserving:  $n = 90$ , and ORF changing:  $n = 4$ .
- (G) Mean  $\Delta$ PSI (left) and mean  $\log_2FC$  in gene expression (TPM, right) across the three NMD inhibition conditions. NMD\_in:  $n = 43$ , NMD\_ex:  $n = 63$ , ORF preserving:  $n = 90$ , and ORF changing:  $n = 4$ .
- (H) Schematic illustration of SE features used in the XGBoost-based model for NMD efficiency prediction (left). Summary plot of SHAP (SHapley Additive exPlanations) values showing the impact of individual features on the output NMD score (right).
- (I) SHAP value distributions (y axis) and feature values (x axis) for seven contributors to NMD efficiency prediction: the minimum stop codon position fraction (*Min stop Pos F*), maximum stop distance to the last exon-exon junction (*Max DJ*), SE length, SE position relative to last exon (*SE Pos to LE*), 3'-UTR minimum free energy per nucleotide, minimum length of stop position to the transcript end and exon number of start codon exon.

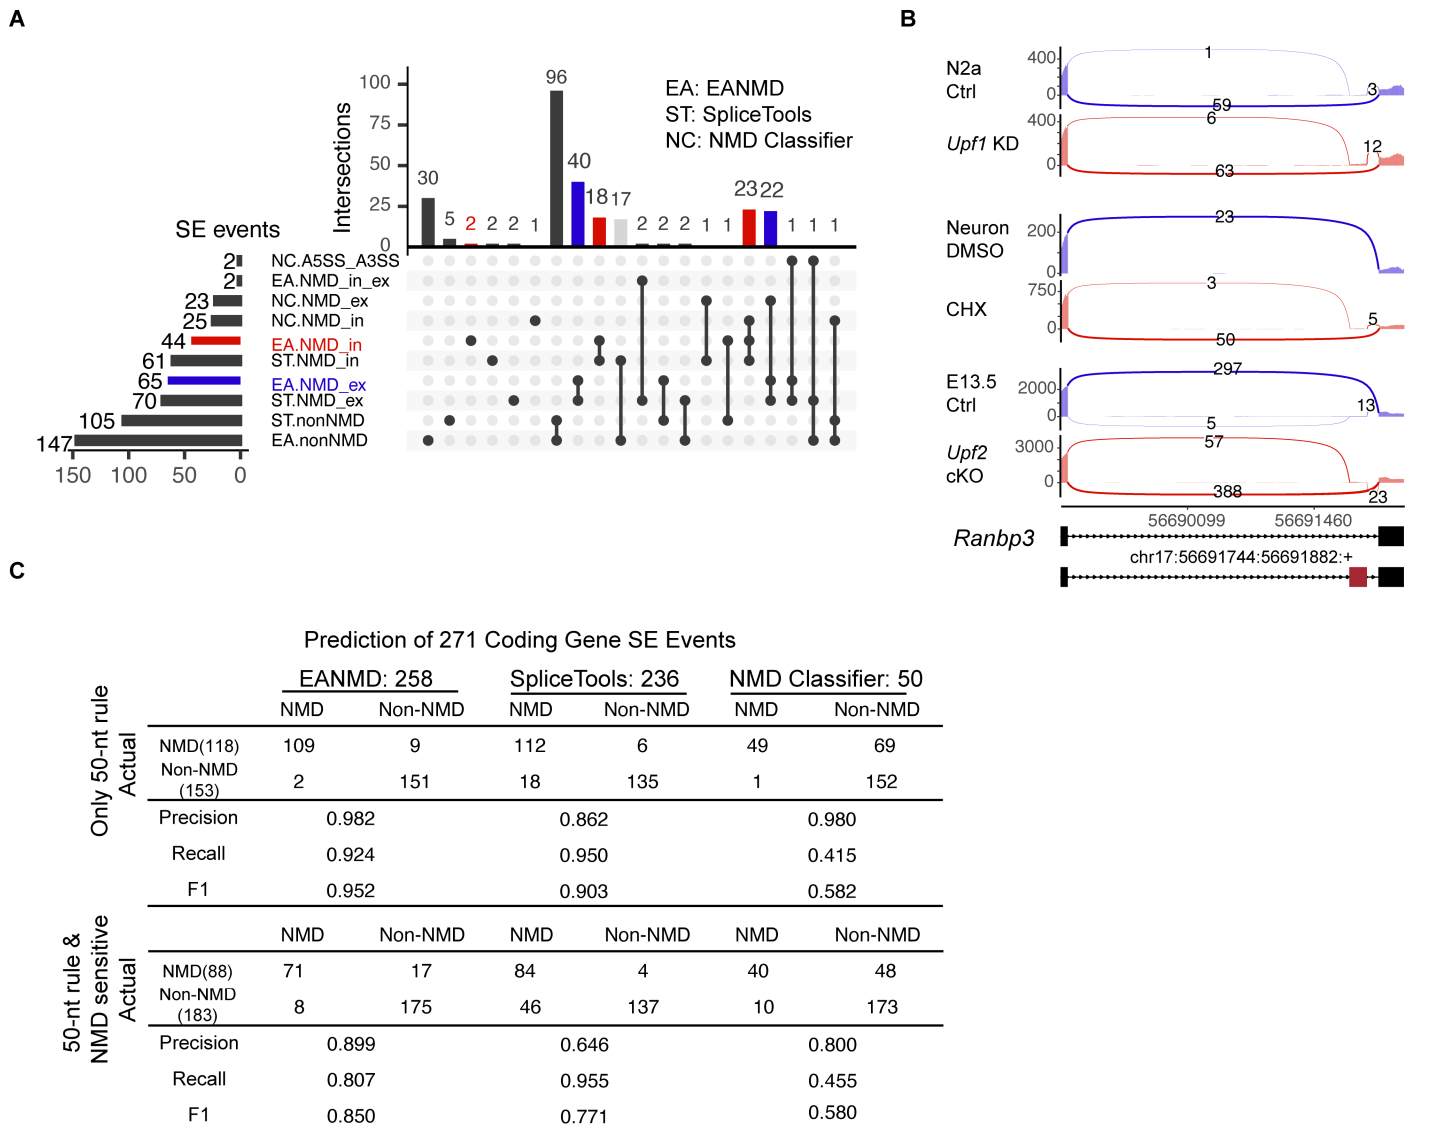

### Supplemental Figure 2. Benchmarking of EANMD predictions.

- (A) UpSet plot comparing AS-NMD prediction between EANMD, SpliceTools, and NMD Classifier.
- (B) Sashimi plot showing an AS-NMD event in *Ranbp3*, identified by EANMD but not the other tools. The AS-NMD prediction was supported by transcriptomic data from *Upf1* KD in Neuro2a cells, CHX-treated primary neurons, and E13.5 *Upf2* cKO mouse brains.
- (C) Comparative performance of EANMD, SpliceTools, and NMD Classifier on *Upf1* KD datasets. 

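*Ranbp3* (ENSMUSG00000002372.9) lies on chromosome 17 of GRCm38 from 56673294 to 56711764. In Neuro2a cells it had 85.8 ± 6.51 CPM (SD, n = 2) in the control and 93.2 ± 7.29 CPM (SD, n = 2) after *Upf1* siRNA. The log2 fold change of 0.12 (standard error 0.078, adjusted p = 0.252 by edgeR) was within the spread between replicates. Leaving out each library in turn gave 0.042 to 0.20. In primary neurons it rose from 214 ± 25.2 CPM with DMSO to 297 ± 16.5 CPM with CHX (SD, n = 2 each), a log2 fold change of 0.48 (standard error 0.13, adjusted p = 0.0149 by edgeR). The 4 fits without a library gave 0.36 to 0.60. The splice junction reads of the Sashimi plot and the *Upf2* cKO libraries were not analyzed here.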

Top: performance based on the 50-nt rule. Bottom: performance based on 50-nt rule combined with the XGBoost model derived NMD efficiency.

A

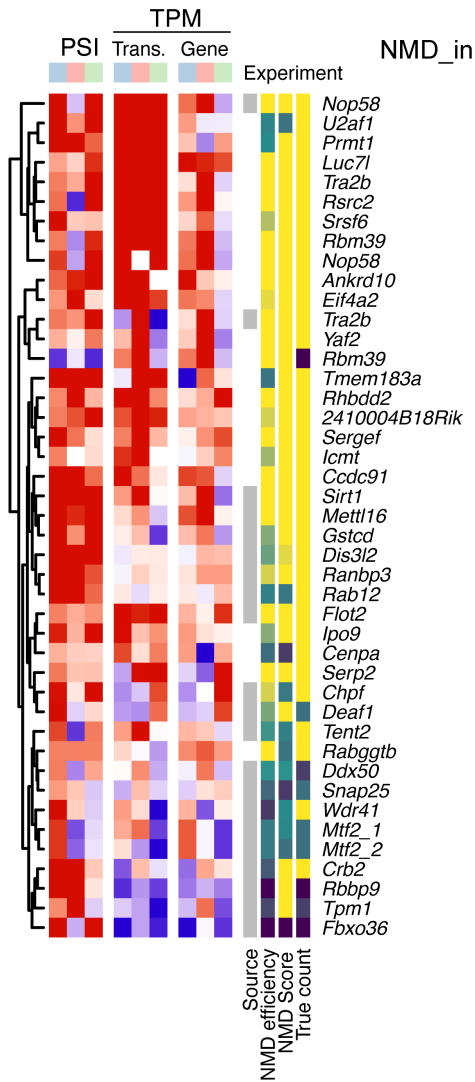

B

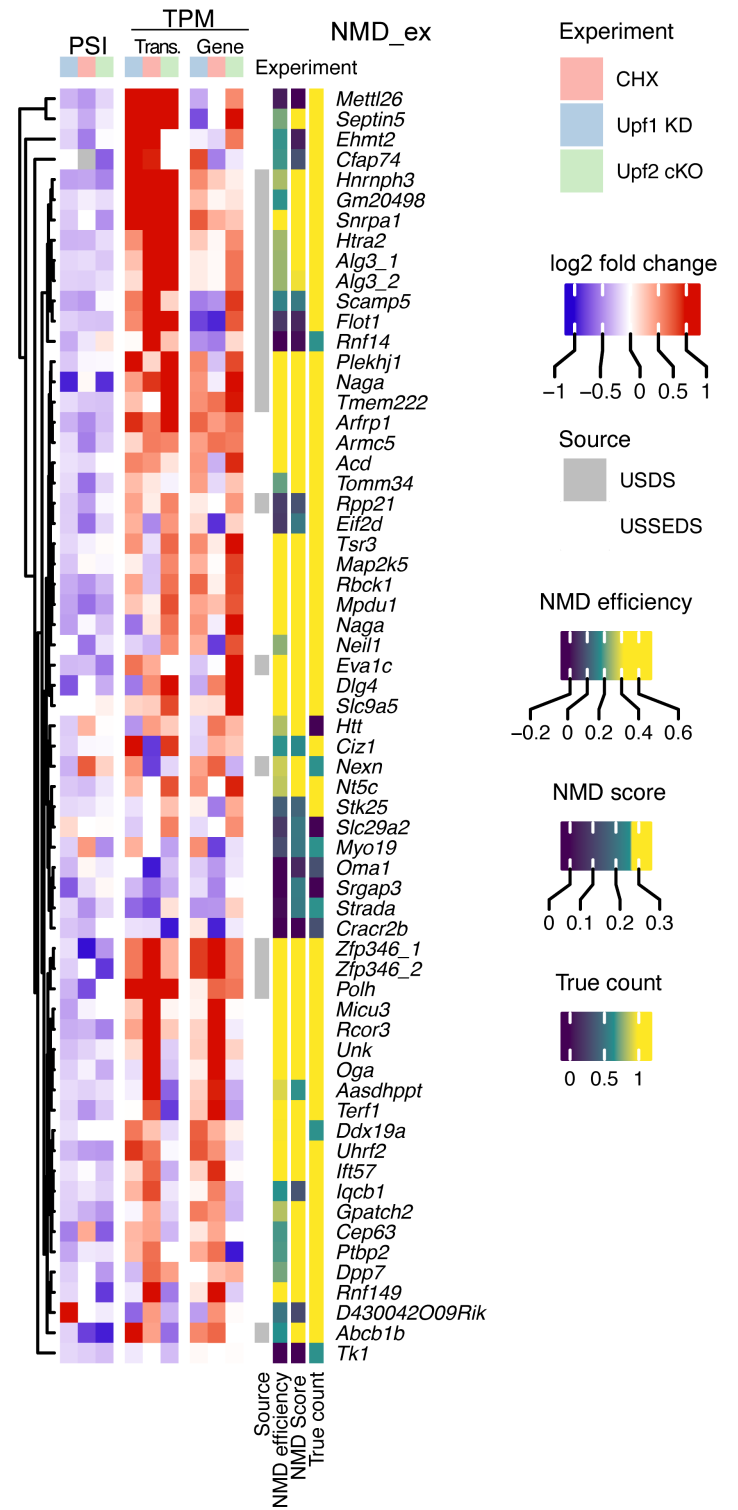

### Supplemental Figure 3. EANMD-predicted NMD events following *Upf1* KD.

(A and B) Heatmaps displaying PSI and log<sub>2</sub>FC(transcript- and gene-level TPM) for predicted NMD\_in (A) and NMD\_ex (B) events in *Upf1* KD samples. The panel also includes log<sub>2</sub>FC (NMD efficiency), XGBoost model predicted NMD efficiency (NMD score), and the PSI-TPM concordance rate (True count, NMD\_in: PSI increase and TPM increase; NMD\_ex: PSI decrease and TPM increase).

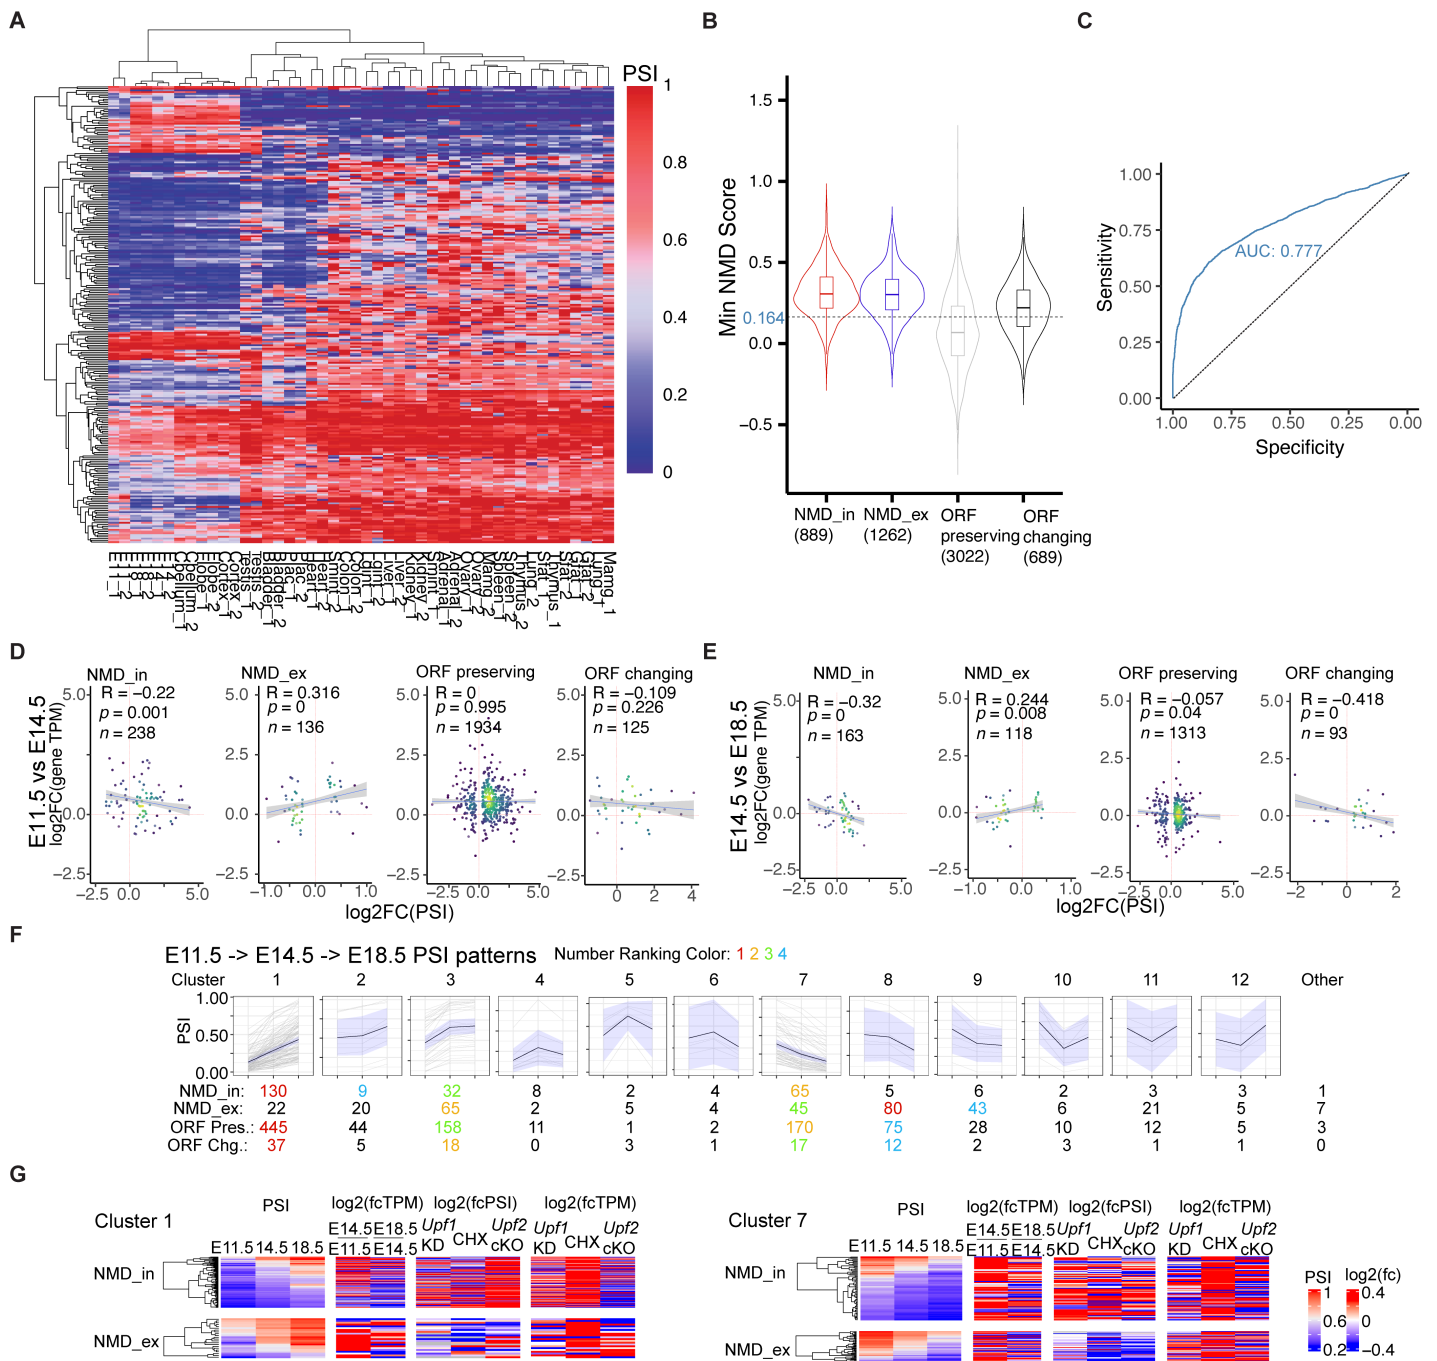

### Supplemental Figure 4. Dynamic SE-NMD events in mice.

- (A) Heatmap showing a subset of brain-specific SE events (|mean PSI of E11.5 and E14.5 – mean PSI of adult non-brain tissues|  $\geq 0.25$ ,  $n = 260$  exons).
- (B) Boxplot of EANMD-predicted NMD scores across different NMD flags in the mouse brain.
- (C) Classification of NMD versus non-NMD using an optimized threshold for minimum NMD score per AS events (0.164), yielding an AUC of 0.777.
- (D and E) Correlations between  $\log_2\text{FC}(\text{PSI})$  of NMD events and corresponding gene-level TPM fold changes from E11.5 to E14.5 (D, NMD\_in:  $n = 238$ , NMD\_ex:  $n = 136$ , ORF preserving:  $n = 1934$ , and ORF changing:  $n = 125$ ) and from E14.5 to E18.5 (E, NMD\_in:  $n = 163$ , NMD\_ex:  $n = 118$ , ORF preserving:  $n = 1313$ , and ORF changing:  $n = 93$ ). Non-NMD events (low NMD score, ORF preserving or ORF changing) showed no significant correlation (Pearson correlation).
- (F) PSI trend clustering of predicted SE-NMD events across E11.5 to E18.5. Clusters 1–5 and 12 represent exons with increasing PSI during brain development (Up), while clusters 6–11 represent those with decreasing PSI (Down).

(G) Heatmaps showing PSI and corresponding gene TPM values for dynamically regulated SE events (left: Cluster 1 upregulated, right: Cluster 7 downregulated) across three NMD perturbation conditions: *Upf1* KD in Neuro2a cells, CHX treatment in primary neurons, and *Upf2* cKO in E13.5 mouse brains. NMD\_in events showed increased PSI and NMD\_ex exons showed decreased PSI after blocking NMD.

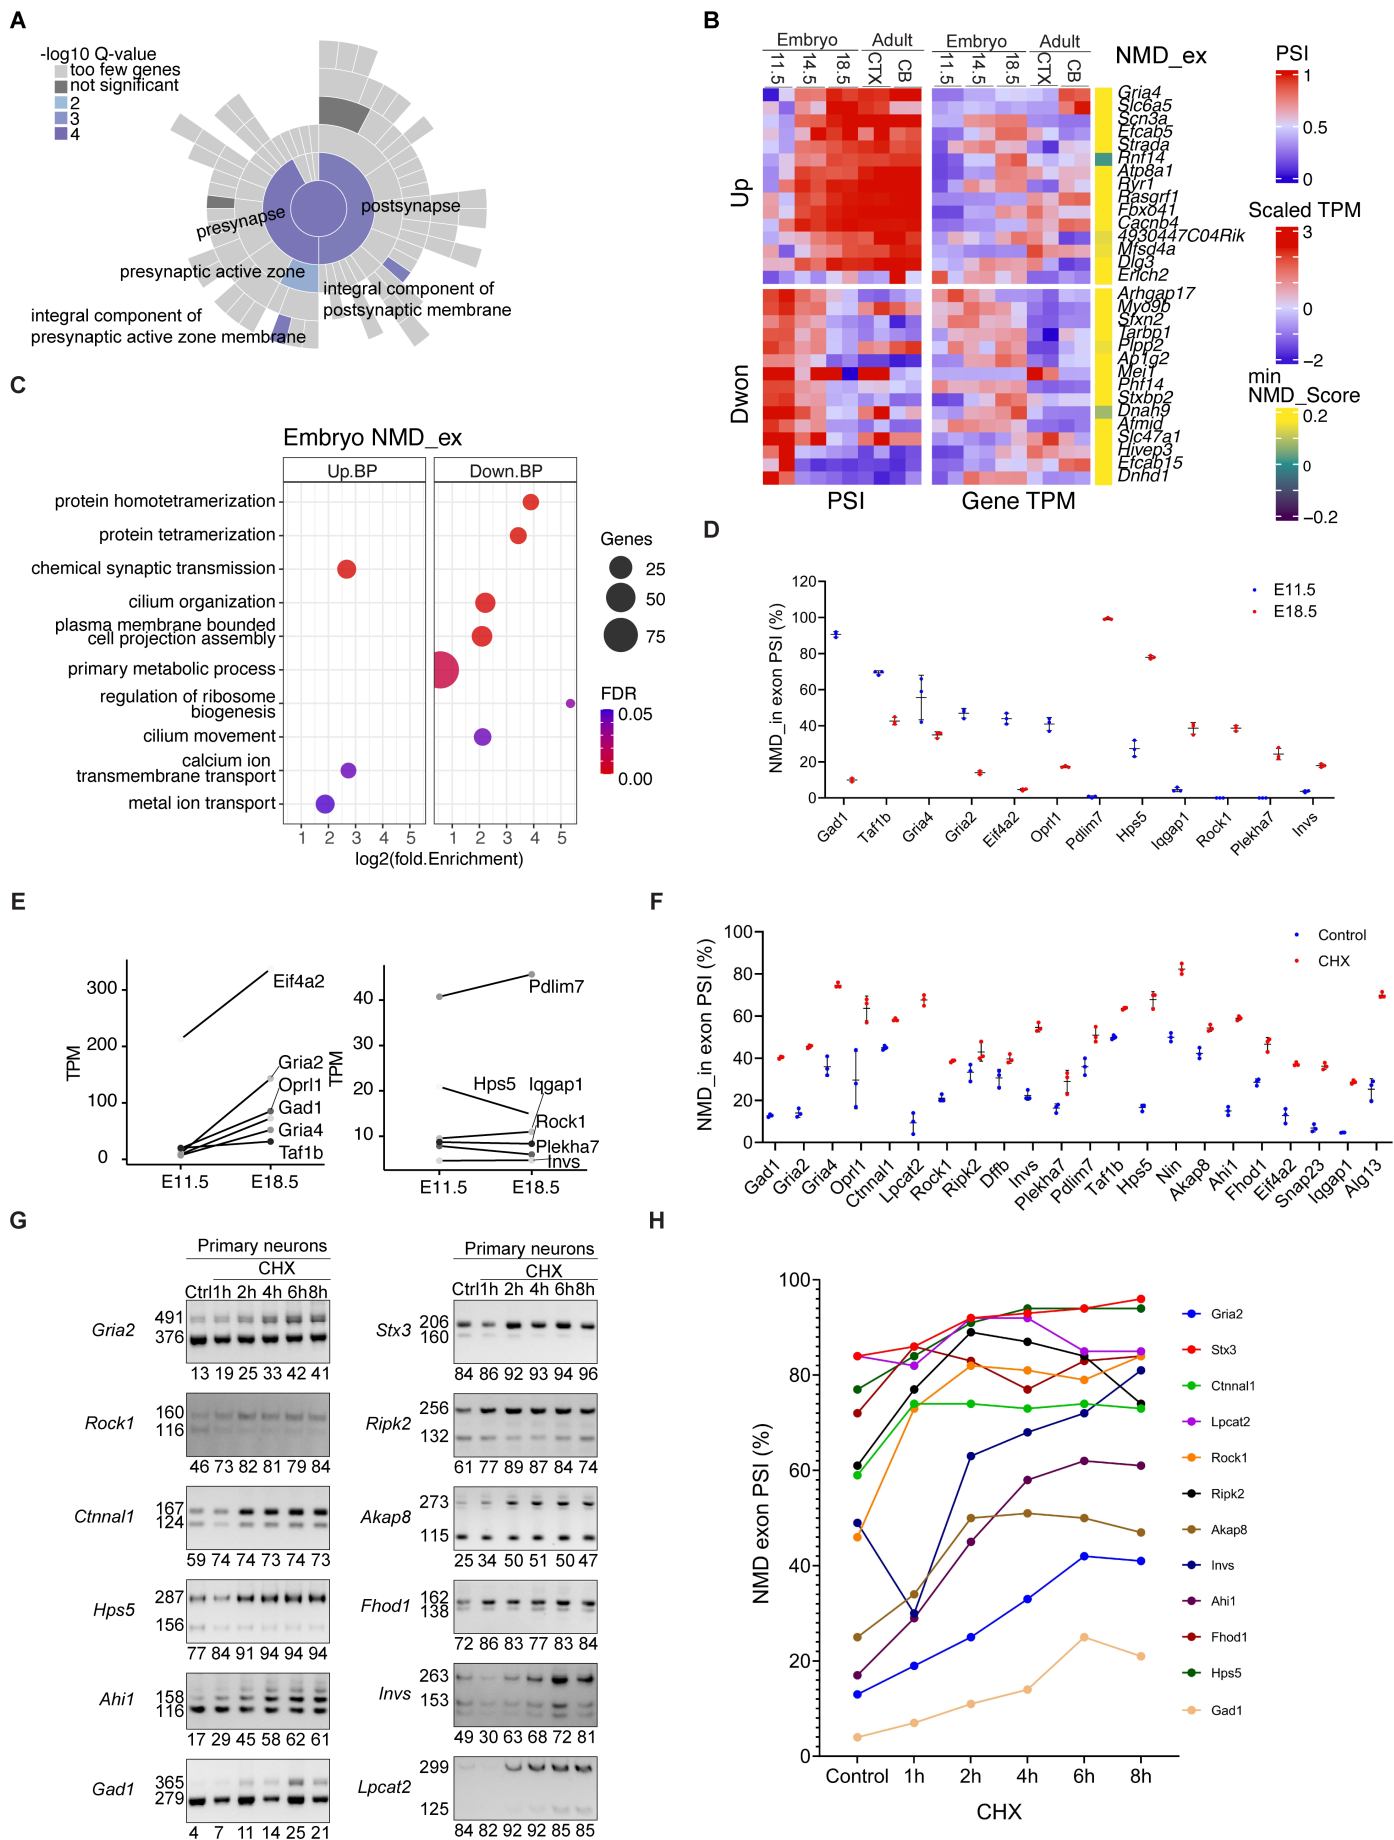

**Supplemental Figure 5. Validation of SE-NMD events in the mouse brain.**

- (A) SynGO enrichment analysis of genes with developmentally downregulated NMD\_in or upregulated NMD\_ex exons (E18.5 vs E11.5). All brain-expressed genes were used as the background set.
- (B) Heatmap displaying the PSI values and scaled TPM of the top 15 and bottom 15 NMD\_ex SE events showing the largest PSI changes from E11.5 to E18.5.
- (C) Gene Ontology biological process (BP) enrichment for dynamic NMD\_ex genes (E11.5 vs E18.5).
- (D) RT-PCR validation (Figure 2F) and quantification of NMD\_in events in mouse E11.5 and E18.5 dorsal forebrains. All pairwise comparisons are statistically significant ( $p < 0.05$ , t-test,  $n = 3$  per group).
- (E) Line plots showing transcript per million (TPM) changes of RT-PCR-validated NMD\_in genes (Figure 2F). Left panel: genes with developmentally downregulated PSI; right panel: genes with increased PSI.
- (F) RT-PCR validation and quantification of NMD\_in events in mouse primary neurons under CHX treatment. All events are statistically significant ( $p < 0.05$ , t-test,  $n = 3$  per group).
- (G) RT-PCR validation of NMD\_in events in mouse primary neurons upon CHX treatment for 0-8 hours (1 sample at each time point).
- (H) The line plot showing the PSI trends of validated NMD\_in events after CHX treatment in (G).

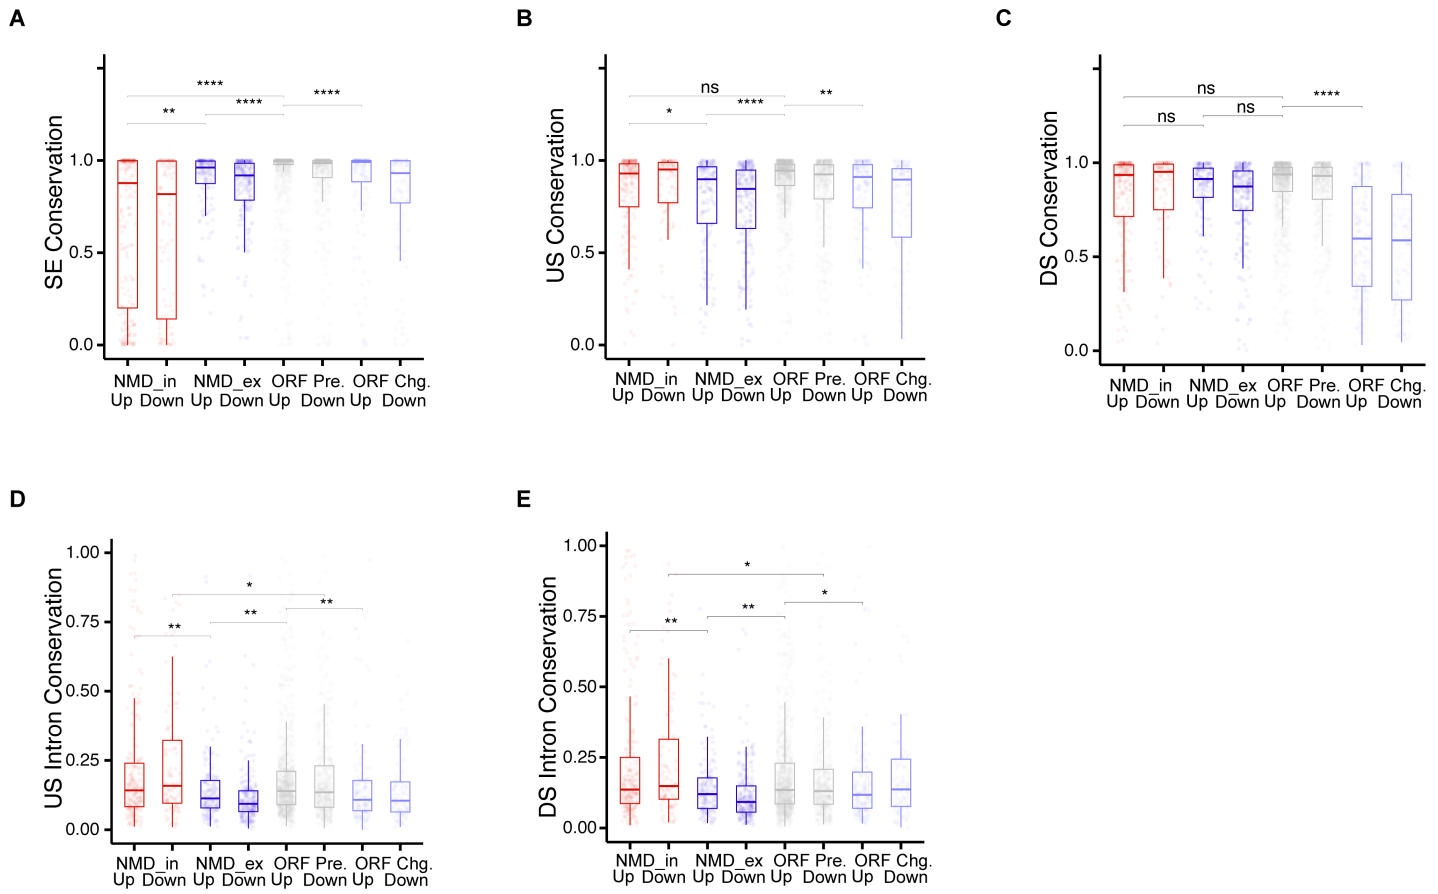

### Supplemental Figure 7. Conservation analysis of SEs and their flanking intronic regions.

(A–E) Comparison of average conservation scores (UCSC phastCons60) across different components of significantly regulated SE events during mouse brain development: SE exon (A), upstream exon (B), downstream exon (C), upstream intron (D), and downstream intron (E). Groups include NMD\_in\_Up ( $n = 209$ , Up represents upregulated during brain development), NMD\_in\_Down ( $n = 98$ , Down represents downregulated in brain development), NMD\_ex\_Up ( $n = 157$ ), NMD\_ex\_Down ( $n = 231$ ), ORF\_Preserving Up ( $n = 928$ ), ORF\_Preserving Down ( $n = 456$ ), ORF\_Changing Up ( $n = 150$ ), and ORF\_Changing Down ( $n = 92$ ). Statistical significance was evaluated using the Wilcoxon rank-sum test. ( $p \leq 0.05$ : \*,  $p \leq 0.01$ : \*\*,  $p \leq 0.001$ : \*\*\*,  $p \leq 0.0001$ : \*\*\*\*)

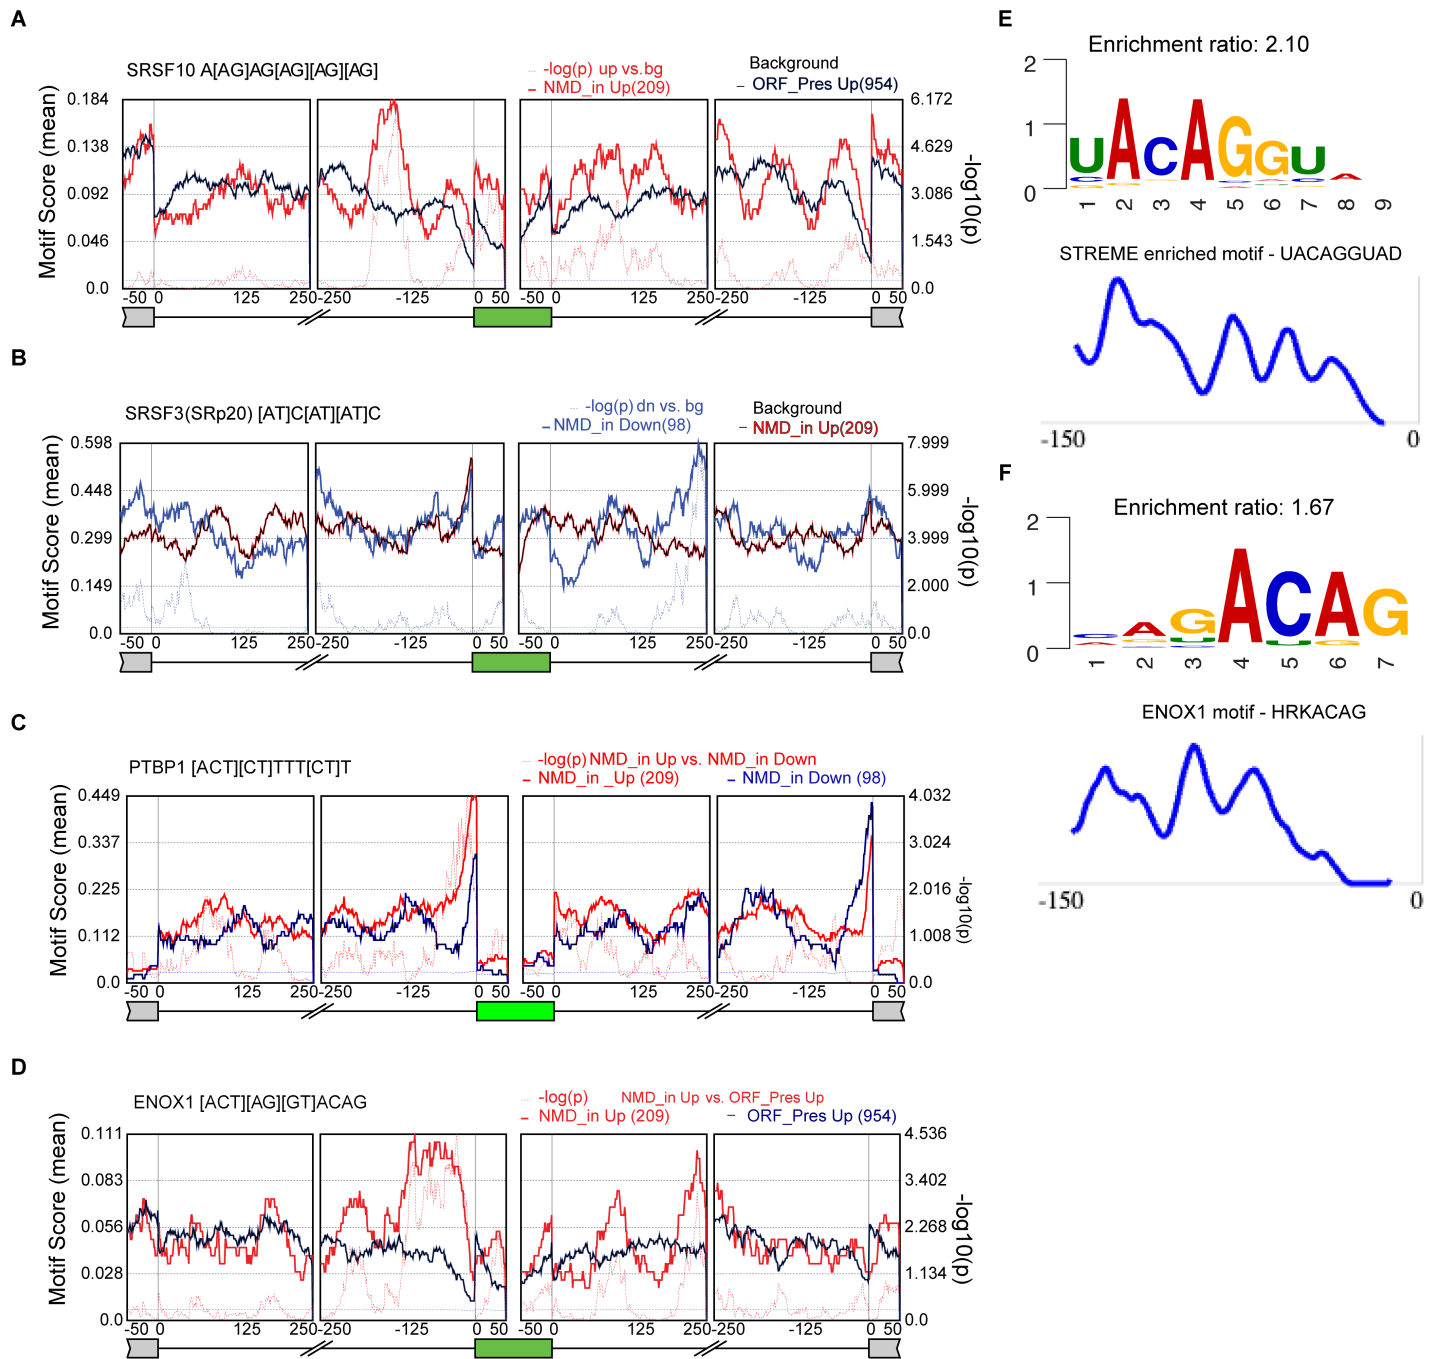

**Supplemental Figure 9. Enrichment of selected RBP binding motifs.**

- (A) SRSF10 motifs were significantly enriched in the upstream introns of developmentally upregulated NMD\_in exons compared to upregulated ORF-preserving exons, with additional enrichment observed at the 5' end of the skipped exon.
- (B) SRSF3 motifs were enriched in the downstream introns of developmentally downregulated NMD\_in exons compared to upregulated NMD\_in events.
- (C) The PTBP1 motif differed between developmentally upregulated and downregulated NMD\_in exons.
- (D) The [ACT][AG][GT]ACAG motif was enriched in the -125 nt to -50 nt upstream intron of the developmentally upregulated NMD\_in exons when compared with upregulated ORF-preserving exons.
- (E and F) STREME analysis identified an enriched motif from the comparison between upregulated NMD\_in and ORF-preserving events (E), which shares a similar distribution and core "ACAG" sequence (F).

**Supplemental Figure 10. *Ptbp1/2* directly regulate a subset of AS-NMD exons.**

- (A) PCA of gene expression profiles showing separation between control, *Ptbp1* KD, and *Ptbp1/2* double KD (dKD) samples (2 biological replicates for each of the 4 groups).
- (B and C) Volcano plots highlight differentially expressed genes (DEGs) upon *Ptbp1* KD (B) and *Ptbp2* KD (C) ( $|\log_2FC| \geq 1$  and adjusted  $p < 0.001$ ).
- (D) The CTCTYY motif was significantly enriched in upstream intronic regions of differentially spliced SEs following *Ptbp1/2* dKD.
- (E) CLIP-seq data showing that *Ptbp1* and *Ptbp2* bind to differentially spliced SEs in *Ptbp1* KD.
- (F) PSI changes upon *Upf1* KD in Neuro2a cells (y-axis) for exons that were differentially spliced in *Ptbp1/2* dKD. NMD\_in ( $n = 132$ , mean: 0.11, median: 0.13), ORF preserving ( $n = 476$ , mean: 0.18, median: 0.21), ORF changing ( $n = 77$ , mean: 0.13, median: 0.20), and NMD\_ex ( $n = 88$ , mean: -0.06, median: -0.08). The mean is marked by the middle dot (Anova and t-test).
- (G) Distribution of NMD flags for differentially spliced SEs in *Ptbp1* and/or *Ptbp2* KD, along with developmentally regulated SEs in the mouse brain.
- (H) An example of the NMD\_ex *Gabbr1* exon 14|15 skipped event (chr17:37067213-37067364), which exhibited increased PSI after *Ptbp1/2* dKD.

- (F) UpSet plot showing overlaps of SE events across developing human and mouse brains.
- (G) Intersections between mouse and human brain NMD\_ex SEs.
- (H) Enriched Biological Processes of human-specific SE-NMD genes.
- (I) Expression of *FOXP1* (blue line) is inversely correlated with PSI values (red line) of the AS-NMD exon (GRCh38, chr3:70972010–70972180) during brain development.
- (J) Splicing-impacting variants (gnomAD and ClinVar, predicted via SpliceAI) around the *FOXP1* AS-NMD exon. DG: donor gain. AG: acceptor gain. DL: donor loss. AL: acceptor loss.

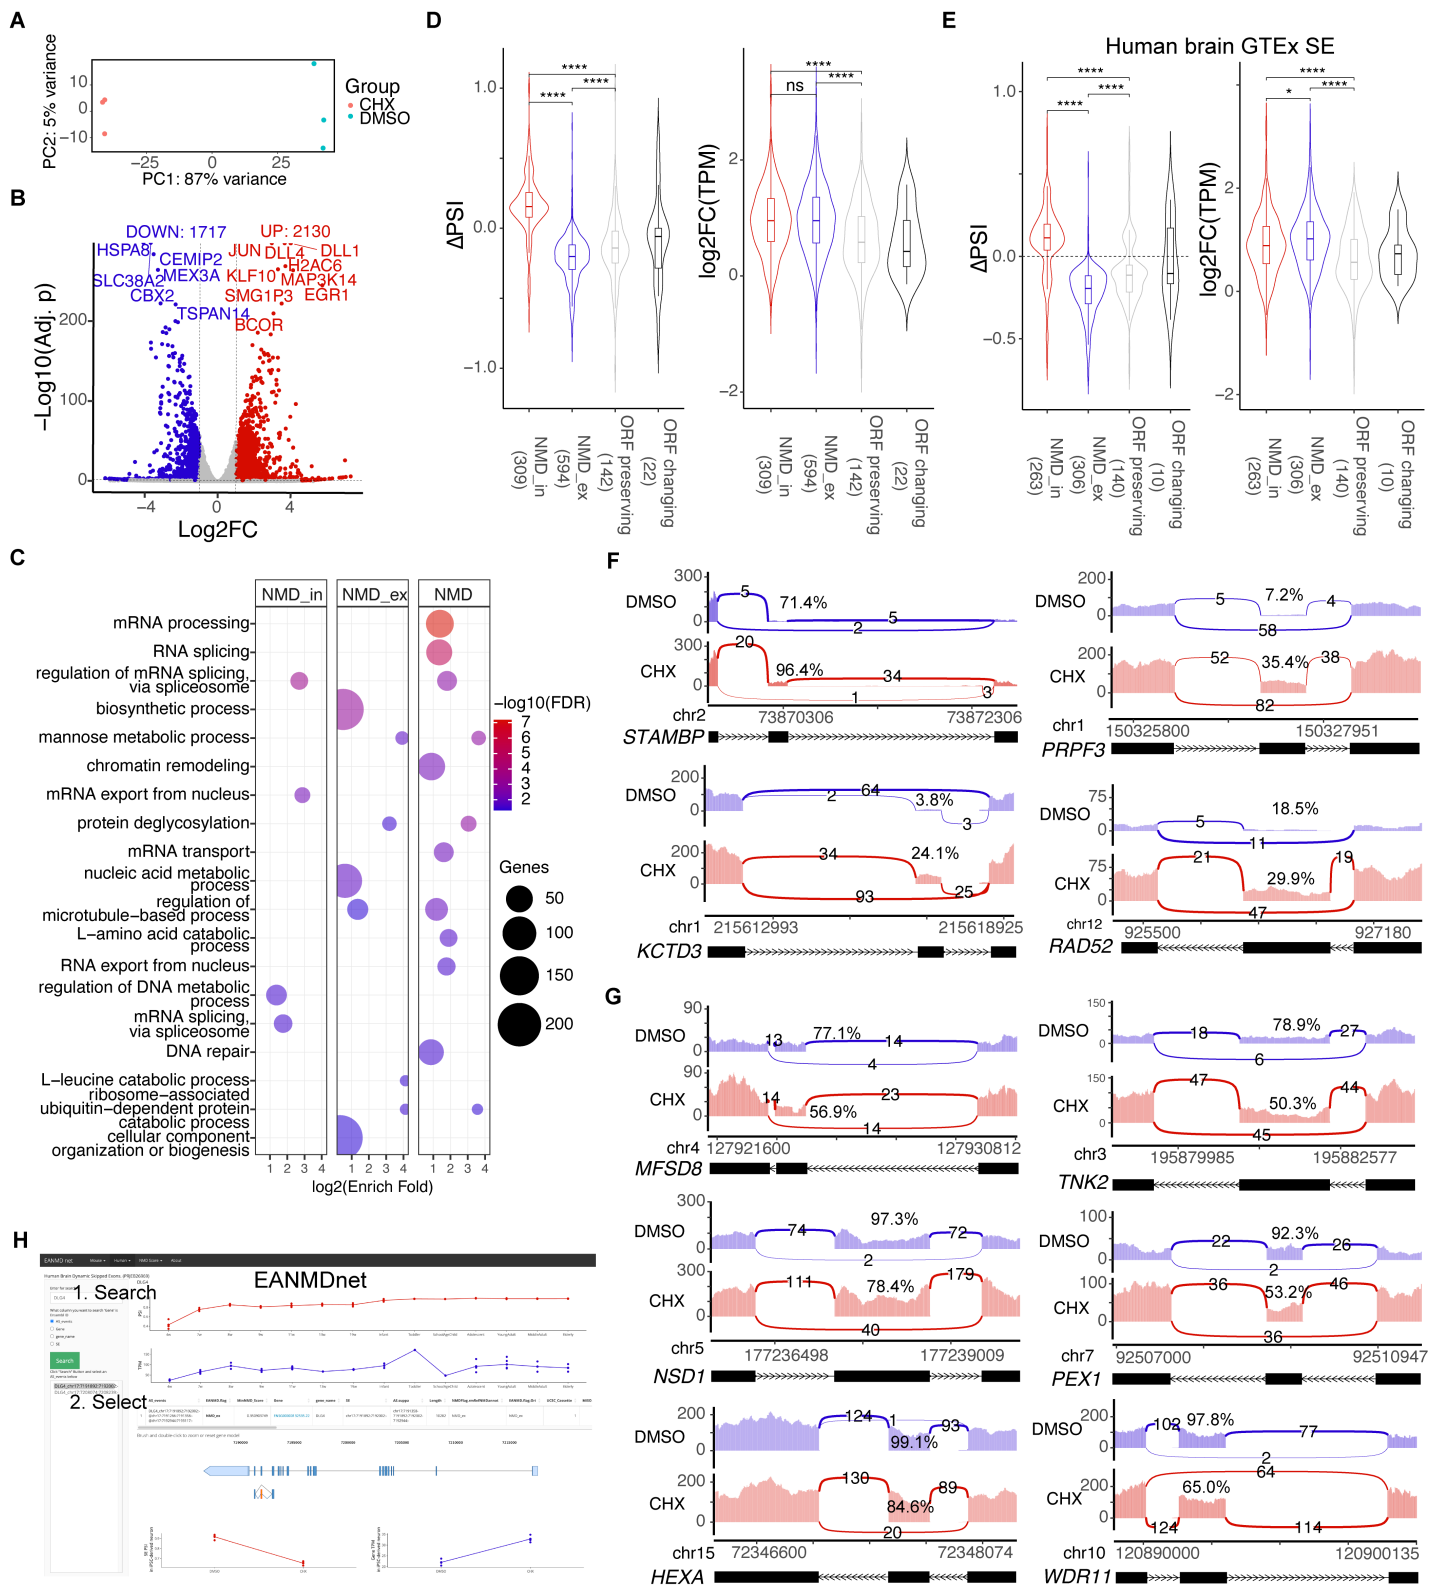

**Supplemental Figure 12. iPSC-derived neuron validation of the human brain SE types.**

- (A) PCA of iPSC-derived neuron RNA-seq samples (DMSO and CHX treated,  $n = 3$  biological replicates).  
 

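In a PCA of the 500 most variable genes of the iNeuron libraries, on log2 CPM after TMM scaling, PC1 held 79.9% of the variance and PC2 held 7.16%. PC1 separated the groups, with scores between −30.4 and −25.6 for the DMSO libraries and between 27.7 and 28.4 for the CHX libraries. On PC2, DMSO replicate 1 lay at 16.0 and the other DMSO replicates at −5.92 and −11.1. The share of PC1 moved most with the variance stabilizing transformation of DESeq2, which gave 97.7%.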

(B) Volcano plot of differentially expressed genes in iPSC-derived neurons after CHX treatment.  
 

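By edgeR's quasi-likelihood test, 2258 of the genes tested in iNeurons passed the adjusted P threshold of 0.001 and the absolute log2 fold change threshold of 1, 1326 higher and 932 lower with CHX. DESeq2 gave 2405 genes, of which 2207 were shared. With each library left out in turn, the count lay between 2069 and 2425, and none of the 2258 genes changed direction. Library size alone moved the count most at these thresholds, to 2701 genes, with 2239 higher and 462 lower. The lowered gene with the smallest P value was *HSPA8* (ENSG00000109971.14, chromosome 11, 123057489 to 123063230). It fell from 1955 ± 173 to 113 ± 3.09 CPM (SD, n = 3 each), a log2 fold change of −4.11 (standard error 0.080, adjusted p = 9.95e-16 by edgeR). *SLC38A2* (−3.72), *CEMIP2* (−3.56), *MEX3A* (−3.31), *CBX2* (−3.16), and *TSPAN14* (−2.34) were also lower. The raised gene with the smallest P value was *JUN* (ENSG00000177606.8, chromosome 1, 58776845 to 58784048), which rose from 203 ± 8.84 to 1548 ± 66.6 CPM (SD, n = 3 each), a log2 fold change of 2.93 (standard error 0.069, adjusted p = 1.37e-14 by edgeR). *EGR1* (5.70), *MAP3K14* (4.09), *DLL4* (3.63), *H2AC6* (3.68), and *KLF10* (3.28) were also higher. *SMG1P3* had a log2 fold change of 4.05, but it is a pseudogene whose reads cannot be assigned with certainty among near-identical copies, and its DMSO libraries held 0.517 ± 0.146 CPM. *DLL1* had 0 counts in all 6 libraries and was not tested, which at the floor of 3 counts allows up to 3 counts per library.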

(C) Enriched GO BP terms of AS-NMD genes in iPSC-derived neurons responded to CHX treatment, with all expressed genes as background.  
 (D and E) Violin plots showing the PSI (left) and mRNA level changes (right) of AS-NMD exons of iNeuron significant ( $|\Delta\text{PSI}| > 0.1$ ,  $\text{FDR} < 0.05$ , min NMD score  $> 0.132$ ) SEs (D, NMD\_in:  $n = 309$ , NMD\_ex:  $n = 594$ , ORF preserving:  $n = 142$ , and ORF changing:  $n = 22$ ) and GTEx SEs with significant ( $\text{FDR} < 0.05$ , min

NMD score > 0.132) iNeurons SEs (**E**, NMD\_in:  $n = 263$ , NMD\_ex:  $n = 306$ , ORF preserving:  $n = 140$ , and ORF changing:  $n = 10$ ), one-way ANOVA followed by Tukey's multiple comparisons test, 195 NMD\_in and 294 NMD\_ex events showed expected changes in CHX-treated iNeurons.

(**F** and **G**) Sashimi plots showing validated NMD\_in (**F**) and NMD\_ex (**G**) events in iPSC-derived neurons.

(**H**) A snapshot of EANMDnet (<https://zlab1.shinyapps.io/EANMDnet>), an interactive web portal presenting developmentally regulated AS-NMD events in mouse and human brains.

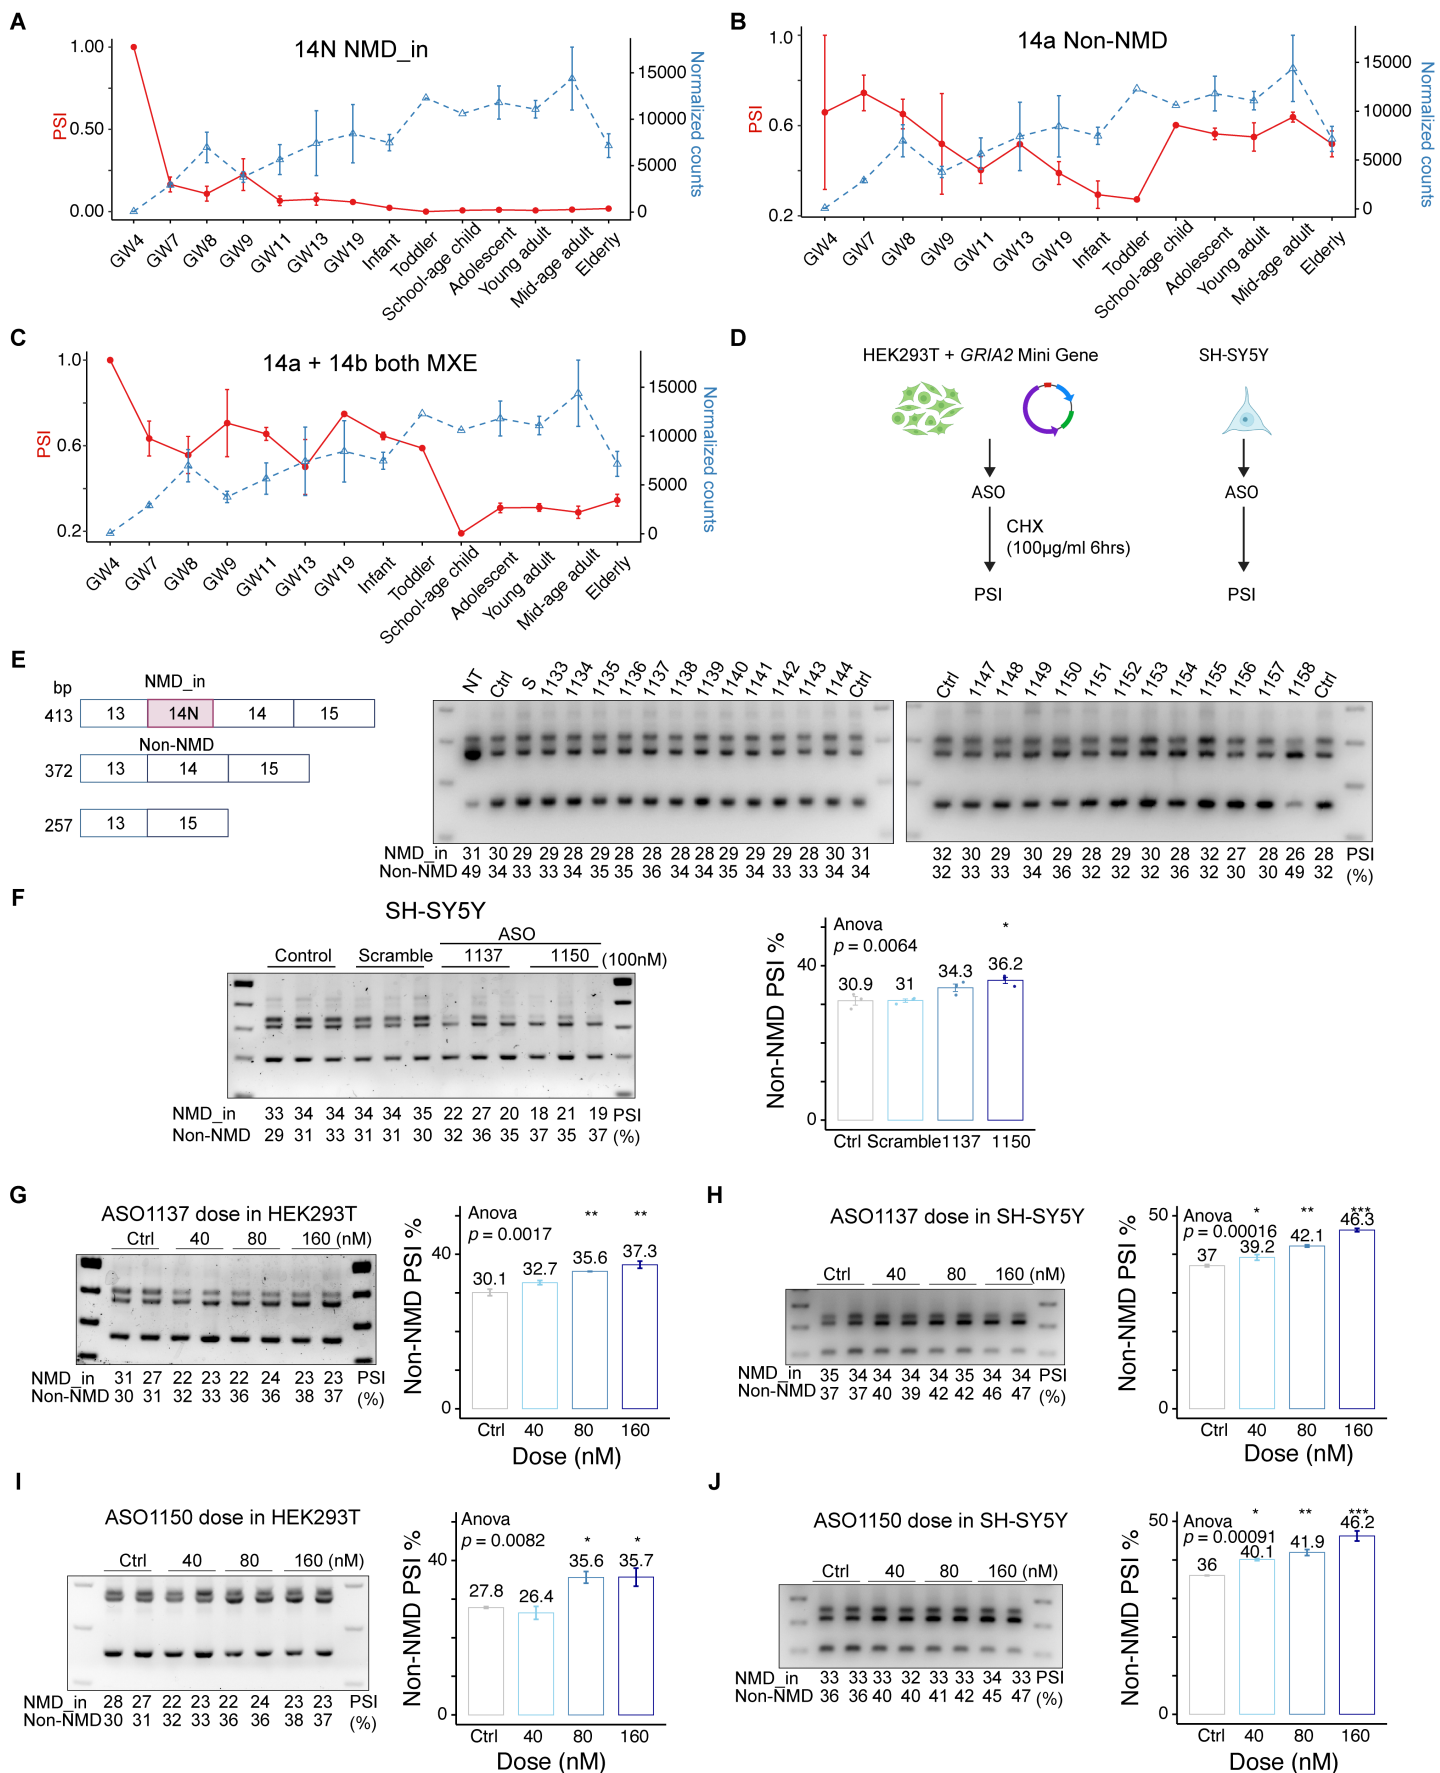

**Supplemental Figure 13. Upregulation of *GRIA2* expression by suppressing the AS-NMD exon 14N with ASOs.**

(A) PSI and normalized expression of *GRIA2* exon 14N (NMD\_in) across human brain development.

- (B) PSI and normalized expression trajectories of *GRIA2* exon 14a (ORF\_preserving) event.
- (C) PSI and normalized expression of *GRIA2* transcripts carrying both exons 14a and 14b.
- (D) Illustration of ASO screens in HEK293T-*GRIA2* stable cells and the SH-SY5Y cell line.
- (E) Illustration of the NMD\_in, non-NMD, and NMD\_ex isoforms for *GRIA2*, and gel electrophoresis results for the ASO screens. Bottom numbers showing the PSI values. S for Scramble.
- (F) RT-PCR validation and quantification of ASO1137 and ASO1150 in SH-SY5Y cells with three biological replicates. Left: DNA gel; Right: Non-NMD PSI (Data represent mean  $\pm$  SE, t-test  $n = 3$  per group and ANOVA).
- (G and H) Dose-dependent increase of *GRIA2* non-NMD isoform expression in HEK293T-*GRIA2* cells (G) and in SH-SY5Y cells (H) by ASO1137. Left: DNA gel of RT-PCR products; Right: PSI quantification (Data represent mean  $\pm$  SE, t-test  $n = 2$  per group and ANOVA).
- (I and J) Dose-dependent increase of the *GRIA2* non-NMD isoform in HEK293T-*GRIA2* (I) and in SH-SY5Y cells (J) by ASO1150. Left: DNA gel; Right: PSI quantification (Data represent mean  $\pm$  SE, t-test  $n = 2$  per group and ANOVA).

## References

1. Lin L, Zhao J, Kubota N, Li Z, Lam YL, Nguyen LP, et al. Epistatic interactions between NMD and TRP53 control progenitor cell maintenance and brain size. *Neuron*. 2024.

# Supplementary material for: Alternative splicing–triggered mRNA decay informs splice-switching targets for neurodevelopmental disorders
**Source:** J Clin Invest. 2026 Feb 12;136(8):e197271. doi: 10.1172/JCI197271

Full unedited gels for Figures 2F, 2G, S5G, S6A, 6D,  
S13E, S13F, S13G, S13H, S13I and S13J  
(Bands in blue rectangles were showed in the figures)

## Figure 2F

Gad1

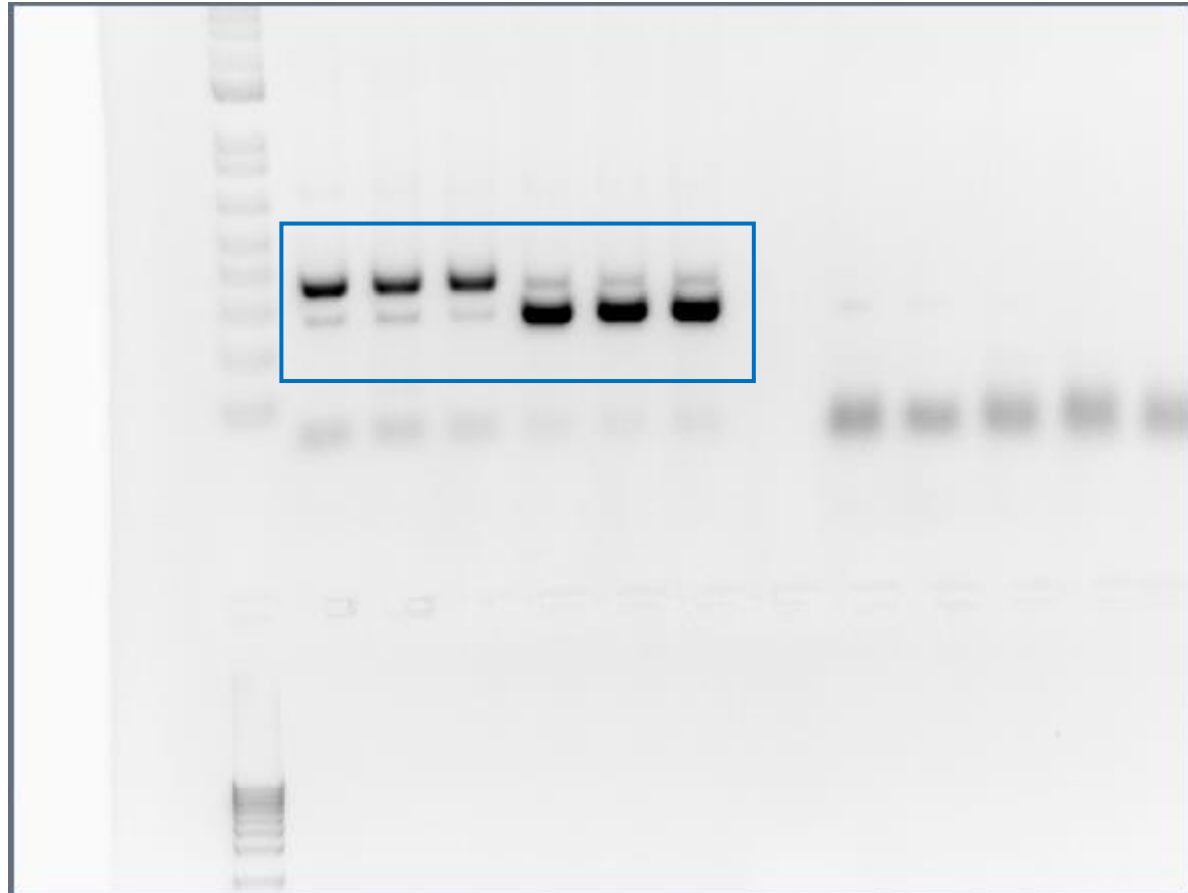

**Figure 2F**

Gria2

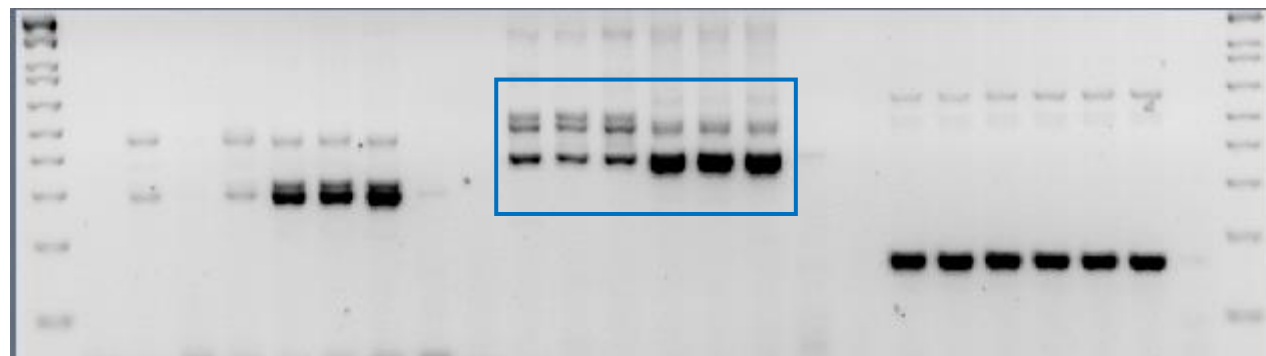

**Figure 2F**

Gria4

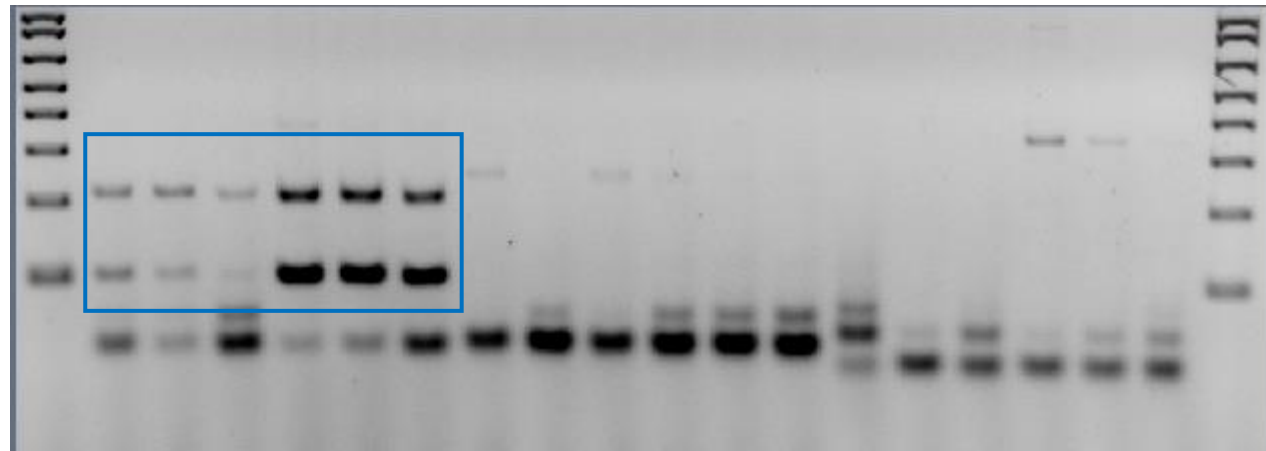

**Figure 2F**

Oprl1

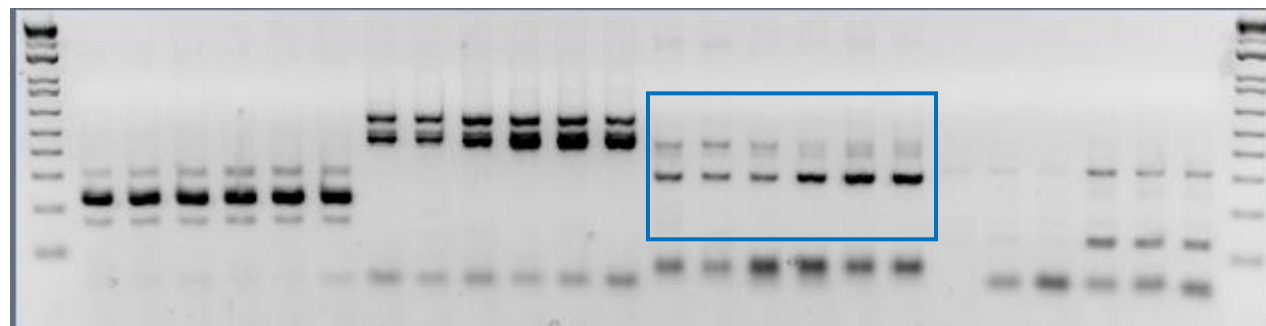

**Figure 2F**

Eif4a2

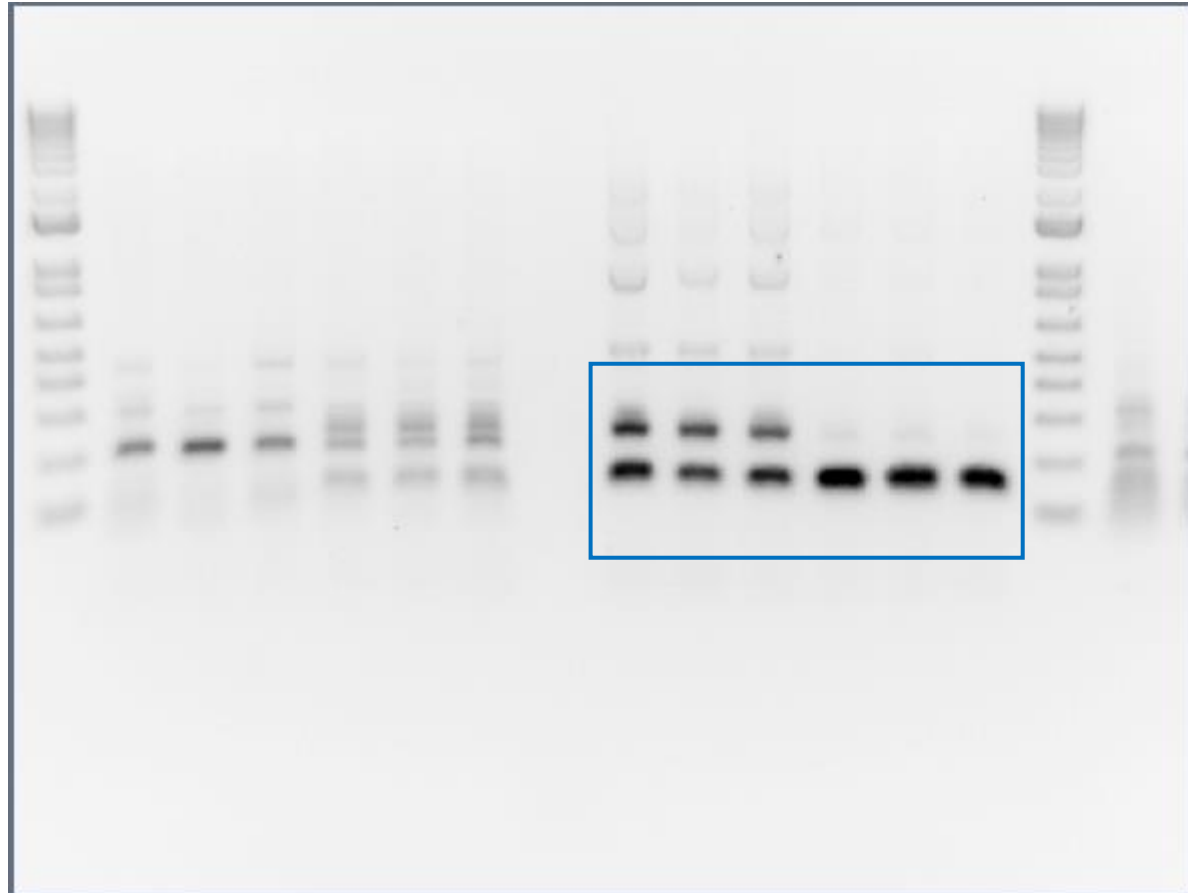

**Figure 2F**

Taf1b

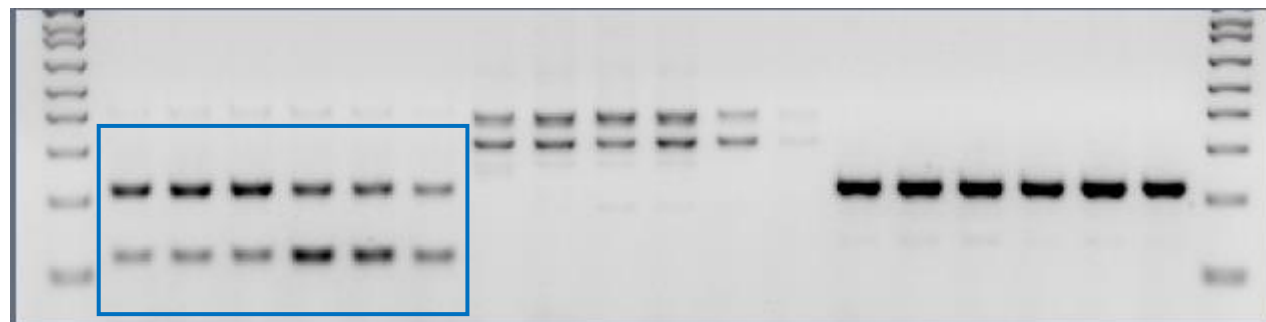

**Figure 2F**

lqgap1

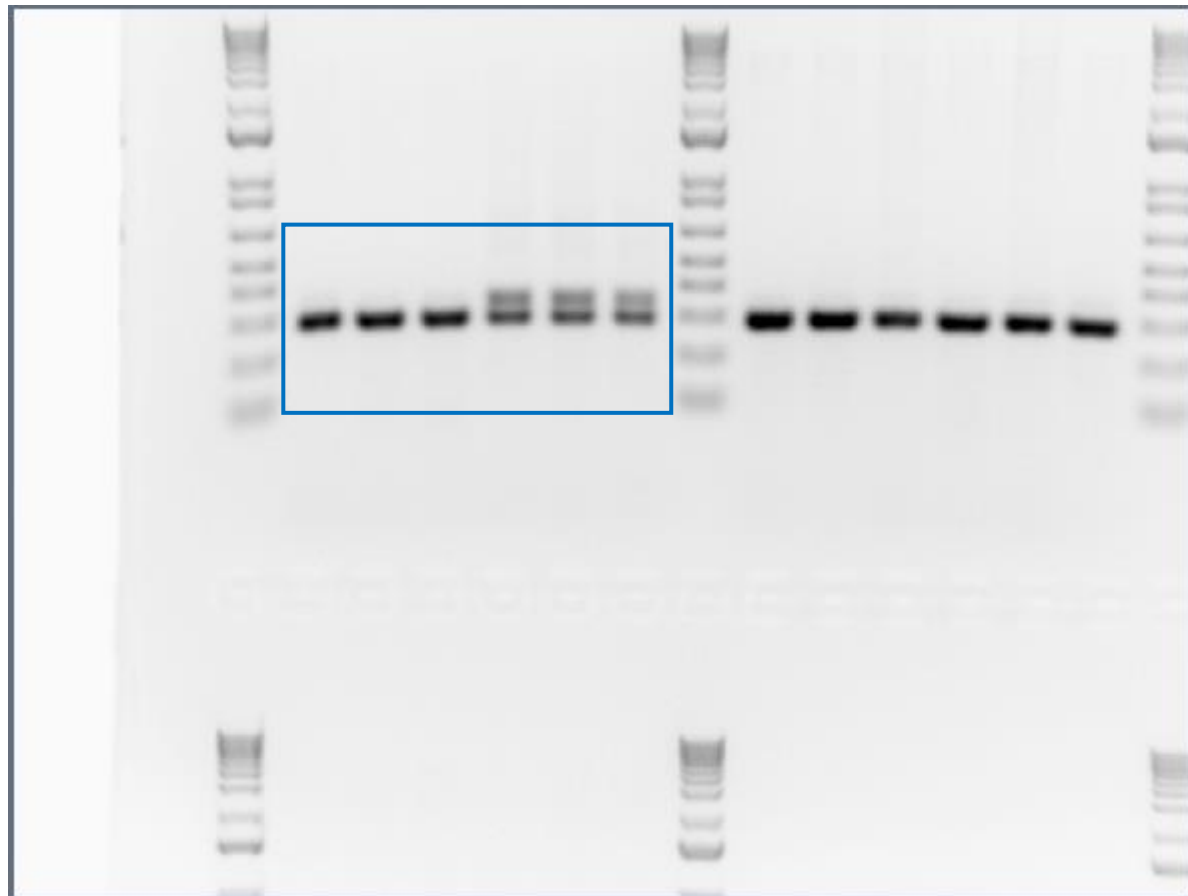

**Figure 2F**

Pdlim7

Invs

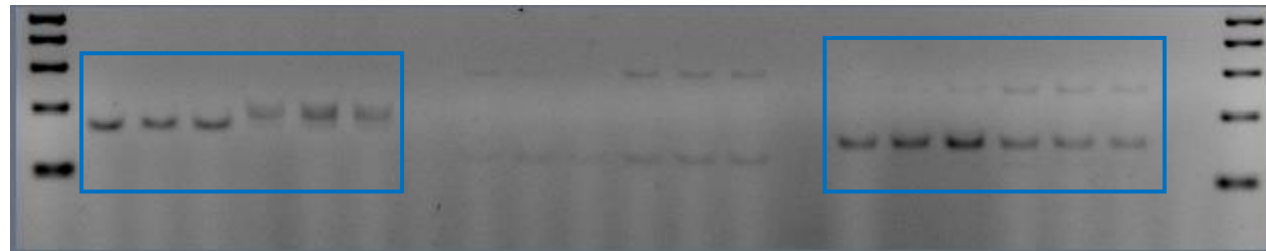

# Figure 2F

Plekha7

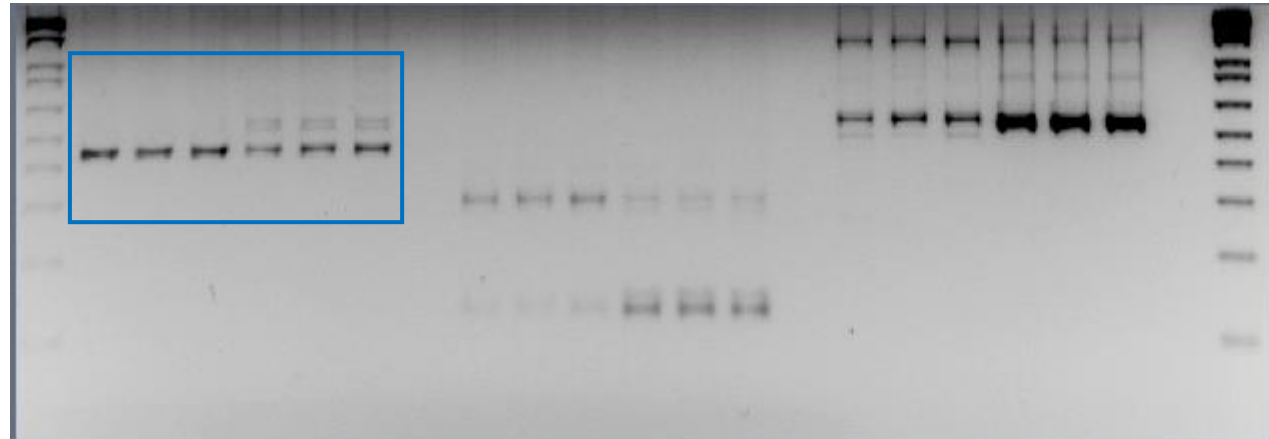

## Figure 2F

Rock1

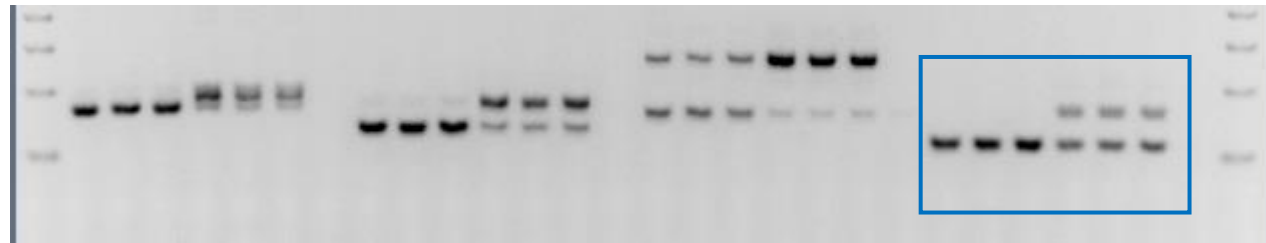

**Figure 2F**

Hps5

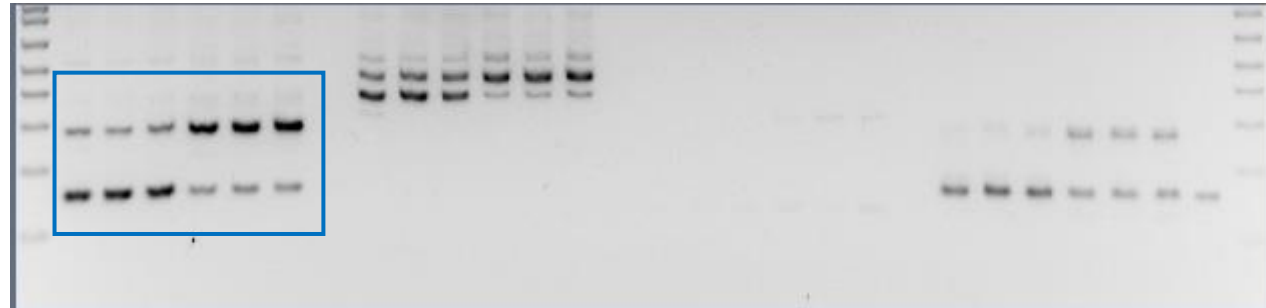

**Figure 2G**

Gad1

Gria2

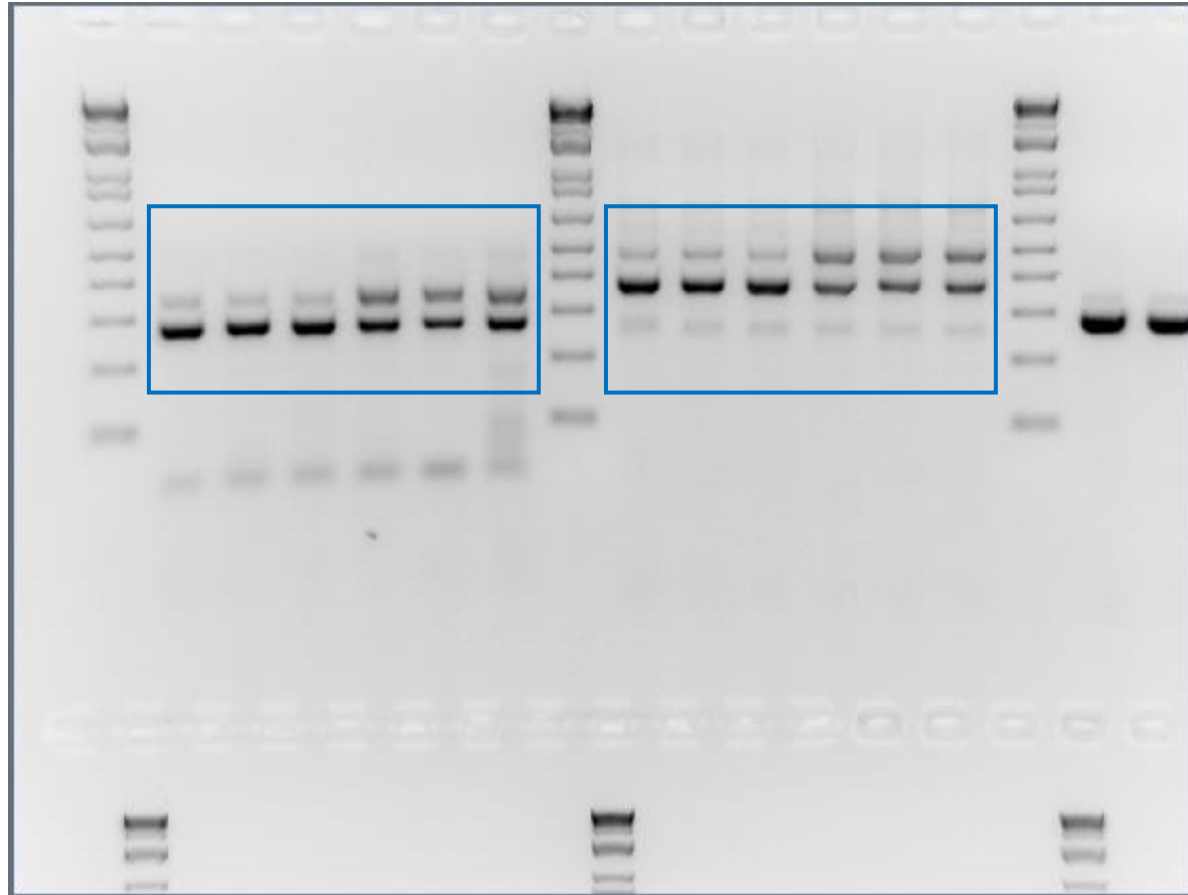

**Figure 2G**

Gria4

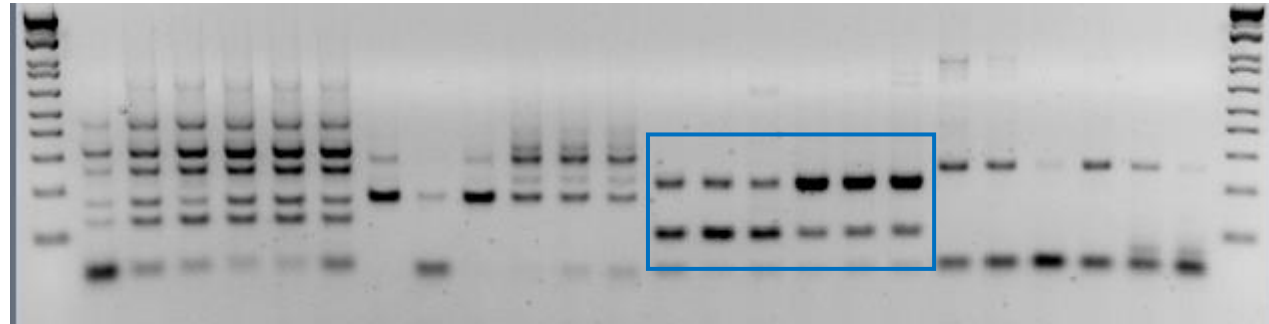

**Figure 2G**

Oprl1

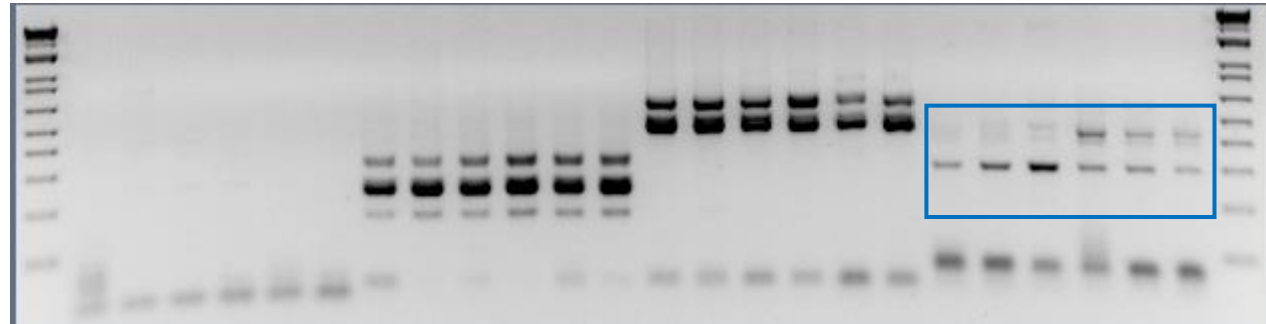

**Figure 2G**

*lqgap1*

*Eif4a2*

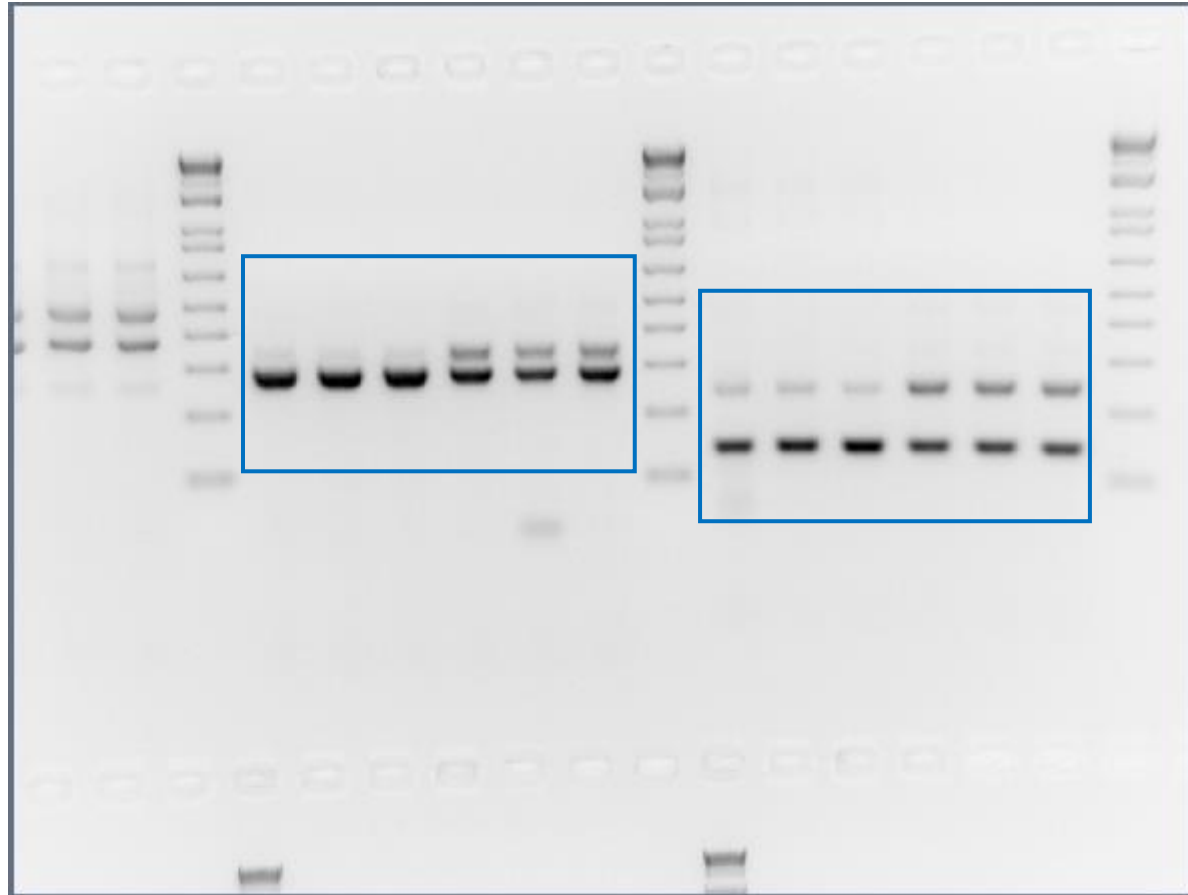

**Figure 2G**

Taf1b

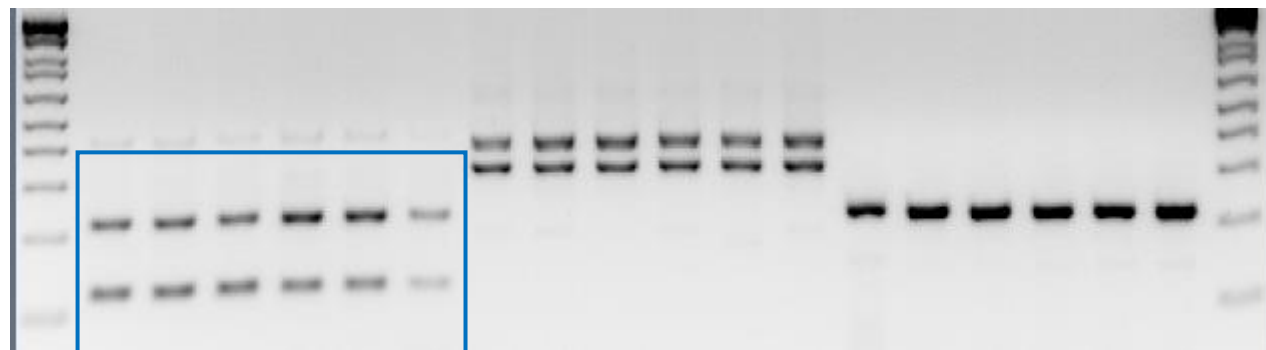

**Figure 2G**

Snap23

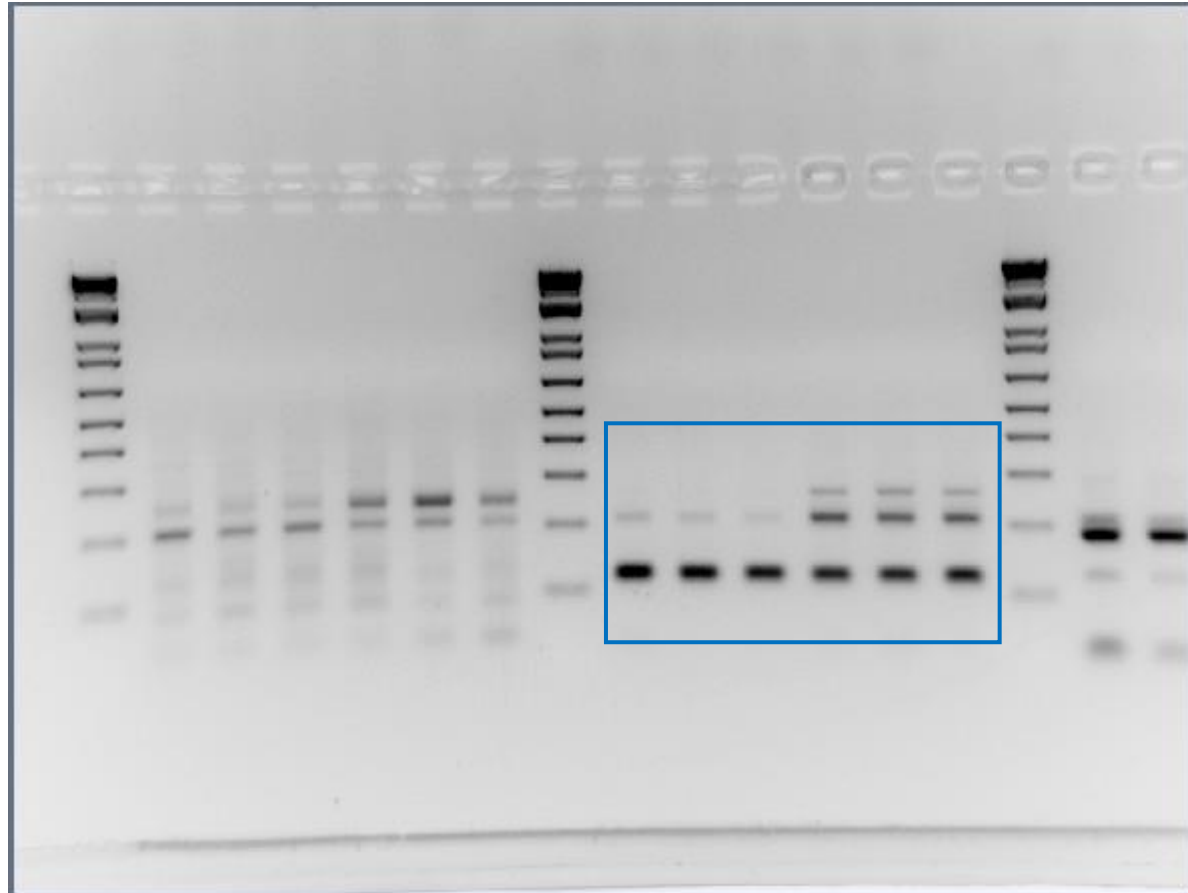

**Figure 2G**

Hps5

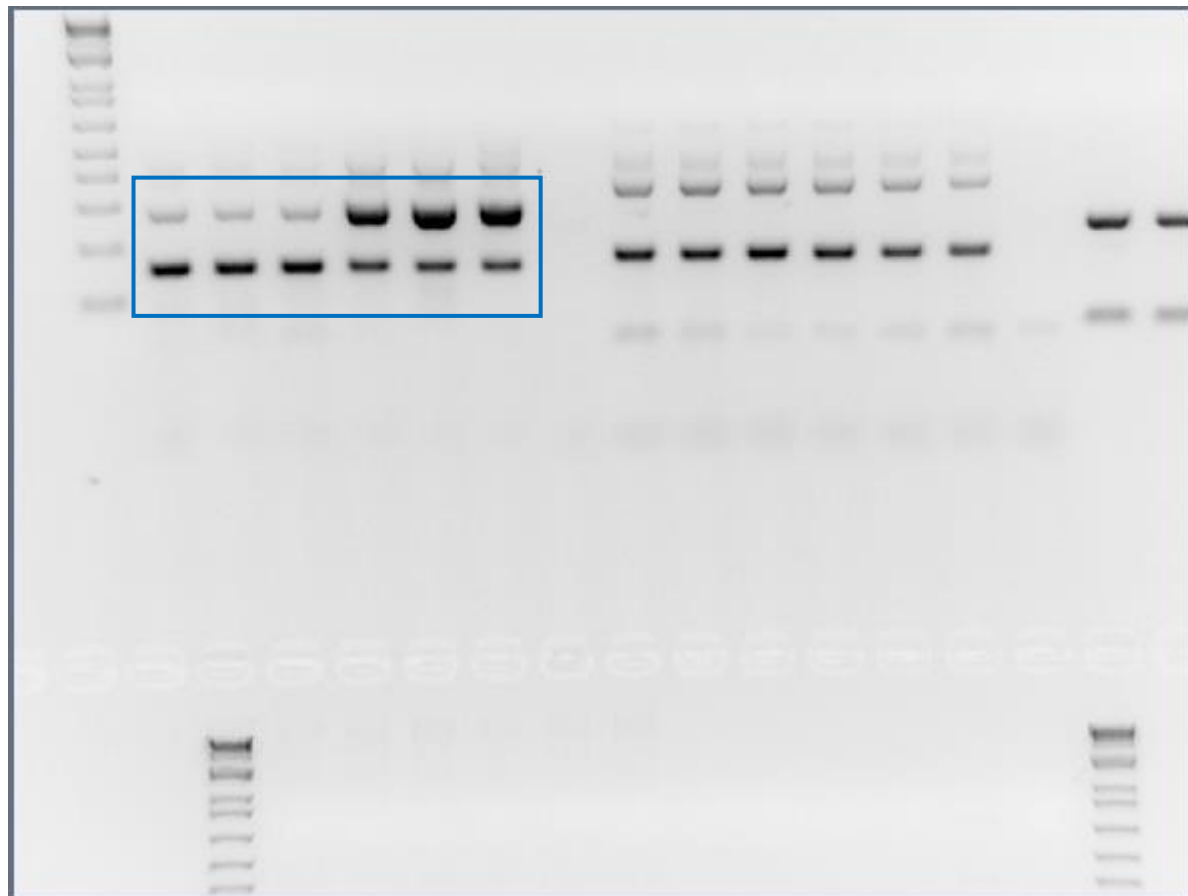

**Figure 2G**

Pdlim7

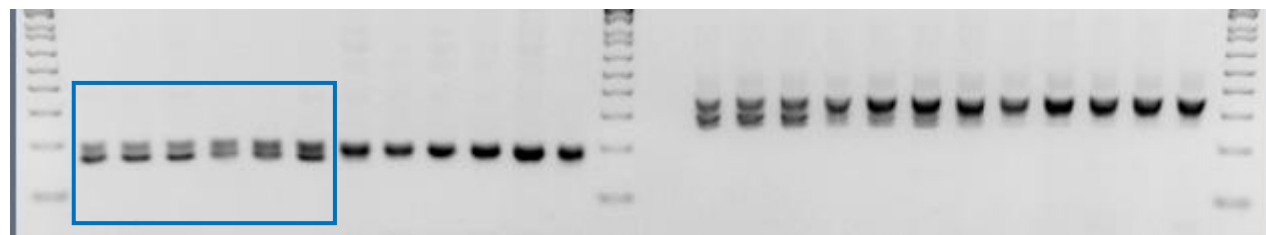

Figure 2G

Invs

Plekha7

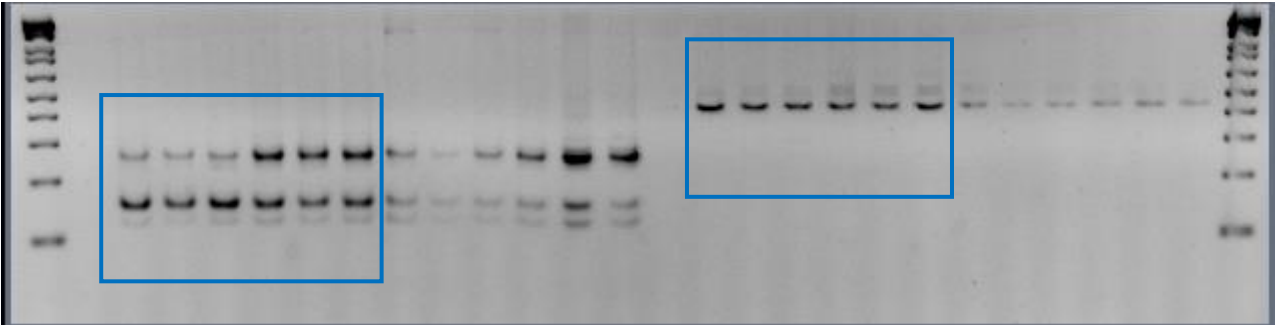

Figure 2G

Rock1

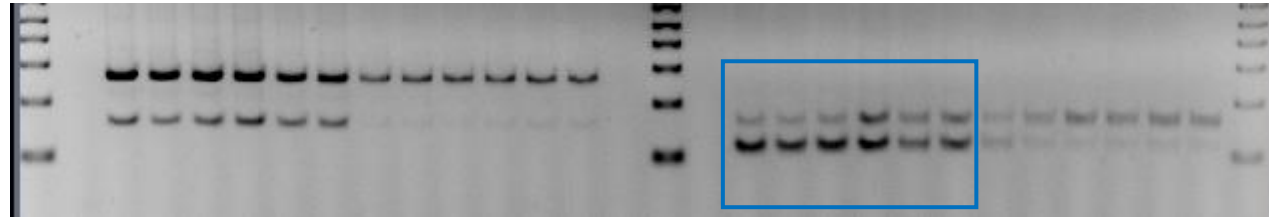

Alg13

A black and white photograph of a gel electrophoresis result. The gel shows multiple lanes with various DNA bands. A blue rectangular box is drawn around a specific region in the middle of the gel, highlighting a particular band or set of bands. The bands are dark against a lighter background, and the gel itself is oriented horizontally.

## Figure 2G

Ctnnal1

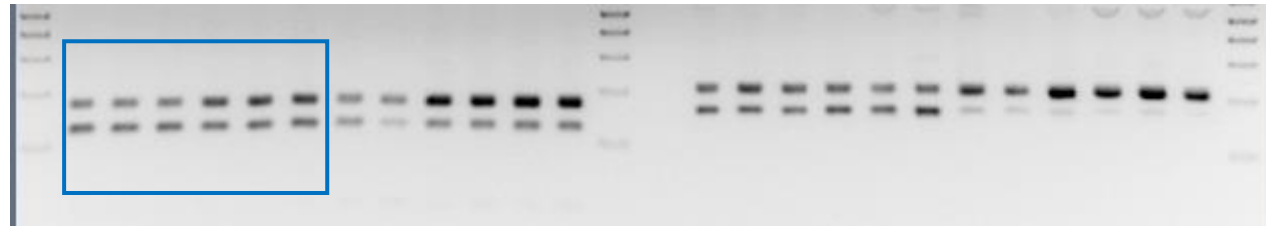

**Figure 2G**

Ripk2

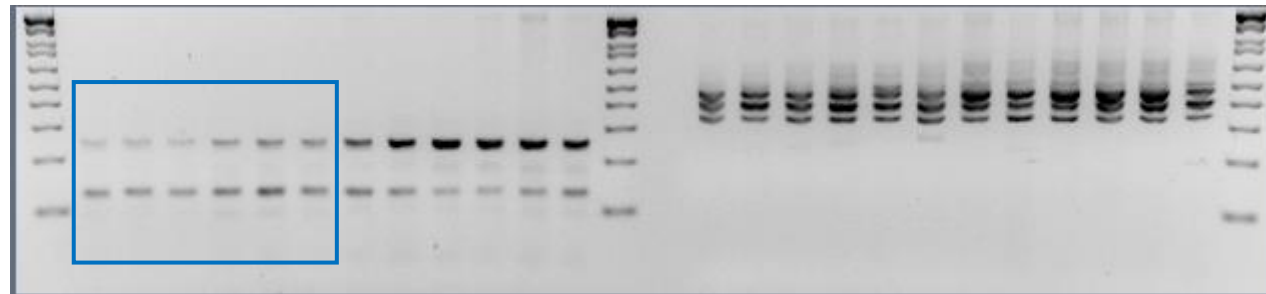

**Figure 2G**

Dffb

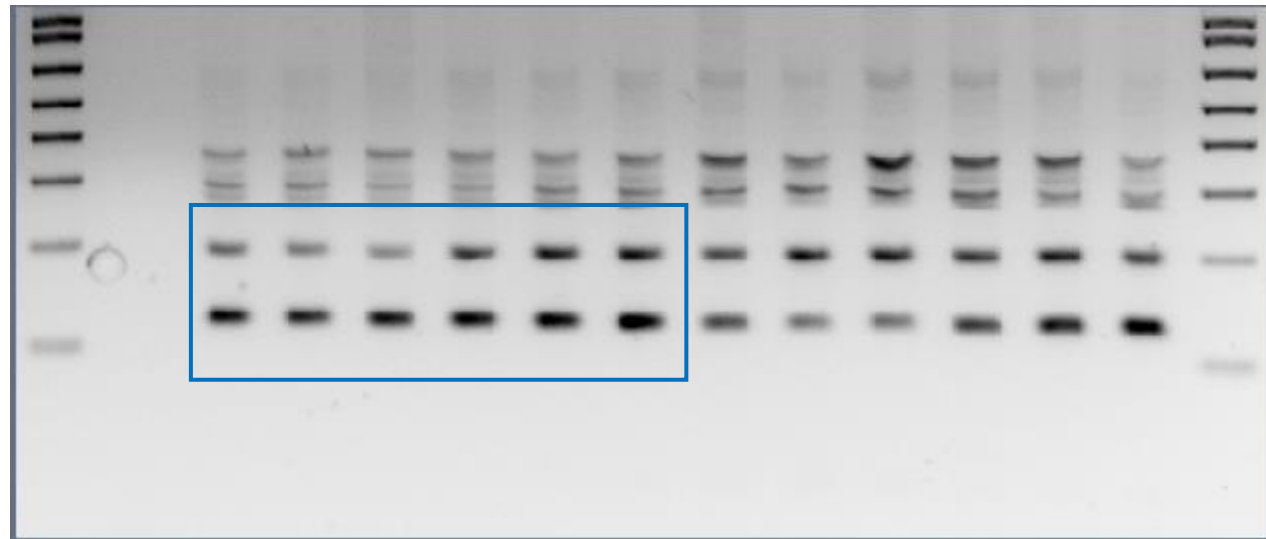

**Figure 2G**

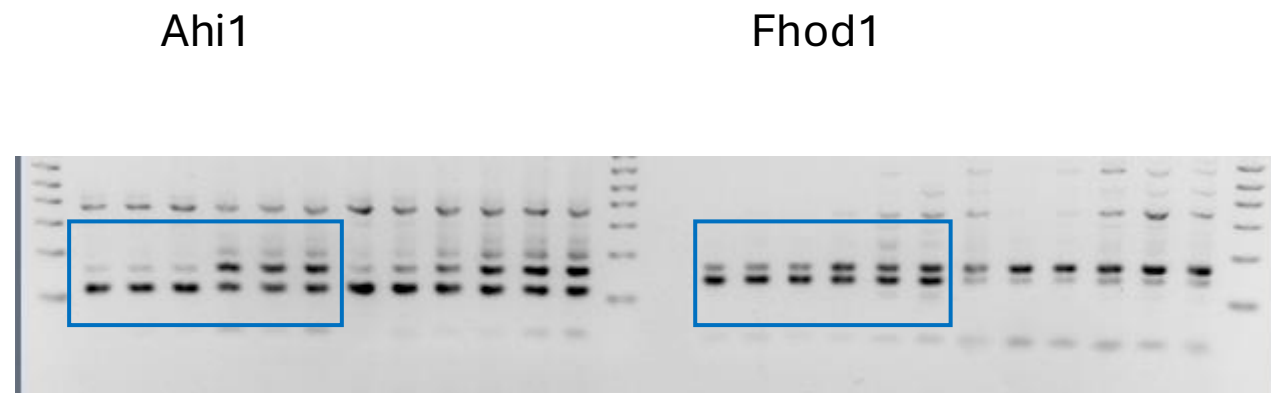

## Figure 2G

Akap8

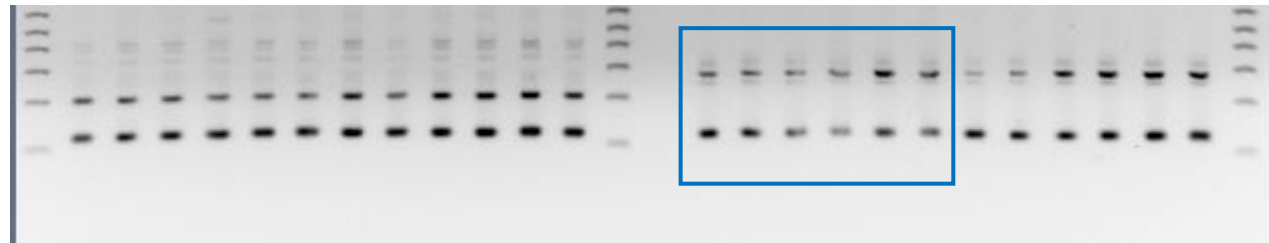

**Figure 2G**

Lpcat2

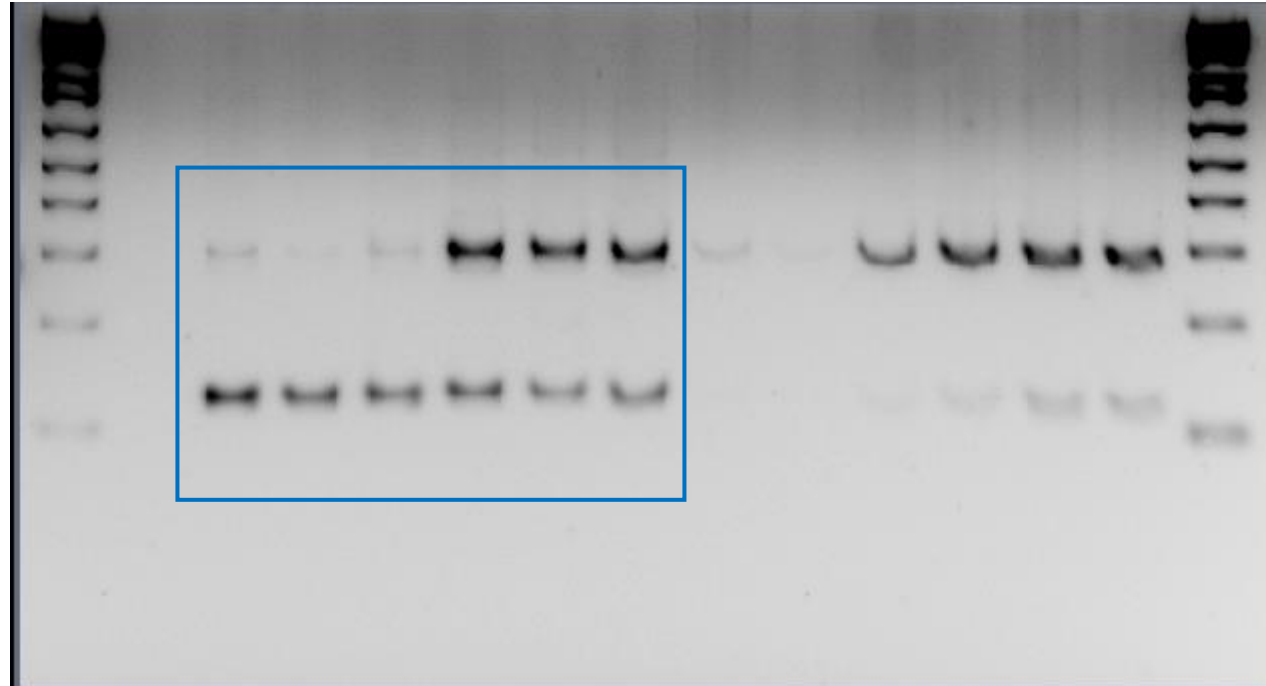

## Figure S5G

Gria2

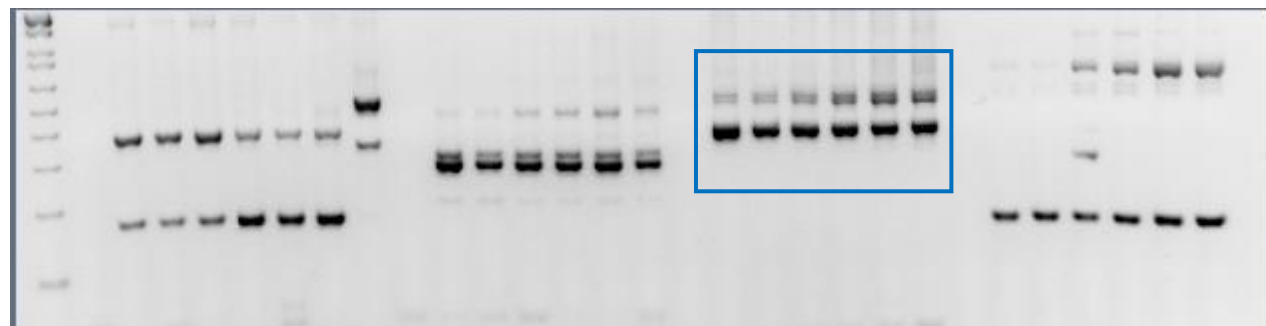

Figure S5G

Rock1

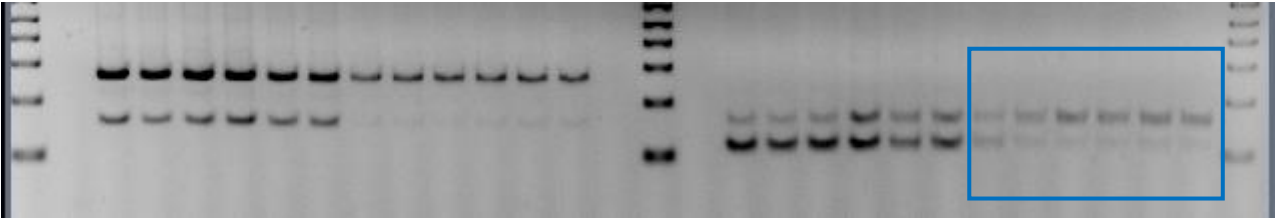

### Figure S5G

## Cttnal1

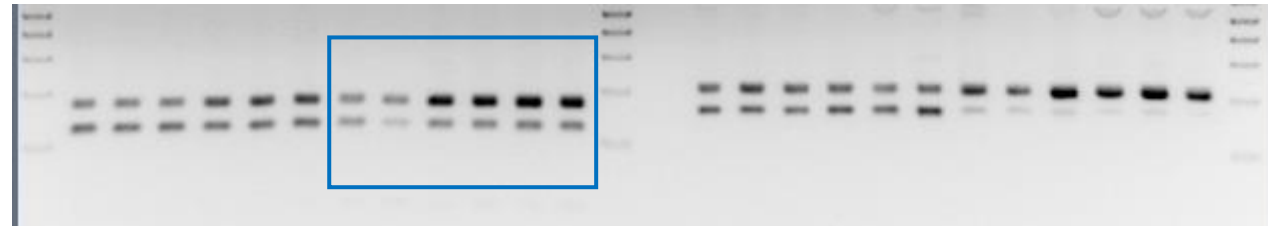

**Figure S5G**

Hps5

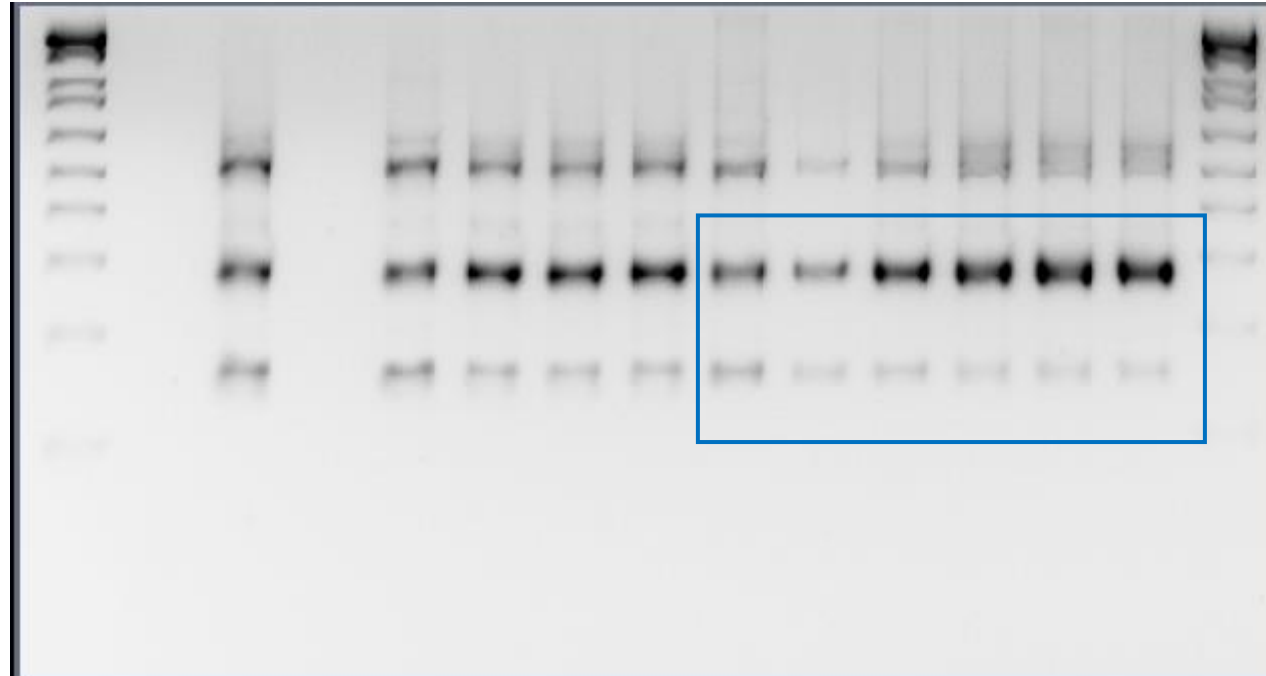

## Figure S5G

Gad1

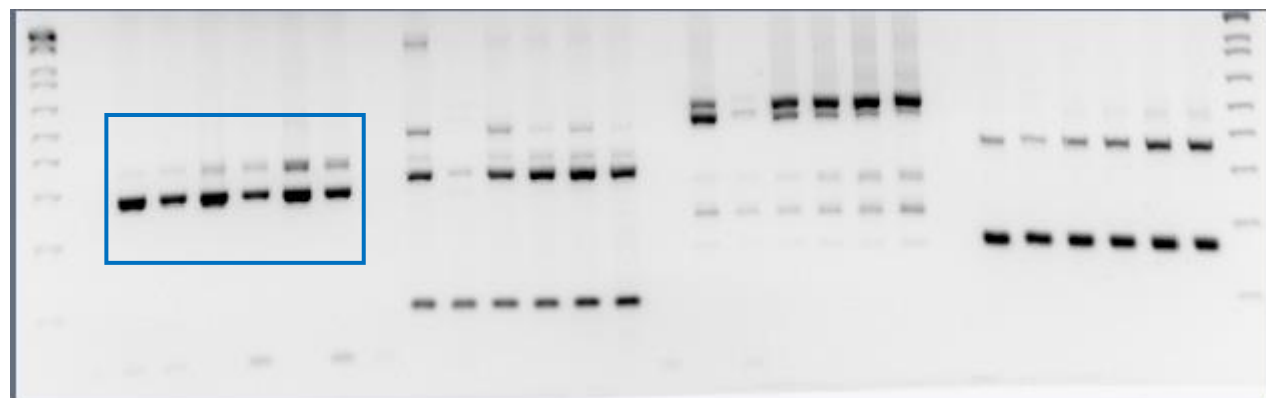

## Figure S5G

Stx3

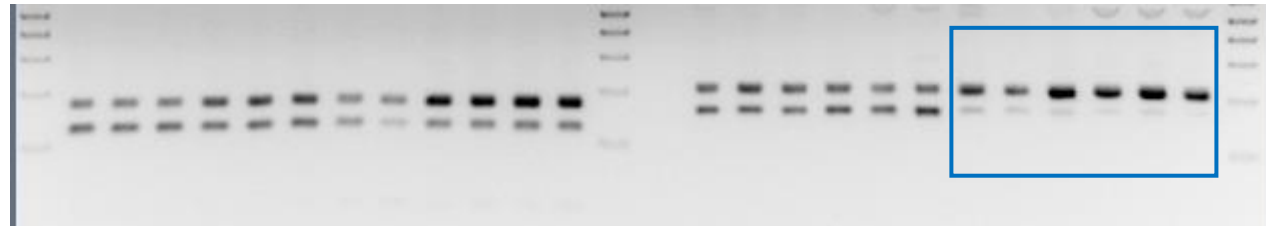

## Figure S5G

Ripk2

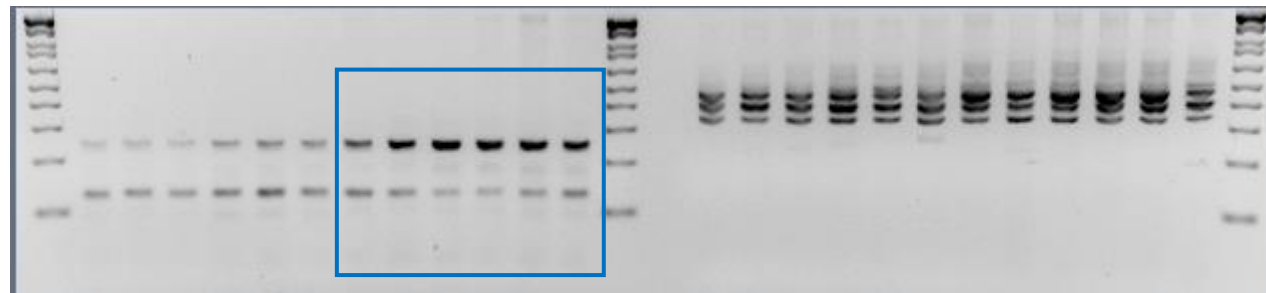

## Figure S5G

Akap8

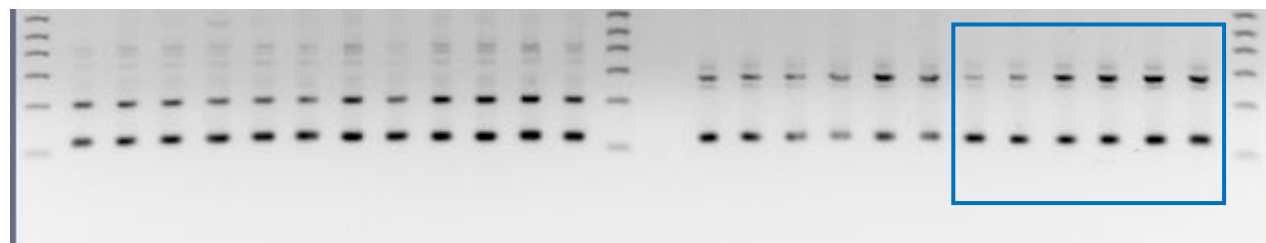

Figure S5G

Ahi1

Fhod1

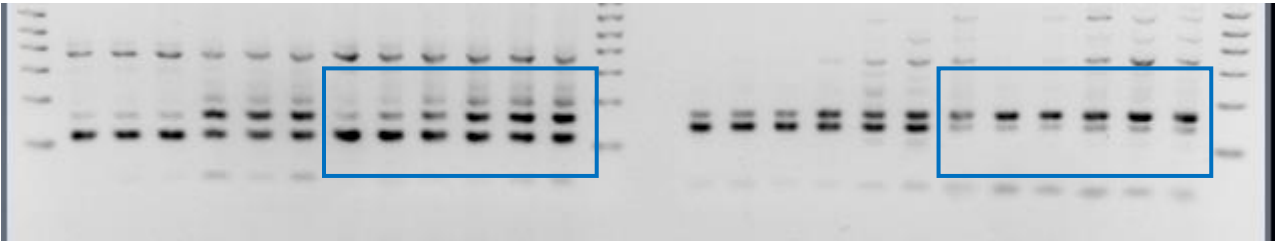

## Figure S5G

Invs

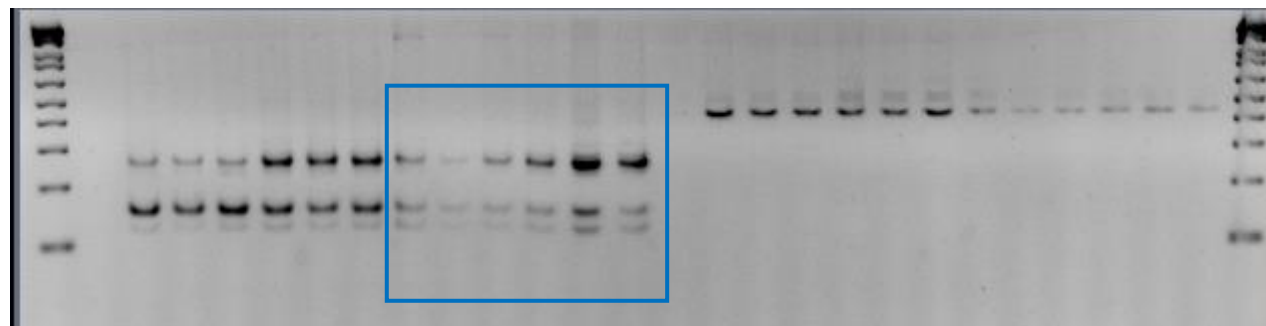

**Figure S5G**

Lpcat2

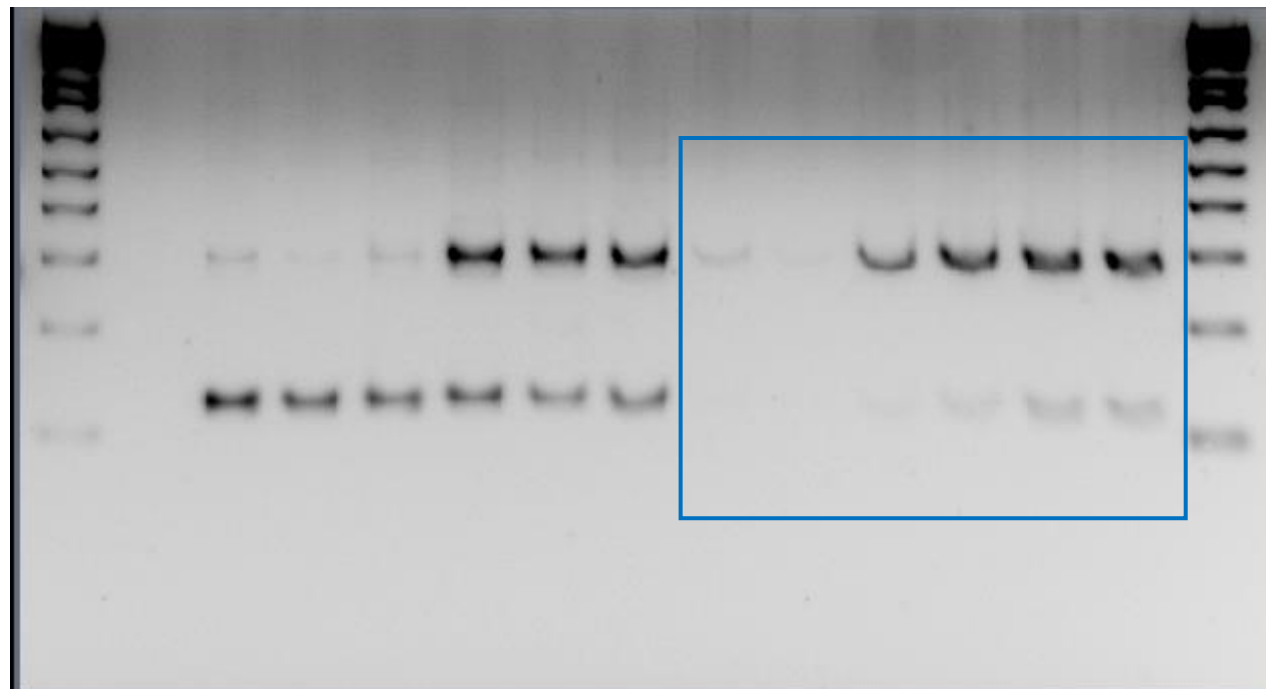

Figure S6A

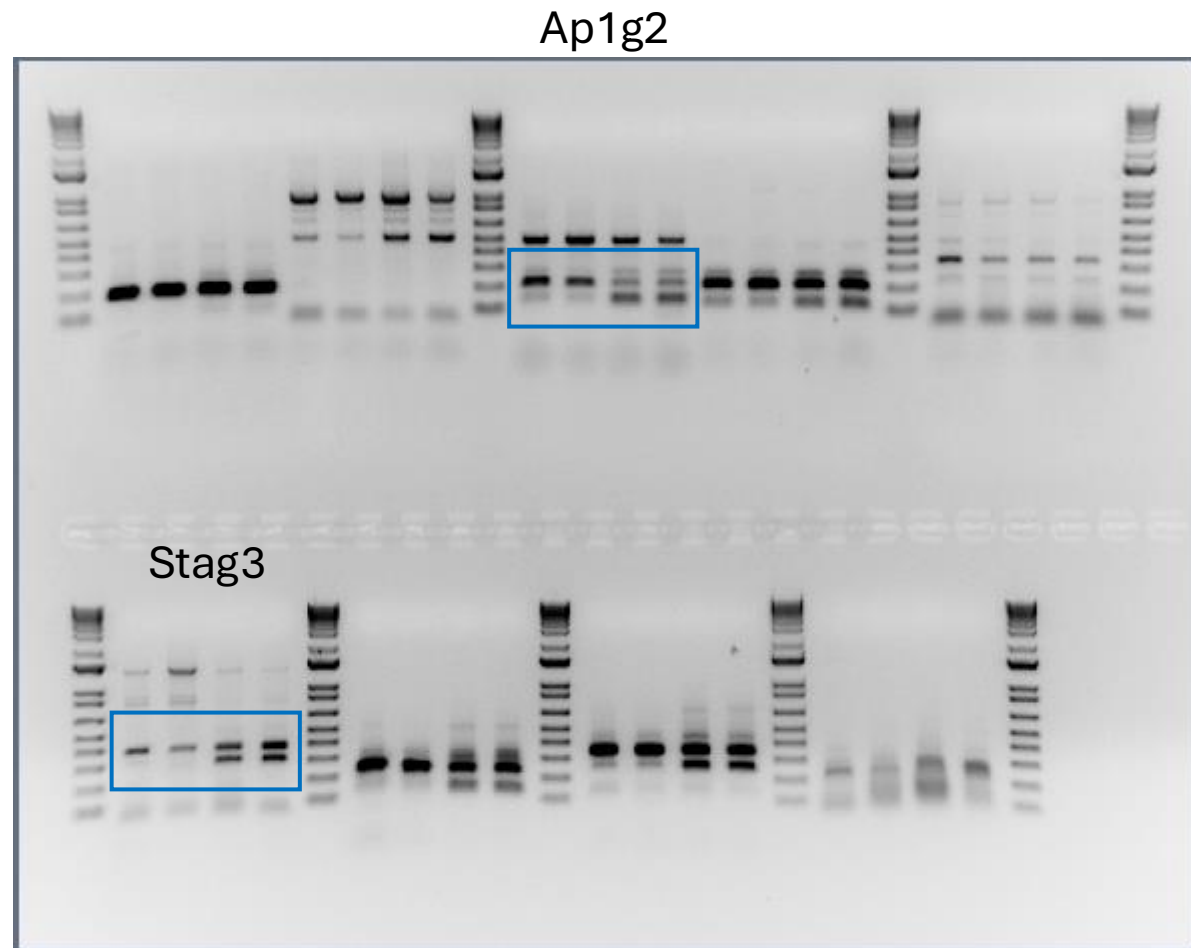

**Figure S6A**

Stxbp2

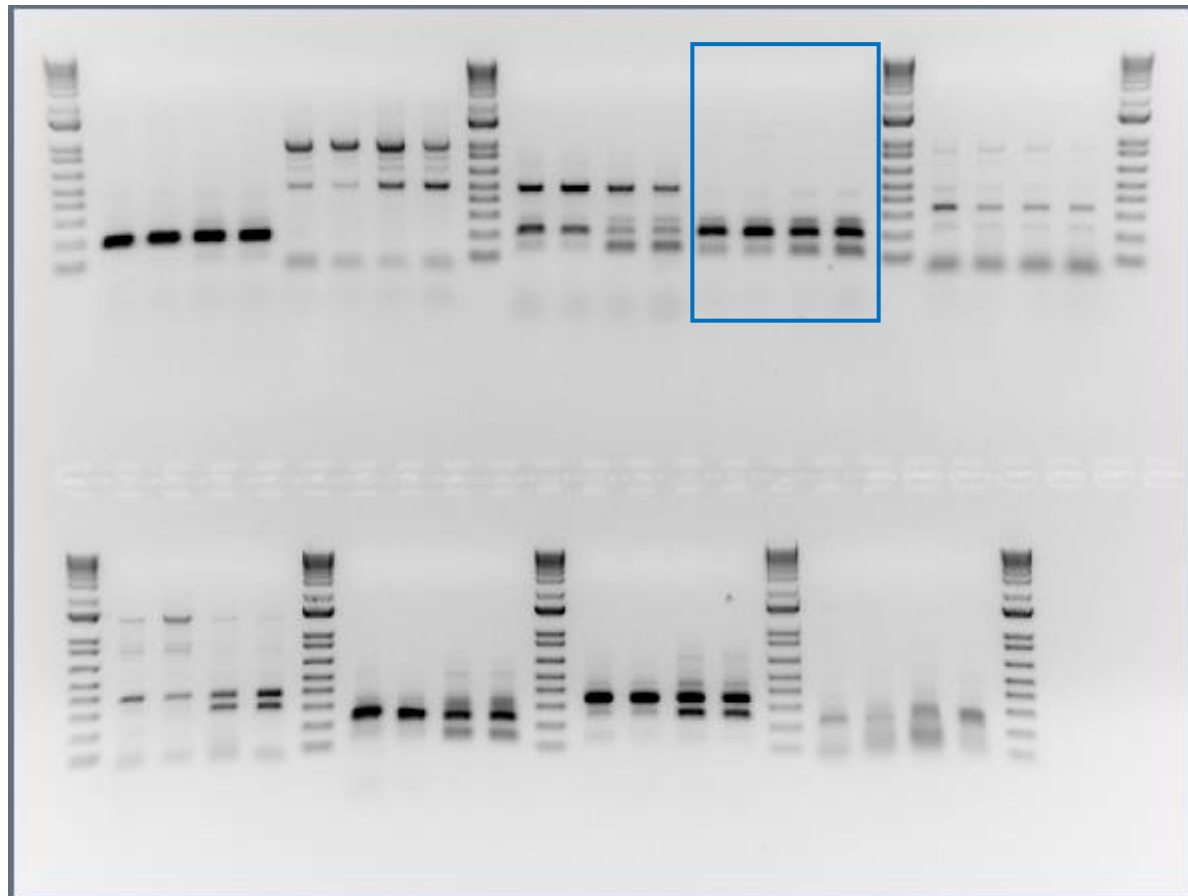

**Figure S6A**

Cacna1b

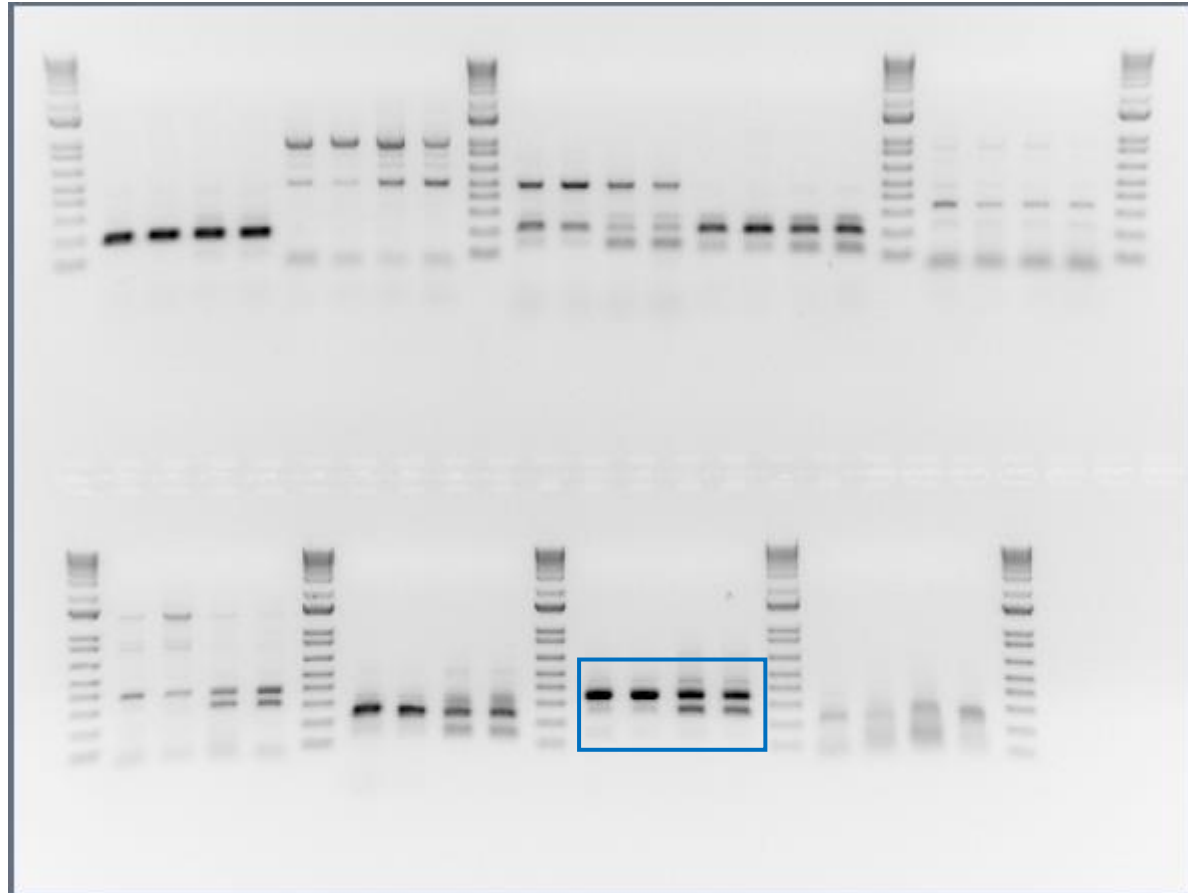

**Figure S6A**

Gabbr1

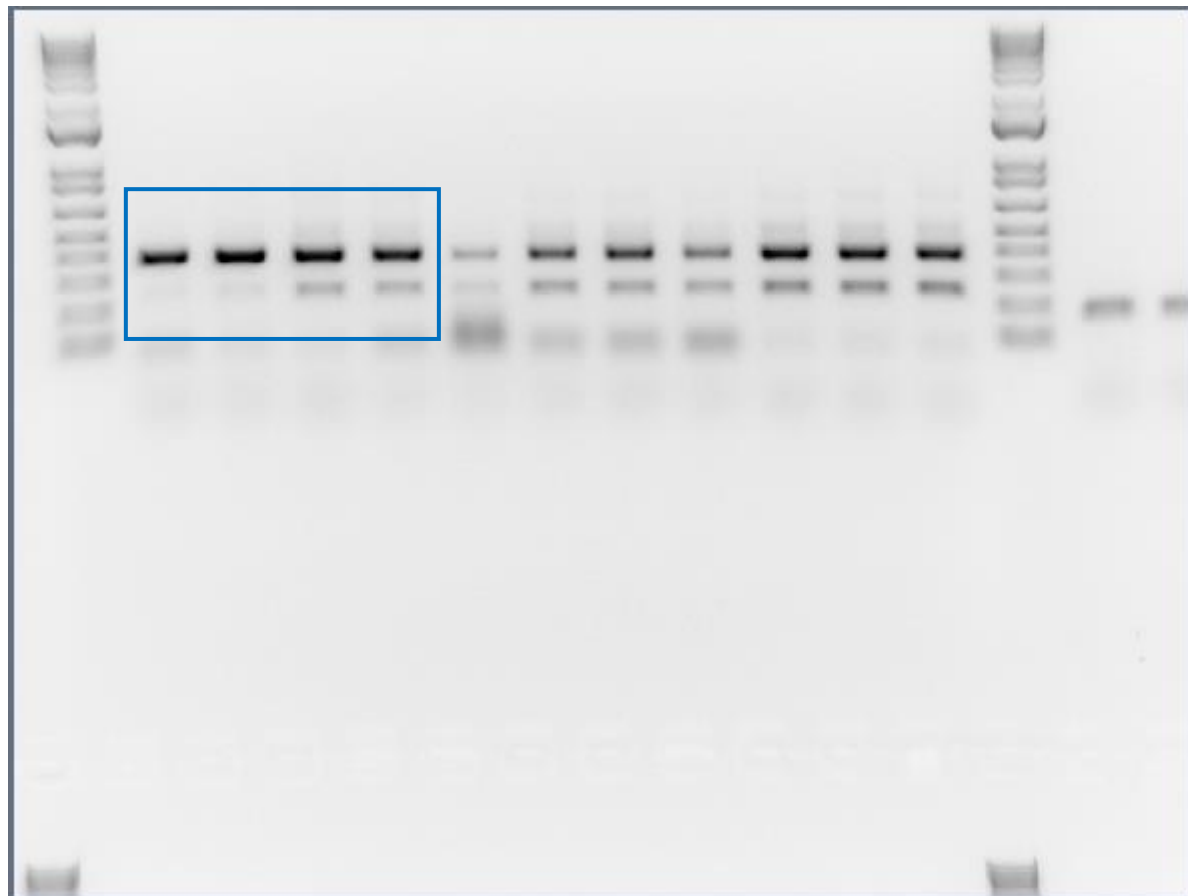

Figure 6D

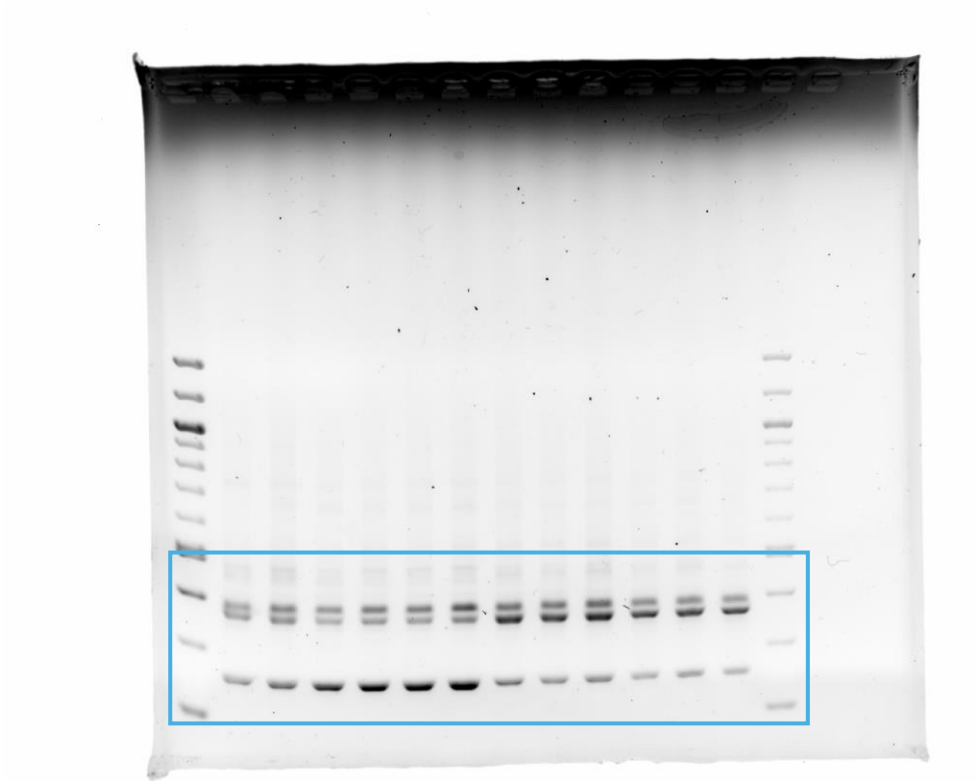

Figure S13E

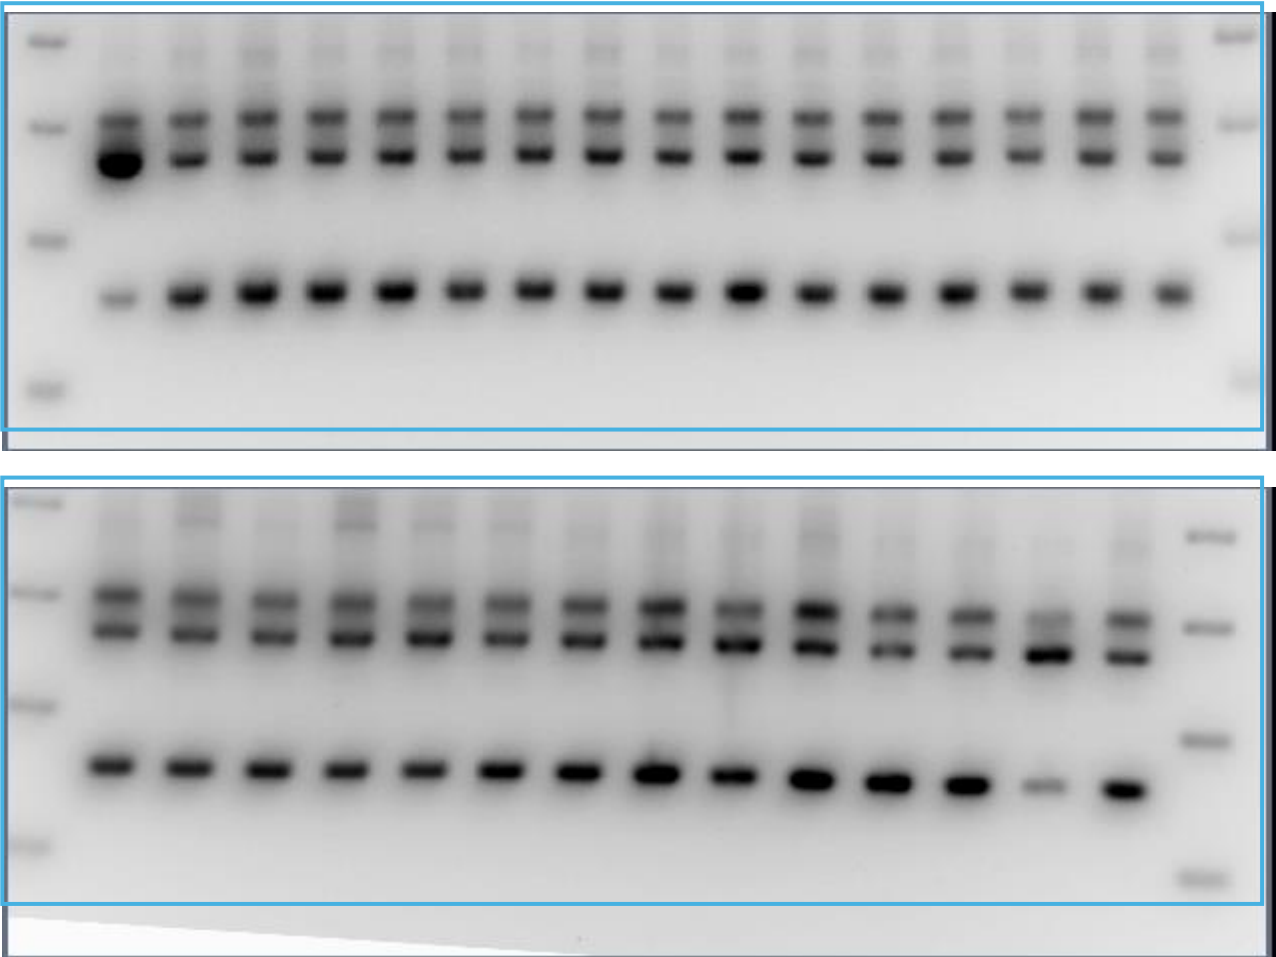

**Figure S13F**

ASO 1137 AND 1150 in SH-SY5Y

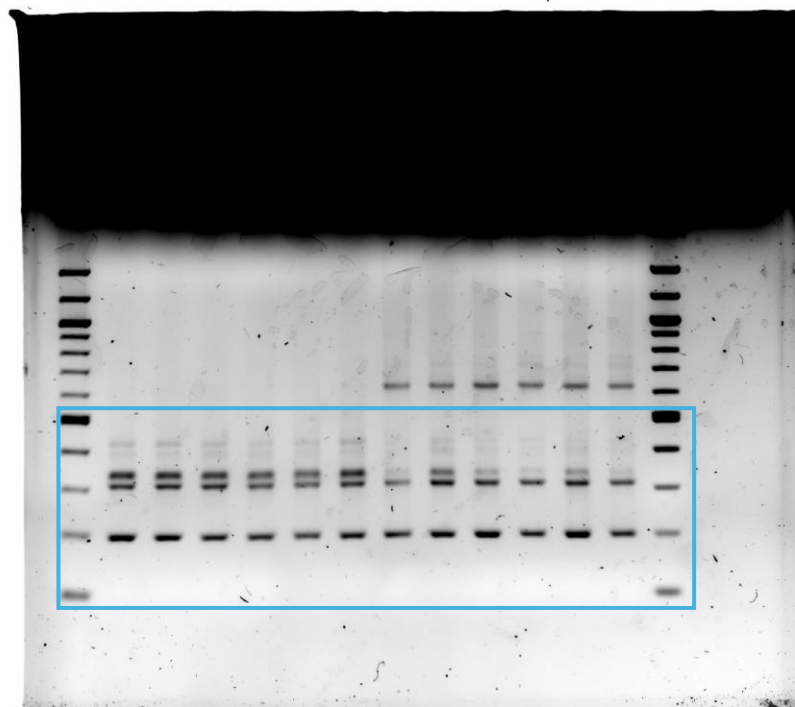

# Figure S13G

ASO1137 dose in HEK293T

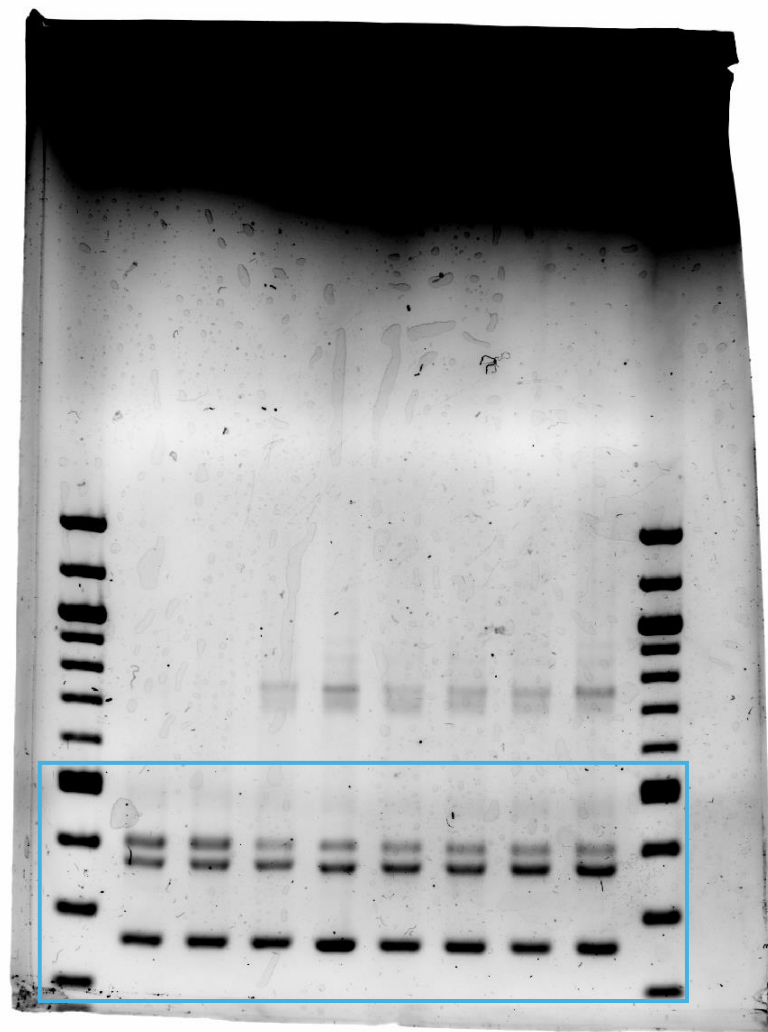

# Figure S13H

ASO1137 dose in SH-SY5Y

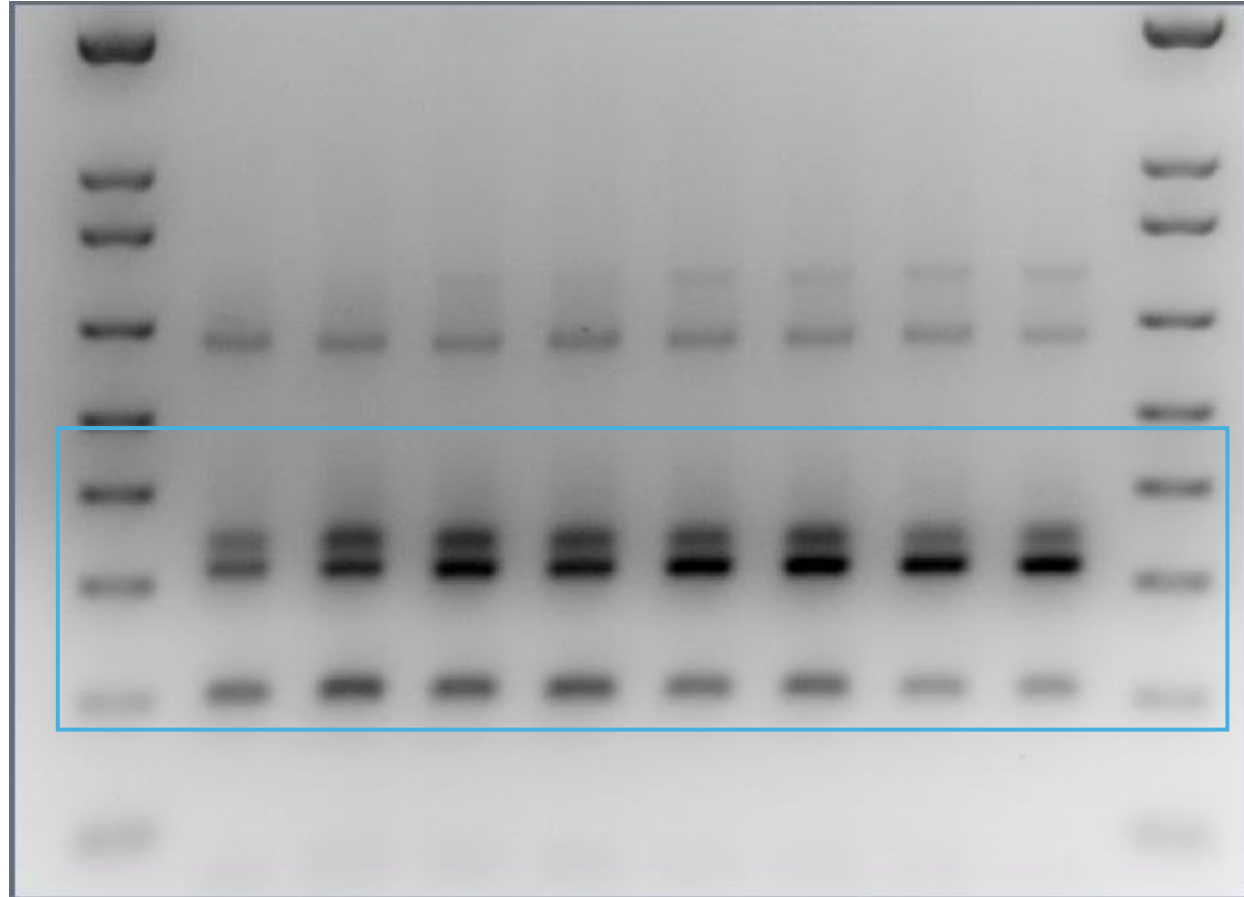

**Figure S13I**

ASO1150 dose in HEI

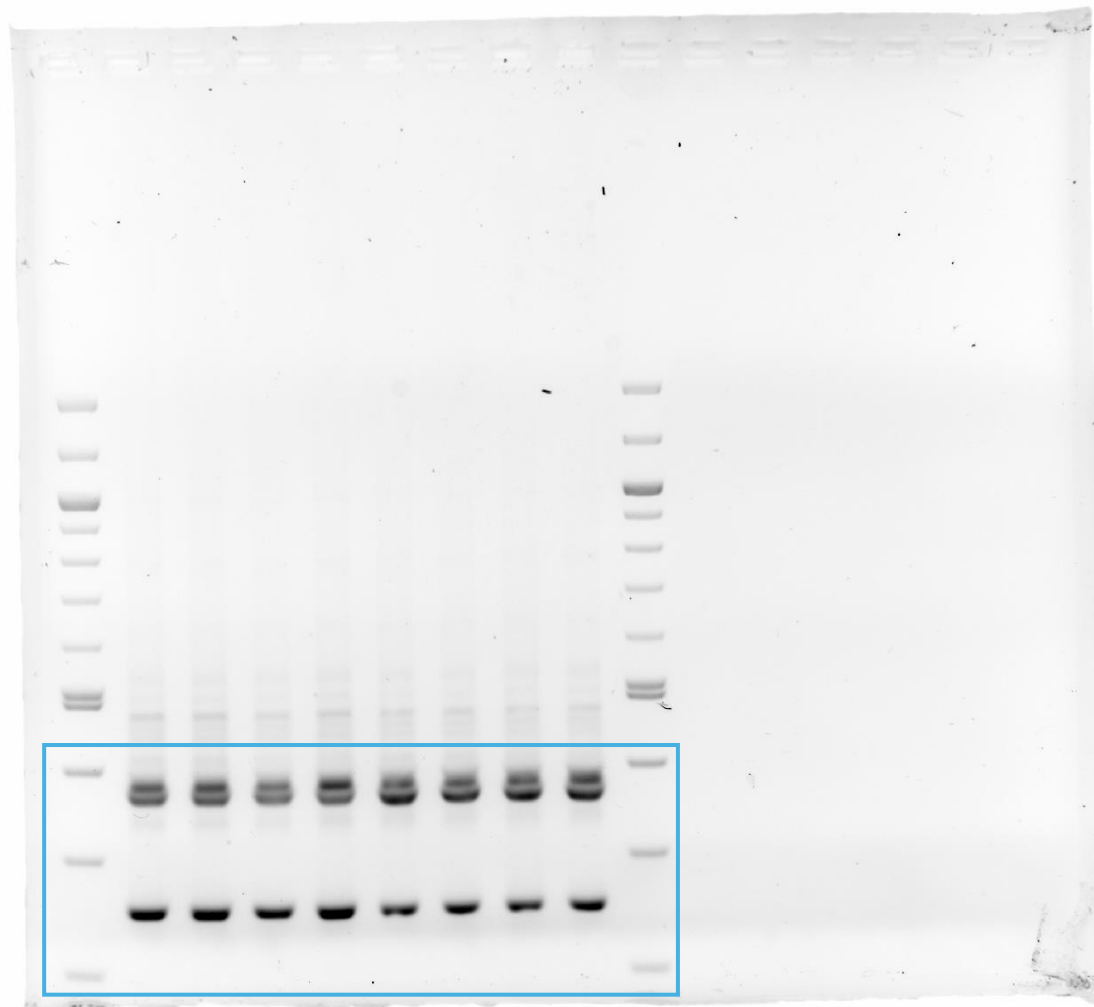

**Figure S13J**

ASO1150 dose in SH-SY5Y

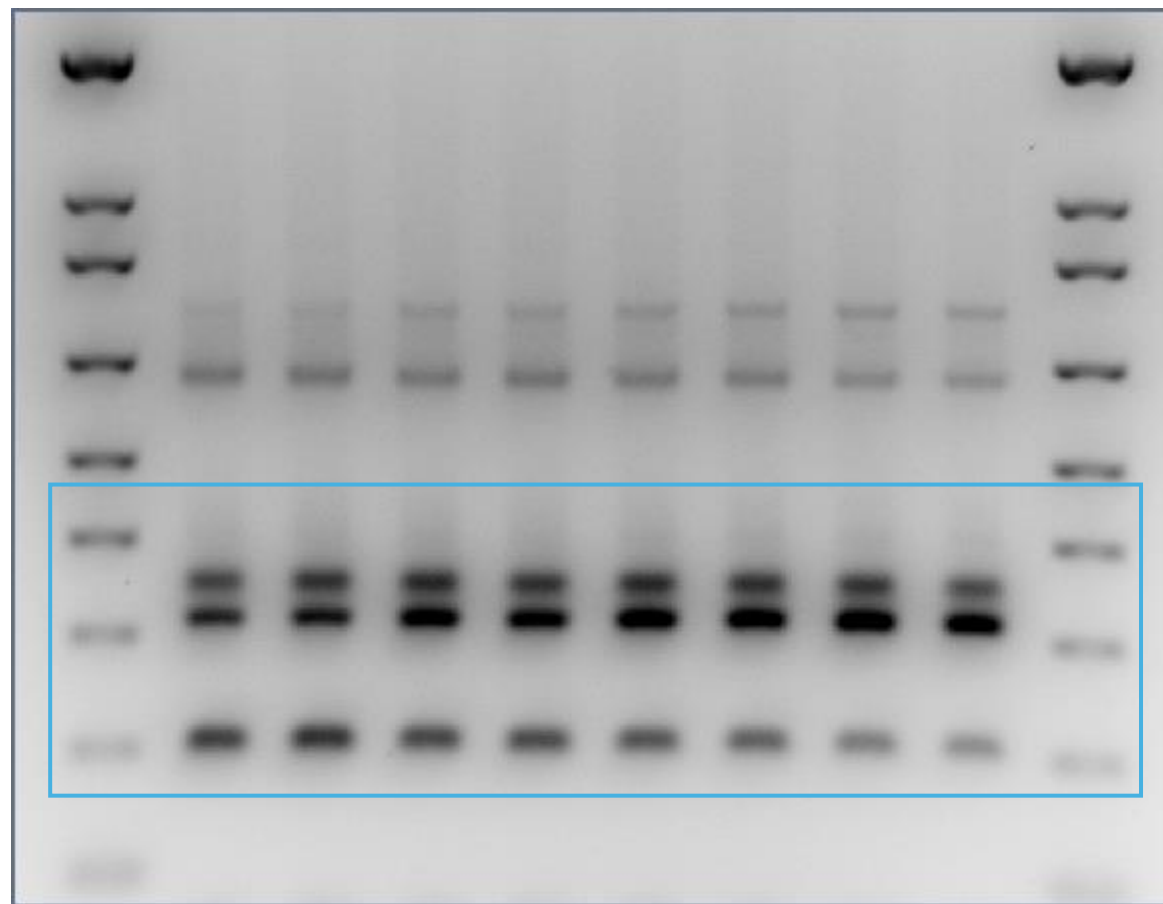

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

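The data came from 3 RNA-seq experiments: Neuro2a cells with *Upf1* siRNA or control siRNA (2 libraries each), mouse primary neurons with CHX or DMSO (2 libraries each), and human iNeurons with CHX or DMSO (3 libraries each). Each library was assigned to its condition and replicate by its label. The authors aligned the reads with STAR and counted them on genes with featureCounts. The values of both gene tables are raw counts as deposited, without normalization and without a filter on genes with low counts. The other values of the human table are gene lengths in bases as deposited. The mouse table lists 56262 genes and the human table 60708 genes by Ensembl identifier. Of the mouse identifiers, 55141 were matched to gene names of the reference annotation, 1 was named from Supplemental Table 3a, and 1120 stayed without a name. Positions came from GENCODE M21 on GRCm38 and GENCODE 44 on GRCh38, which may differ from the releases that the authors counted on, so they were used only to name and locate genes. Total counts per library are given with each experiment and ranged from 26950786 to 88316382. Replicates spread more than sampling noise in every group, with chi-squared statistics per degree of freedom from 4.49 to 60.1, so precision was set by the replicates and not by depth.

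Each experiment was fitted alone with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), libraries were scaled by TMM, and groups were compared with glmQLFit and glmQLFTest, two-sided, with Benjamini-Hochberg adjustment. Differential expression was called at the thresholds of the paper, an adjusted P value under 0.001 and an absolute log2 fold change over 1. CPM are TMM-scaled, and errors are SDs between replicates. Sets of genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01 against all other tested genes, with Benjamini-Hochberg adjustment within each family and a threshold of 0.05. Differences between medians were tested by 100000 permutations over genes, two-sided, and shares by Fisher's exact test. The interaction between the mouse experiments was tested in 1 fit of all 8 libraries. The PCA used the 500 most variable genes on log2 CPM with a prior count of 2.

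Host genes by EANMD flag were taken from Supplemental Tables 1b, 1d to 1f, and 3a. Of the 245 genes of Supplemental Table 1b, 243 were matched, and *Septin5* and *Oga* were not. Supplemental Table 4a was held in part, so the host genes of its events are described by their medians without a test. Lists written beforehand were the SR protein genes, the snoRNA host genes, the NMD factor genes, the immediate-early genes, the RT-PCR genes of Fig. 2G and Supplemental Figure 5F, and the example genes of Fig. 5 and Supplemental Figure 12. A list of tubulin genes was written after the data had been seen. The genes named in the text were the 3 raised and the 3 lowered genes with the smallest P values of each experiment, among those past the thresholds whose groups do not overlap and with at least 10 counts in every library of the higher group. To these were added the genes that the paper names for the experiment and the members of the lists.

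The alternatives were DESeq2 1.42.0, its size factors within edgeR, library size alone, a minimum of 10 counts in every library, no filter beyond 1 count, a replicate block, all mouse libraries in 1 fit, an adjusted P threshold of 0.05, fry, camera with an estimated correlation, 10000 random lists matched on mean expression in 20 bins, genes with more than 1 flag kept, only events that pass the NMD score filter, and each library left out in turn. With 1 library left in a mouse group, only values were given and no test. For the PCA, all tested genes and a variance stabilizing transformation were tried. DESeq2 without a filter at 12 pairs of thresholds, TPM computed from counts and gene lengths, and the column of Supplemental Table 3a were added after the data had been seen. So was the comparison of host genes in iNeurons, whose first version applied the NMD score minimum to ORF-preserving events too and was replaced after its values had been seen.

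The pipeline was tested on simulated counts with the means and dispersions of each experiment, in which 200 genes were changed. It recovered 95.4% of 197 tested changed genes for Neuro2a cells, 88.0% of 192 for primary neurons, and 96.9% of 196 for iNeurons. DESeq2 recovered 91.4%, 83.9%, and 95.4% of them. These rates do not tell how changes near the threshold, or changes in many genes at once, are recovered. Exon inclusion, splice junctions, the *Upf2*-knockout, *Ptbp1/2* KD, ENCODE, and human brain libraries were not analyzed here.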

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

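The tests of depth, abundant genes, and gene length in this part were chosen only after the results had been seen. Library size alone was among the alternatives set before the data were examined. Its use here as an explanation was chosen afterwards.

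The paper gives no count of differentially expressed genes for CHX-treated primary neurons. By edgeR at the thresholds of the paper, 3454 of 19885 tested genes passed, 1411 higher and 2043 lower, which stands out as a signal in data that the paper did not analyze in this way. DESeq2, the tool of the paper, gave 5096 genes at the same thresholds, 2269 higher and 2827 lower, of which 3434 were shared. The cause of this difference was not tested. The raised genes with the smallest P values were *Hist1h2bc* (log2 fold change 4.75), *Egr1* (4.85), and *Txnip*, which rose from 9.44 ± 0.345 to 213 ± 9.54 CPM (SD, n = 2 each). The lowered genes were *Tubb5* (−5.53), *Tubb3* (−6.28), and *Gm11223* (−3.70). The tubulin genes form a family with similar sequences, so reads may be shared between members. This was not tested for single members, whose values stay uncertain. *Gm11223* is a processed pseudogene, whose reads may belong to a near-identical parent gene, and this was not tested. With all 4 libraries thinned to the depth of the smallest, 3338 genes passed, of which 3314 were among the 3454, so a difference in depth does not account for the count. With the 100 most abundant genes left out, 3323 passed, of which 3311 were shared, so the count under TMM scaling did not rest on these genes. This was not repeated with library size alone, so it cannot tell whether abundant genes cause the difference between scalings. The scaling between libraries changed the share of raised genes among those that passed. With library size alone, 4329 genes passed, of which 2816 were shared, and 67.3% were higher in place of 40.9%. The number of genes raised relative to the others therefore depends on the scaling. A response to CHX stays open as the biological explanation. CHX blocks translation as a whole, and its effects on NMD and on other processes were not separated by this design.

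The effect of CHX in primary neurons minus that of *Upf1* KD in Neuro2a cells was 0.37 (log2) for NMD_in host genes and 0.43 for ORF-preserving host genes, and both passed the interaction test (adjusted p = 0.0349 and 0.0109 by camera). Neither call held with an estimated correlation. Among 10000 random lists matched on exon length and mean expression, these medians lay at the percentiles 97.15 and 90.5. The random lists had a median of 0.034 for NMD_in and of 0.28 for ORF-preserving host genes. Exons of ORF-preserving host genes had a median total length of 8280 bases, and those of NMD_in host genes 5338 bases, against 3330 bases over all genes. Gene length may therefore account for much of the difference for ORF-preserving host genes. For NMD_in host genes, lists of this length gave little of the difference, but their spread still reached it, so gene length stays open there. The cells, the treatment, and its duration all differ between the experiments, and a biological difference between them stays open and untested.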

How the results depend on the processing

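The choices and alternatives were set before the data were examined, except for those chosen after values had been seen: DESeq2 without a filter at 12 pairs of thresholds, TPM computed from counts and gene lengths, the column of Supplemental Table 3a, and the comparison of host genes in iNeurons. In the last, leaving the NMD score minimum out for ORF-preserving events was itself chosen after a first version with it. Unless a cause is named, the cause was not tested.

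The 745 genes called in *Upf1* KD became 494 with all 8 mouse libraries in 1 fit, 1037 with no filter, and 1298 at an adjusted P threshold of 0.05. The 3454 genes called in CHX-treated primary neurons became 7010 at that threshold and 5096 with DESeq2. A looser threshold raises a count by construction. In iNeurons the count of 2258 stayed within 1.5 times under every alternative apart from the added pairs of thresholds. For primary neurons, library size alone gave 67.3% higher genes in place of 40.9%, and for iNeurons 82.9% in place of 58.7%. Under library size alone the median of all genes moved from 0.0045 to 0.33 in primary neurons and from 0.016 to 0.27 in iNeurons. With each iNeuron library left out, 87.9% to 92.2% of the 2258 genes stayed past the thresholds.

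With a replicate block, primary neurons gave 5551 genes, which include 3451 of the 3454, *Upf1* KD gave 903, and iNeurons gave 2180. Libraries with the same replicate number did not deviate together from their group means, with correlations across genes of 0.021 in *Upf1* KD, −0.046 in primary neurons, and −0.036, −0.066, and 0.0052 in iNeurons. With the block, snoRNA host genes in primary neurons, with a median of 0.21, passed the threshold.

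DESeq2 without a filter gave 745 genes in *Upf1* KD, 5006 in primary neurons, and 2281 in iNeurons at the unchanged thresholds, and was also run at looser pairs. At an adjusted P threshold of 0.001 and log2 fold change thresholds of 0.8, log2 of 1.5, and 0.5, it gave 1166, 2050, and 2594 genes in *Upf1* KD and 6120, 7123, and 7234 in primary neurons, and 4855 and 5463 in iNeurons for the last 2 thresholds. At 0.01 it gave 1319, 2287, and 2896 in *Upf1* KD, 6891, 8250, and 8735 in primary neurons, and 3760, 5360, and 6049 in iNeurons. At 0.05 it gave 1491, 2541, and 3211 in *Upf1* KD, 7781, 9345, and 10024 in primary neurons, and 4246, 5973, and 6717 in iNeurons. At a log2 fold change threshold of 1, primary neurons gave 5639 at 0.01 and 6399 at 0.05. The looser thresholds raise these counts by construction over those of DESeq2 at the unchanged thresholds. In primary neurons the step from 3454 to 5006 came with DESeq2 at the unchanged thresholds, and its cause was not tested. With the column of Supplemental Table 3a in place of the log2 fold change, 76 *Ptbp1/2*-responsive NMD_in events had higher mRNA and the matching PSI, in place of 49.

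Camera with an estimated correlation left 18 sets short of the threshold that had passed it, with unchanged medians: NMD_in (0.30) and NMD_ex (0.22) in *Upf1* KD, NMD_in in primary neurons (0.45), the interactions of 0.37 and 0.43, the *Ptbp1/2*-responsive sets (0.13, 0.18, and −0.10), the RT-PCR genes (0.68), the SR protein genes (0.32, 0.73, and 0.46 in *Upf1* KD, primary neurons, and iNeurons), the NMD factor genes (0.46, 0.57, and 0.63), the snoRNA host genes in *Upf1* KD (0.96), and the immediate-early genes in primary neurons (1.93) and iNeurons (2.20). The estimated correlations replace the preset value, and nothing else changes. Random lists matched on expression left NMD factor genes in primary neurons (0.57) short of the threshold. They brought past it the ORF-preserving sets in *Upf1* KD (−0.091) and primary neurons (0.27), and the host genes of other splicing events (0.11). The fry test brought past it the ORF-preserving (−0.091) and ORF-changing (−0.076) sets in *Upf1* KD, and NMD_ex (0.27) and ORF-changing (−0.38) host genes in primary neurons.

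ORF-preserving host genes in primary neurons also passed the threshold with DESeq2 (0.29), library size alone (0.59), at least 10 counts in every library (0.33), no filter (0.29), and all mouse libraries in 1 fit (0.27). NMD_ex host genes in primary neurons passed it with library size alone (0.59), at least 10 counts in every library (0.33), and only the events that pass the NMD score filter (0.53). With those events, the difference between NMD and ORF-preserving host genes in primary neurons was 0.30 and passed the threshold. The score was developed on mRNA changes of this kind, so neither result with those events is an independent test. ORF-preserving host genes passed it in *Upf1* KD with no filter (−0.090). In iNeurons, without a test, library size alone moved the medians to 0.45 for NMD_in, 0.82 for NMD_ex, and 0.40 for ORF-preserving host genes, and the score minimum for ORF-preserving events moved the last to 0.17. The interaction for NMD_ex host genes, −0.025, turned positive with DESeq2 (0.015), its size factors (0.015), library size alone (0.30), at least 10 counts (0.054), and no filter (0.023). The snoRNA host genes passed with DESeq2 in primary neurons (0.23), and in iNeurons their median of −0.063 became 0.20 with library size alone. The correlation across genes between the mouse experiments, 0.074, became 0.096 with at least 10 counts, 0.028 with no filter, and 0.039 with all libraries in 1 fit. The share of PC1, 79.9%, became 97.7% with the variance stabilizing transformation, 71.1% with all tested genes, 83.3% with library size alone, 95.4% with at least 10 counts, and 73.7% with no filter.

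With each of the 4 libraries left out, medians in *Upf1* KD lay between 0.27 and 0.32 for NMD_in, 0.17 and 0.24 for NMD_ex, −0.13 and −0.046 for ORF-preserving, and −0.095 and −0.046 for ORF-changing host genes. Without control replicate 1 or *Upf1* siRNA replicate 2, the ORF-changing value was −0.046 and −0.049, and the ORF-preserving value was −0.054 and −0.046. In primary neurons the ranges were 0.39 to 0.50, 0.19 to 0.36, 0.23 to 0.34, and −0.50 to −0.24, and the last value came without DMSO replicate 1. Interactions lay between 0.29 and 0.44 (NMD_in), −0.065 and 0.018 (NMD_ex, −0.056 without control replicate 1, −0.065 without DMSO replicate 1, and positive only without DMSO replicate 2), and 0.33 and 0.51 (ORF preserving). The *Ptbp1/2*-responsive NMD_in and NMD_ex sets lay between 0.10 and 0.15 and between 0.16 and 0.23. Host genes of other splicing events lay between 0.038 and 0.13, and the lowest value came without control replicate 1. The RT-PCR genes lay between 0.61 and 0.89. The difference between NMD and ORF-preserving host genes lay between 0.27 and 0.38 in *Upf1* KD and between 0.0082 and 0.16 in primary neurons, and the value of 0.0082 came without DMSO replicate 1. In iNeurons, NMD_in host genes lay between 0.098 (without DMSO replicate 2) and 0.19, and NMD_ex host genes between 0.51 and 0.60. ORF-preserving host genes lay between 0.069 (without DMSO replicate 1) and 0.18, with 0.086 without DMSO replicate 2. The NMD score filter gave 26.9 to 37.2 percentage points in *Upf1* KD.

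For the lists in *Upf1* KD, the ranges were 0.94 to 1.03 (snoRNA host genes), 0.36 to 0.48 (NMD factor genes), and −0.30 to −0.036 (immediate-early genes, the last without *Upf1* siRNA replicate 1). In primary neurons they were 0.71 to 0.80 (SR protein genes), 0.57 to 0.62 (NMD factor genes), and 1.81 to 1.94 (immediate-early genes). The snoRNA host genes there lay between −0.013 and 0.26, with negative values without DMSO replicate 1 (−0.013) and CHX replicate 1 (−0.0032). In iNeurons the snoRNA host genes lay between −0.30 and 0.041, positive only without DMSO replicate 1. Without DMSO replicate 2 or 3 or CHX replicate 1 or 2, they were −0.27, −0.24, −0.23, and −0.30. The correlation lay between 0.044 (without control replicate 2) and 0.097, and was 0.049 without DMSO replicate 1. The share of PC1 lay between 74.8% and 79.2%.

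Among single genes, *GRIA2* turned negative with DESeq2 (−0.0054) and its size factors (−0.0071), and lay between −0.20 and 0.25 with each library left out, negative without DMSO replicates 1 and 3 and CHX replicates 1 and 3. *DLG4* turned positive with library size alone (0.25) and no filter (0.013), and lay between −0.093 and 0.043, positive without DMSO replicate 1 and CHX replicates 1 and 3. *FOXP1* turned positive with library size alone (0.073), and lay between −0.39 (without DMSO replicate 1) and −0.071 (without CHX replicate 1), with −0.11 and −0.10 without DMSO replicates 2 and 3 and −0.31 without CHX replicate 3. *HEXA* lay between 0.036 (without CHX replicate 3) and 0.26 (without CHX replicate 1). *Ranbp3* in *Upf1* KD lay between 0.042 and 0.20, and each of the 4 libraries moved it by over 1.5 times. In primary neurons, *Fhod1* lay between −0.26 (without DMSO replicate 1) and 0.39 (without DMSO replicate 2), and either CHX library also moved it by over 1.5 times. *Lpcat2* lay between 0.16 (without DMSO replicate 1) and 1.13 (without DMSO replicate 2), with 0.37 without CHX replicate 2. *Rock1* lay between 0.29 (without DMSO replicate 2) and 0.77, and *Nin* between −0.85 and −0.37 (without DMSO replicate 1). Of the other values of single genes under alternatives with all libraries, 415 kept their direction and side of the threshold, 20 passed the threshold, and 1 no longer passed it. Of all values of single genes with 1 library left out that kept their direction, 25 moved by more than the spread between replicates and 291 did not.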

Differences from the paper's values

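In iNeurons, 1326 genes were higher with CHX, against about 2100 in the paper's Supplemental Figure 12B, read by eye. Of the alternatives set before the data were examined, library size alone (2239), no filter (1501), and an adjusted P threshold of 0.05 (1707) brought the count within 1.5 times of the paper's. DESeq2 (1339), its size factors (1280), at least 10 counts in every library (1246), the replicate block (1294), and leaving out each library did not. In iNeurons, 932 genes were lower, against about 1700 in the paper's Supplemental Figure 12B, read by eye. Only the adjusted P threshold of 0.05 (1310) brought it within 1.5 times. At pairs of thresholds for DESeq2 without a filter that were chosen after seeing the values, both counts came closest at an adjusted P of 0.01 and a log2 fold change of 0.8, with 2034 higher and 1726 lower, and the thresholds stated in the paper gave 1296 and 985. The other added pairs with a looser threshold also brought both counts within 1.5 times or above the paper's.

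Of the *Ptbp1/2*-responsive NMD_in events, 49 had higher mRNA in *Upf1* KD and the matching PSI direction, against the paper's 76. None of the alternatives set before the data were examined closed the gap. With values above 0 in the column of Supplemental Table 3a in place of the log2 fold change, a setting chosen after seeing the values, the counts were 76 NMD_in and 61 NMD_ex events, 137 in all, the paper's counts.

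The median log2 fold change of ORF-changing host genes in *Upf1* KD was −0.076, against 0.030 from the paper's values for Fig. 1C. In CHX-treated primary neurons it was 0.27 for NMD_ex host genes, against 0.096 from the paper's values for Supplemental Figure 1E, 0.27 against the paper's 0.16 for ORF-preserving host genes, and −0.38 against the paper's 0.013 for ORF-changing host genes. Each of these gaps stayed open under the alternatives set before the data were examined. The paper's medians are over events, with 4 ORF-changing events, and those given here are over host genes. The legend of Supplemental Figure 1E also gives its fold changes in TPM, while those given here are TMM-scaled. Computed in TPM from the deposited counts, the median of all tested genes in primary neurons was 0.81. With TMM scaling, the median of the same genes was 0.0027, so TPM moves values up. The paper's medians for NMD_ex and ORF-preserving host genes lie below those given here, which argues against the unit as the cause of these gaps. How much the unit adds to the gaps for ORF-changing host genes was not tested.

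On the TPM scale of the paper, the log2 fold change in iNeurons was 2.51 for *RAD52* against the paper's 2.29, and 1.83 for *TNK2* against the paper's 1.68. The alternatives set before the data were examined that apply to this scale left out each library in turn, and none closed the gap.

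The paper names *Upf1* as the lowered gene of highest significance in *Upf1* KD. Here *C1ql1* ranked before it, except in the fit of all 8 mouse libraries, where *Upf1* ranked first. The paper states that host genes of non-NMD events were not raised when NMD was blocked. Here, 58 of 85 ORF-preserving host genes had a higher value in CHX-treated primary neurons, with a median of 0.27. The main camera test did not separate them from all other genes (adjusted p = 0.0682). In *Upf1* KD, 34 of 85 were higher, with a median of −0.091. In the paper's own values for Supplemental Figure 1E, 63.3% of ORF-preserving events were higher. Supplemental Figure 12B labels *DLL1* among the raised genes, and the deposited counts of *DLL1* are 0 in all 6 libraries. It also labels *SMG1P3* among the genes of highest significance, and here *SMG1P3* ranked 158 by P value among the raised genes.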

Other observations

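The tests of the column of Supplemental Table 3a, of abundant genes behind the TPM shift, and of the tubulin genes were chosen only after the results had been seen.

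The hypothesis that the counts of SR protein genes include transcripts that NMD removes was tested on a fixed list. Their median log2 fold change was 0.32 in *Upf1* KD (10 of 10 higher, adjusted p = 0.000714 by camera), 0.73 in CHX-treated primary neurons (10 of 11 higher, adjusted p = 0.00298), and 0.46 in CHX-treated iNeurons (9 of 12 higher, adjusted p = 0.0294). Adjusted over the list alone at a threshold of 0.05, 10, 9, and 8 were higher, and 1 in iNeurons was lower. NMD factor genes, with *Upf1* left out in its own KD, had medians of 0.46 (8 of 9 higher, adjusted p = 0.00298 by camera), 0.57 (10 of 10 higher, adjusted p = 0.0224), and 0.63 (9 of 10 higher, adjusted p = 0.00298). Adjusted over the list alone, 7, 8, and 9 were higher, and 1 in iNeurons was lower. These values are consistent with NMD acting on transcripts of both lists. These 6 calls held under fry but not with an estimated correlation, and CHX has other effects than blocked NMD, which were not separated.

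The hypothesis that spliced snoRNA host transcripts rise when NMD is blocked was tested in the same way. Their median was 0.96 in *Upf1* KD (11 of 11 higher, adjusted p = 1.42e-17 by camera, and 10 higher when adjusted over the list alone). It was 0.21 in primary neurons (7 of 13 higher, adjusted p = 0.0716, with 6 higher and 3 lower adjusted over the list alone) and −0.063 in iNeurons (11 of 22 higher, adjusted p = 0.567, with 7 higher and 9 lower adjusted over the list alone). The members went both ways after CHX, so these medians decide nothing there, and the difference between the experiments was not tested. Immediate-early genes had a median of 1.93 in primary neurons (15 of 18 higher, adjusted p = 1.16e-12 by camera) and 2.20 in iNeurons (10 of 12 higher, adjusted p = 6.19e-19), which is consistent with a rise of such transcripts after CHX. Adjusted over the list alone, 15 and 10 were higher and 1 and 2 lower. In *Upf1* KD their median was −0.21 (5 of 17 higher, adjusted p = 0.145, with 1 higher and 6 lower adjusted over the list alone). Camera with an estimated correlation gave adjusted p = 0.136 for snoRNA host genes in *Upf1* KD. It gave 0.0939 for immediate-early genes in primary neurons and in iNeurons, so these calls did not hold under it.

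The 6 iNeuron libraries can be split into equal groups in 10 ways, so a share under 0.1 cannot be reached. The real split alone, 1 of the 10 splits of the 6 libraries, gave as many genes past the thresholds. The same count, 1 of the 10 splits, held for the medians of the example genes, SR protein genes, NMD factor genes, and immediate-early genes. For the snoRNA host genes, 8 of the 10 splits gave a median as far from 0.

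The 22 genes whose NMD_in exons the paper tested by RT-PCR had a median log2 fold change of 0.68 in CHX-treated primary neurons (18 higher, adjusted p = 0.00131 by camera). Camera with an estimated correlation gave adjusted p = 0.0815. At an adjusted P threshold of 0.05, 15 were higher and 4 lower, with the same counts when adjusted over the list alone. The values ranged from −1.29 for *Oprl1* to 1.84 for *Plekha7*. In iNeurons, the log2 fold change was 2.17 for *BCOR* (adjusted p = 6.36e-13 by edgeR) and 0.011 for *GRIA2* (adjusted p = 0.964 by edgeR).

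Across the 16008 genes tested in both mouse experiments, the log2 fold changes of *Upf1* KD and CHX had a Pearson's r of 0.074 and a Spearman's rho of 0.10. This correlation is across genes, which are not independent replicates. Of 157 genes past the thresholds in both, 20 were higher in both, 73 were lower in both, and 64 changed in opposite directions.

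The 10 most abundant genes held 8.70% to 8.77% of the counts in control and 7.16% to 7.28% in *Upf1* siRNA libraries, 6.31% to 7.26% with DMSO and 2.72% to 3.49% with CHX in primary neurons, and 8.74% to 9.51% with DMSO and 5.31% to 5.54% with CHX in iNeurons. The mitochondrial share was 4.08% to 5.52% with DMSO and 1.95% to 2.63% with CHX in primary neurons, and 7.53% to 8.57% and 4.51% to 4.75% in iNeurons.

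On the TPM scale, the median log2 fold change of all tested genes was 0.53 in CHX-treated iNeurons, 0.81 in CHX-treated primary neurons, and 0.035 in *Upf1* KD. The 100 genes of highest TPM with DMSO held 45.3% to 47.5% of the TPM in DMSO and 31.5% to 32.4% in CHX libraries of iNeurons. With these genes left out of the total, the median was 0.19, so a few abundant genes may account for part of the shift, but not for all of it. The log2 fold changes of TPM in Supplemental Table 4a had a Pearson's r of 0.943 with those computed here over 1731 events, with a median absolute difference of 0.062. A rise of all mRNA after CHX cannot be seen in relative values and was not tested.

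The column of Supplemental Table 3a for the log2 fold change of TPM in *Upf1* KD had a Pearson's r of 0.981 with log2(TPM + 1) of the *Upf1* siRNA libraries over 937 events. With the log2 fold change of the gene counts, r was 0.204 over 938 events. Both are across events, which are not independent replicates. The column may hold expression levels in place of fold changes. Of the 220 NMD events, 198 have a value above 0 in it, and 138 have a host gene with a log2 fold change above 0 in the counts. No biological explanation was tested.

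Tubulin genes were lower after CHX. Their median log2 fold change was −3.46 in primary neurons (11 of 12 lower) and −1.10 in iNeurons (9 of 10 lower), in the same direction under TMM, the size factors of DESeq2, and library size alone. Reads that moved between similar members would leave the sum over those members unchanged. The summed CPM of the tested genes named as alpha- or beta-tubulin (17 and 19 genes) changed by −3.86 and −1.25 on the log2 scale. This argues against reads that moved among these genes as the cause. Genes and pseudogenes with other names were not in the sum, and single members stay uncertain. In *Upf1* KD the median was −0.41 (9 of 11 lower, p = 0.000988 by camera, 0.0425 by fry, and 0.396 by camera with an estimated correlation). The median was thus below 0 in each experiment, but the call in *Upf1* KD did not hold with an estimated correlation. Whether blocked NMD lowers tubulin transcripts stays open. An effect of blocked translation on them also stays open for CHX and was not tested.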
